# Transcriptional and epigenetic rewiring by the NUP98::KDM5A fusion oncoprotein directly activates CDK12

**DOI:** 10.1038/s41467-025-59930-9

**Published:** 2025-05-19

**Authors:** Selina Troester, Thomas Eder, Nadja Wukowits, Martin Piontek, Pablo Fernández-Pernas, Johannes Schmoellerl, Ben Haladik, Gabriele Manhart, Melanie Allram, Margarita Maurer-Granofszky, Nastassja Scheidegger, Karin Nebral, Giulio Superti-Furga, Roland Meisel, Beat Bornhauser, Peter Valent, Michael N. Dworzak, Johannes Zuber, Kaan Boztug, Florian Grebien

**Keywords:** Acute myeloid leukaemia, Histone post-translational modifications, Transcriptomics, DNA damage and repair

## Abstract

Nucleoporin 98 (NUP98) fusion oncoproteins are strong drivers of pediatric acute myeloid leukemia (AML) with poor prognosis. Here we show that *NUP98* fusion-expressing AML harbors an epigenetic signature that is characterized by increased accessibility of hematopoietic stem cell genes and enrichment of activating histone marks. We employ an AML model for ligand-induced degradation of the NUP98::KDM5A fusion oncoprotein to identify epigenetic programs and transcriptional targets that are directly regulated by NUP98::KDM5A through CUT&Tag and nascent RNA-seq. Orthogonal genome-wide CRISPR/Cas9 screening identifies 12 direct NUP98::KDM5A target genes, which are essential for AML cell growth. Among these, we validate cyclin-dependent kinase 12 (CDK12) as a druggable vulnerability in NUP98::KDM5A-expressing AML. In line with its role in the transcription of DNA damage repair genes, small-molecule-mediated CDK12 inactivation causes increased DNA damage, leading to AML cell death. Altogether, we show that NUP98::KDM5A directly regulates a core set of essential target genes and reveal CDK12 as an actionable vulnerability in AML with oncogenic *NUP98* fusions.

## Abstract (web summary)

The epigenetic and transcriptional roles of Nucleoporin 98 (NUP98) fusion oncoproteins in driving pediatric acute myeloid leukemia (AML) remain to be explored. Here, the authors identify a core set of genes regulated by NUP98::KDM5A and suggest CDK12 as a potential therapeutic vulnerability.

## Introduction

Acute myeloid leukemia (AML) is a heterogeneous malignant disease of the hematopoietic system that is characterized by the accumulation of immature myeloid blasts in the bone marrow (BM). The landscape of somatic mutations in pediatric AML differs substantially from adult AML and is characterized by lower mutational burden^1^. Hence, targeted therapies against recurrent mutations approved for the treatment of adult AML are often unsuitable therapeutic options for pediatric patients.

Fusion oncoproteins arise from structural chromosomal rearrangements and frequently act as oncogenic drivers, with a particularly high prevalence in pediatric patients^1^. The family of Nucleoporin 98 (*NUP98)* oncofusions features more than 30 distinct partner genes which often comprise factors that harbor DNA-binding homeodomains, plant homeodomain (PHD) fingers and Su(var)3-9, Enhancer-of-zeste, and Trithorax (SET) domains^2–4^.

Fusion of the first 14 exons of the *NUP98* gene to the last exons of the *KDM5A* (also *JARID1A*) gene results in a cryptic translocation giving rise to the expression of the chimeric NUP98::KDM5A protein^5–7^. Besides its enrichment in pediatric acute megakaryoblastic leukemia (AMKL)^6^, NUP98::KDM5A is the most common NUP98 fusion found in infant AML and is associated with an aggressive form of the disease and particular poor prognosis^7,8^. The catalytic Jumonji C (JmjC) domain of the H3K4 demethylase KDM5A is not present in the chimeric fusion protein. However, the C-terminal PHD chromatin recognition domain of KDM5A is preserved in the NUP98::KDM5A fusion protein and is necessary for its oncogenic potential^9^.

We and others have shown that NUP98 fusion proteins are associated with chromatin and induce global transcriptional dysregulation leading to AML^10–12^. Chromatin association of many NUP98 fusion oncoproteins is mediated by the chromatin-binding domains of the fusion partners and often occurs at genomic regions rich in H3K27ac and H3K4me3^12–14^. NUP98 fusion oncoproteins are able to recruit the transcriptional co-activators CBP/p300 and epigenetic regulators, such as histone deacetylase 1 (HDAC1), Non-Specific Lethal, and MLL1/MENIN complexes^12,15,16^. The formation of transcriptional hubs via the aberrant recruitment of transcription factors and chromatin regulators has been explained by the ability of NUP98 fusion proteins to form biomolecular condensates through liquid-liquid phase separation^11,13,17,18^. This is mediated by the FG repeats in the intrinsically disordered NUP98 N-terminus and is crucial for the oncogenic potential of NUP98 fusion proteins^13,17^. Furthermore, expression of NUP98::KDM5A and other *NUP98* oncofusions leads to sustained upregulation of *HOXA* and *HOXB* genes and other transcription factors that induce a stem/progenitor-like phenotype, such as *MEIS1*^9^. However, it is unclear how NUP98 fusion oncoproteins actively induce and maintain these transcriptional programs and which effector proteins are required to orchestrate the observed patterns.

In this work we reason that a better understanding of how NUP98 fusion proteins deregulate gene expression on the epigenetic and transcriptional level will provide a rational basis for the development of tailored therapies. By comparing global chromatin accessibility of AML patient samples featuring different disease subtypes with healthy blood cells, we identify epigenetic patterns that are specific to *NUP98* fusion-expressing AML. Using a model for ligand-induced degradation of the NUP98::KDM5A fusion oncoprotein we find that NUP98::KDM5A maintains activating H3K27ac and H3K4me3 histone marks on target genes. Furthermore, nascent RNA sequencing upon induced fusion oncoprotein degradation reveals direct transcriptional target genes of NUP98::KDM5A. Integration of these data with results from a genome-wide CRISPR/Cas9 screen in NUP98::KDM5A-driven AML cells identifies a core set of 12 essential direct target genes which are critical for the survival of NUP98::KDM5A-driven leukemia cells. Among them, we validate the kinase CDK12 as an actionable target. NUP98::KDM5A-driven AML expresses high levels of CDK12 and is highly sensitive to genetic and pharmacological CDK12 perturbation. In line with the role of CDK12 in regulating the transcription of DNA damage repair genes, CDK12-inactivating small molecules cause increased DNA damage in NUP98::KDM5A AML cells. These results represent the basis for further investigations of CDK12-targeting compounds and the development of tailored treatments for patients with *NUP98* rearrangements.

## Results

### Epigenomic analysis of pediatric AML reveals NUP98 fusion-specific patterns

To gain a better understanding of the epigenetic landscape of *NUP98* oncofusion-driven leukemia, we performed ATAC-seq on primary AML patient samples to determine global patterns of chromatin accessibility. In addition to samples expressing *NUP98::KDM5A* and *NUP98::NSD1* (*n* = 4, each), we included samples from other pediatric AML patients (*n* = 7) with different oncogenic driver mutations (*KMT2A::MLLT3*, *CBFB::MYH11*, *CBFA2T3::GLIS2*, and normal karyotype) (Supplementary Data 1). We also included publicly available ATAC-seq data from adult AML samples and additional pediatric AML samples (of which two expressed *NUP98::NSD1*)^19^, as well as data from healthy hematopoietic stem and progenitor cells (HSPC) and mature myeloid blood cells (Supplementary Data 2). Principal component analysis revealed that chromatin accessibility patterns of AML patient samples were broadly distributed across healthy blood cells, with most of them ranging within different stages of hematopoietic progenitors (Fig. 1A and Supplementary Fig. 1A, B). This is in line with the concept of AML arising from progenitor cells with a block of differentiation that are skewed to particular stages of hematopoietic differentiation^20,21^. To derive epigenetic signatures that are specific for *NUP98* fusion-driven AML we next aimed to identify the healthy progenitor subtype that is closest to the *NUP98* fusion-expressing AML cells. Inter-sample distance visualized by minimum spanning tree analysis revealed that granulocyte-monocyte progenitor (GMP) cells are the closest normal counterpart of *NUP98* fusion-expressing AML cells based on chromatin accessibility (Fig. 1B). Comparison of these two cell populations identified 1921 and 6054 regions close to gene promoters that were significantly more or less accessible in *NUP98* fusion-driven AML cells compared to GMP cells, respectively (Supplementary Data 3). Accessibility of the 1921 more open regions was highest in *NUP98::KDM5A* AML cells over hematopoietic stem cells (HSC), while the same regions were not accessible in GMPs and mature myeloid cells (Fig. 1C). The 6054 regions enriched in GMPs are also highly accessible in HSCs and associated with reduced accessibility in mature myeloid cells (Supplementary Fig. 1C). Overall, these analyses show that *NUP98::KDM5A*-expressing AML exhibits a global reduction in chromatin accessibility when compared to healthy progenitors, but a gain in the accessibility of HSC-specific regions.

**Fig. 1:**
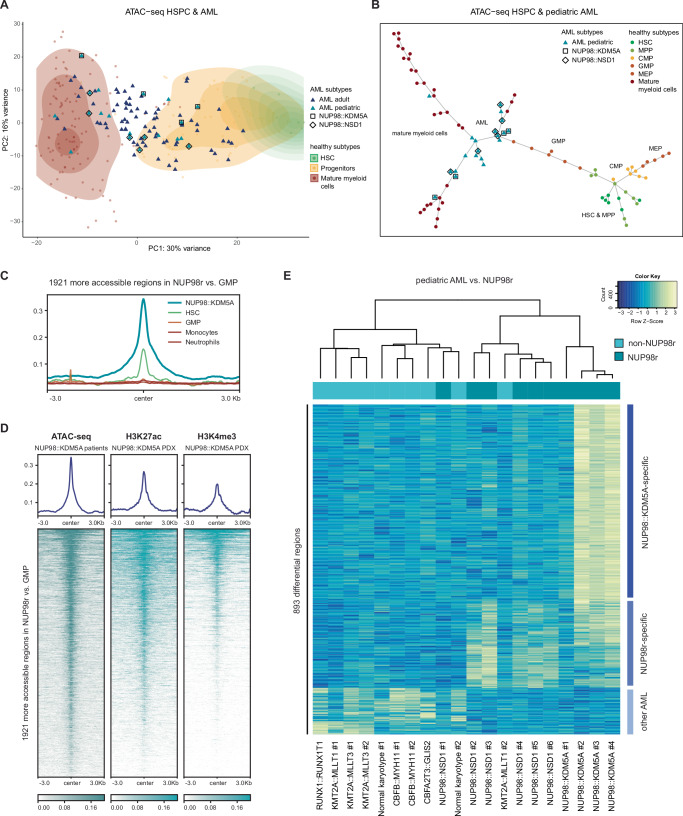
Epigenomic analysis of AML patient data reveals *NUP98* fusion-specific patterns. **A** Principal component (PC) analysis of ATAC-seq data from pediatric and adult AML patients and samples from healthy blood cells, including HSCs, progenitor cells, and mature myeloid cells. **B** Minimum spanning tree of distances between ATAC-seq signals of *NUP98* fusion-expressing and other pediatric AML samples and samples of healthy blood cells. **C** ATAC-seq profile plots showing 1921 more accessible regions in *NUP98* fusion-expressing AML vs. GMPs. **D** Heatmap and profile plots of ATAC-seq, H3K27ac, and H3K4me3 CUT&Tag data showing 1921 genomic regions that are more accessible in NUP98 fusion-expressing AML vs. GMPs. **E** Heatmap showing ATAC-seq unsupervised clustering of 893 differentially accessible regions in *NUP98* fusion-expressing AML patient samples compared to NUP98 wild-type pediatric AML patient samples (HSC hematopoietic stem cell, MPP multipotent progenitor, CMP common myeloid progenitor, MEP Megakaryocyte-erythrocyte progenitor, GMP granulocyte-monocyte progenitor). Source data are provided as a Source Data file.

Genomic regions with high accessibility are often enriched for activating histone marks^22^. Indeed, by performing CUT&Tag (Cleavage Under Targets and Tagmentation) for H3K27ac and H3K4me3 marks in blasts from a *NUP98::KDM5A* patient-derived xenograft (PDX) AML model, we found that the majority of the 1921 genomic regions that are specifically accessible in *NUP98* fusion-driven AML also showed overlapping H3K27ac and H3K4me3 marks (Fig. 1D). Importantly, genes associated with these genomic regions were highly expressed in *NUP98::KDM5A*-positive AML cells compared to other subtypes of pediatric AML^23^ (Supplementary Fig. 1D). Analysis of ChIP-seq data from a murine HA-tagged NUP98::KDM5A model^10^ (Table 1) showed that genes associated with these 1921 more accessible regions featured particularly high levels of fusion oncoprotein binding (Supplementary Fig. 1E). Finally, transcription factor motif analysis revealed that consensus motifs of GATA- and AP1-families were enriched in genomic regions with high accessibility in *NUP98::KDM5A* AML, while binding sites for ETS and IRF transcription factors were enriched in regions that were less accessible in *NUP98::KDM5A*-expressing cells (Supplementary Fig. 1F).

**Table 1:** Murine NUP98::KDM5A cell lines

Cell line	Constructs
dTAG-NUP98::KDM5A	1. MSCV-eGFP-IRES-dTAG-3xV5-NUP98::KDM5A 2. MSCV-rtTA3-IRES-Nras^G12D^-EF1a-Luc2
dTAG-GFP-NUP98::KDM5A	1. MSCV-dTAG-3xV5-eGFP-NUP98::KDM5A 2. MSCV-rtTA3-IRES-Nras^G12D^-EF1a-Luc2
NUP98::KDM5A (control)	1. MSCV-eGFP-IRES-NUP98::KDM5A 2. MSCV-rtTA3-IRES-Nras^G12D^-EF1a-Luc2
NUP98::KDM5A (Cas9 clone)	1. MSCV-eGFP-IRES-NUP98::KDM5A 2. MSCV-rtTA3-IRES-Nras^G12D^-EF1a-Luc2 3. EF1a-Cas9-P2A-BlastiR
NUP98::KDM5A (rtTA3)^10^	1. MSCV-rtTA3-IRES-NUP98::KDM5A 2. MSCV-rtTA3-IRES-Nras^G12D^-EF1a-Luc2
Strep/HA-NUP98::KDM5A^10^	1. MSCV-Strep/HA-NUP98::KDM5A-PGK-BlastiR-IRES-mCherry 2. MSCV-rtTA3-IRES-Nras^G12D^-Ef1as-Luc2
NUP98::KDM5A (*Tet-Off*)^10^	1. TRE3G-GFP-IRES-FLAG-NUP98::KDM5A 2. MSCV-Nras^G12D^-IRES-tTA-P2A-Luc2

Unsupervised clustering of ten *NUP98* fusion-expressing versus ten *NUP98* wild-type AML samples revealed a cluster of regions which were more accessible in AML samples expressing *NUP98::NSD1* and *NUP98::KDM5A* (Fig. 1E). In addition, we also found regions with *NUP98::KDM5A*-specific accessibility. These regions might reflect lineage-specific characteristics associated with acute megakaryocytic leukemia (M7) diagnosed in these *NUP98::KDM5A*-expressing samples.

Taken together, our analysis of chromatin accessibility across a multitude of AML patient samples and healthy hematopoietic cell types showed that *NUP98* fusion-driven AML harbors an epigenetic signature that is characterized by increased accessibility of HSC-associated regions and enrichment of activating histone marks.

### Induced NUP98::KDM5A degradation causes terminal differentiation of AML blasts

Given the specific effects of *NUP98::KDM5A* on the epigenome of AML cells we aimed to develop a model that allows the direct investigation of *NUP98::KDM5A*-dependent molecular effects. We used the degradation tag (dTAG) system for ligand-induced protein degradation^24,25^ to establish a dTAG-NUP98::KDM5A cell line (Fig. 2A and Supplementary Fig. 2A). The dTAG-NUP98::KDM5A construct was introduced into murine fetal liver-derived HSPCs alongside the clinically observed activated *Nras*^*G12D*^ co-mutation^3,7,26^ and cells were transplanted into sublethally irradiated recipient mice (Supplementary Fig. 2B). In this model, recipient animals developed an aggressive, transplantable AML-like disease (Supplementary Fig. 2C, D)^10^. The immuno-phenotype of leukemic blasts from the BM, spleen and blood of recipient mice was similar to previously established murine *NUP98::KDM5A* models^10^, showing moderate levels of c-Kit and high levels of Mac-1 and Gr-1 surface markers, confirming the myeloid origin of the leukemia (Supplementary Fig. 2E, F). The BM of AML-engrafted mice was collected and cultured in vitro until a stably growing dTAG-NUP98::KDM5A-expressing cell line was established (Table 1). ATAC-seq and RNA-seq analysis of dTAG-NUP98::KDM5A cells revealed a strong correlation of chromatin accessibility and gene expression with *NUP98::KDM5A* AML patient data (Supplementary Fig. 2G), further substantiating the clinical relevance of our mouse model for the analysis of the human disease.

**Fig. 2:**
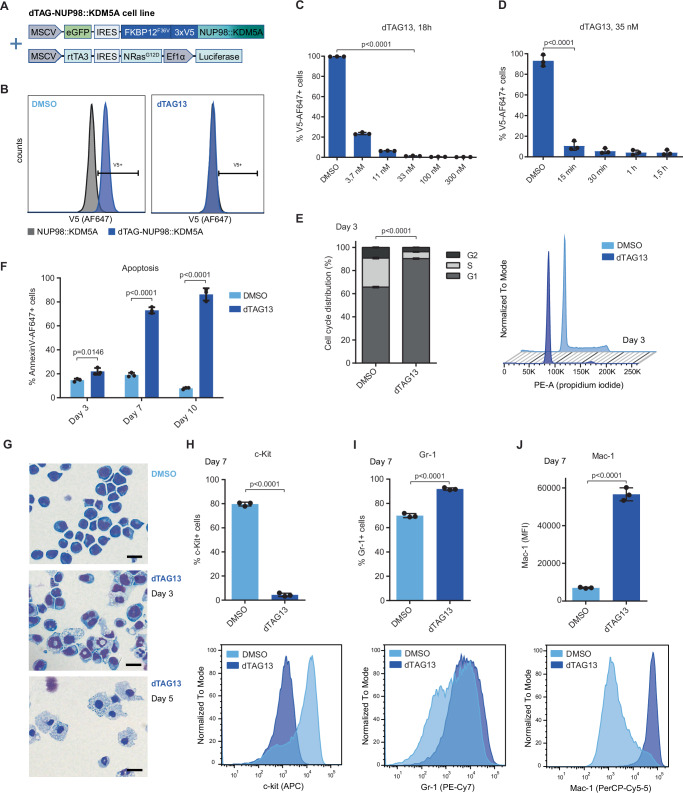
Induced NUP98::KDM5A degradation causes terminal differentiation of AML blasts. **A** Schematic overview of the constructs used for the generation of the dTAG-NUP98::KDM5A cell line. **B** Representative plots of flow cytometric analysis of intracellular NUP98::KDM5A protein levels upon treatment with dTAG13 or DMSO. (Blue, dTAG-NUP98::KDM5A cell line; grey, untagged NUP98::KDM5A control cell line (Table 1)). **C** Intracellular flow cytometric analysis of NUP98::KDM5A protein levels after treatment of dTAG-NUP98::KDM5A cells with indicated concentrations of dTAG13 for 18 h (*n* = 3 biological replicates, mean ± SD, two-sided, unpaired *t*-test), **D** and after treatment with 35 nM dTAG13 for indicated time points (*n* = 3 biological replicates, mean ± SD, two-sided, unpaired *t*-test). **E** Flow cytometric analysis of cell cycle distribution of dTAG-NUP98::KDM5A cells after treatment with dTAG13 (35 nM) and DMSO for 3 days (*n* = 3 biological replicates, mean ± SD, two-sided, unpaired *t*-test), including representative histogram plots (right). **F** Flow cytometric analysis of apoptosis after treatment of dTAG-NUP98::KDM5A cells with dTAG13 (35 nM) and DMSO for 3, 7, and 10 days (*n* = 3 biological replicates, mean ± SD, two-sided, unpaired *t*-test). **G** Representative cytospin images showing the morphology of dTAG-NUP98::KDM5A cells after treatment with dTAG13 (35 nM) or DMSO for 3 and 5 days. Scale bar = 20 μm. Representative images of *n* = 2 samples. **H** Flow cytometric analysis of surface expression of c-Kit, (**I**) Gr-1 and (**J**) Mac-1 of dTAG-NUP98::KDM5A cells after treatment with dTAG13 (35 nM) and DMSO for 7 days (*n* = 3 biological replicates, mean ± SD, two-sided, unpaired *t*-test), including representative histogram plots (bottom). Parts of the figure were created in BioRender. Grebien, F. (2025) https://BioRender.com/d32l249. Source data are provided as a Source Data file.

Degradation of the dTAG-NUP98::KDM5A fusion oncoprotein was induced by addition of the dTAG13 ligand molecule^24^. Flow cytometric quantification of dTAG-NUP98::KDM5A levels revealed that dTAG13 treatment induces near-complete degradation of the dTAG-NUP98::KDM5A protein without affecting *Nras*^*G12D*^ levels (Fig. 2B and Supplementary Fig. 2H). 35 nM of the dTAG13 molecule caused efficient NUP98::KDM5A degradation within 15 min of treatment and complete fusion oncoprotein degradation was achieved after 1 h (Fig. 2C, D). Degradation of the NUP98::KDM5A fusion protein leads to a G1-phase cell cycle arrest followed by apoptosis at later stages (Fig. 2E, F). Induced NUP98::KDM5A degradation caused significant morphological changes in AML cells that are characteristic of terminal myeloid differentiation (Fig. 2G), including loss of the progenitor marker c-Kit and an increase of the myeloid differentiation markers Mac-1 and Gr-1 (Fig. 2H–J).

Altogether, these data show that the dTAG-NUP98::KDM5A AML cell line model allows fast and complete dTAG13-induced degradation of the fusion protein. This NUP98::KDM5A-driven model is fully dependent on sustained expression of the oncogenic driver, as its degradation leads to cell cycle arrest, differentiation, and apoptosis of leukemia cells (Supplementary Fig. 2I).

### NUP98::KDM5A actively maintains H3K27ac marks on target genes

To obtain further insights into how NUP98::KDM5A shapes epigenetic patterns to induce malignant transformation of hematopoietic progenitor cells, we investigated changes in the epigenetic landscape upon acute NUP98::KDM5A degradation. Chromatin immunoprecipitation (ChIP)-qPCR showed that the H3K27ac mark was strongly decreased on the promoters of the NUP98::KDM5A target genes *Hoxa9* and *Meis1* already after 3 h of fusion protein degradation (Fig. 3A). While loss of the H3K4me3 mark was also detected in the same regions, its decrease occurred at a slower rate, peaking at 6 h of dTAG13 treatment (Supplementary Fig. 3A). Western blot analysis showed that global levels of H3K27ac and H3K4me3 did not change upon dTAG13 treatment (Supplementary Fig. 3B).

**Fig. 3:**
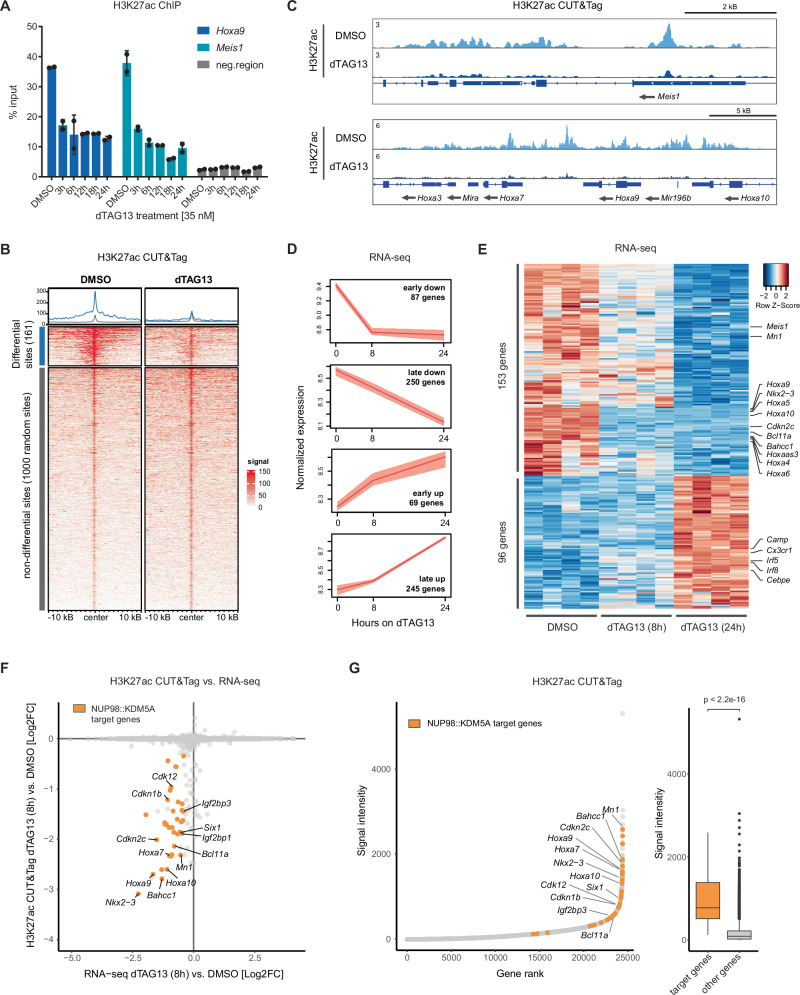
NUP98::KDM5A actively maintains H3K27ac marks on target genes. **A** H3K27ac ChIP-qPCR in dTAG-NUP98::KDM5A cells for *Hoxa9* and *Meis1* after treatment with dTAG13 for indicated time points compared to DMSO and a negative control genomic region (*n* = 2 technical replicates, mean ± SD). **B** Heatmaps and profile-plots of H3K27ac CUT&Tag data of dTAG13 (35 nM) and DMSO-treated dTAG-NUP98::KDM5A cells showing 161 significantly downregulated sites compared to 1000 random sites with no significant changes (*n* = 3, FDR < 0.05). **C** Representative tracks of H3K27ac CUT&Tag data (dTAG13 and DMSO). **D** Time-series plots showing cluster analysis of up and downregulated transcripts from RNA-seq data of dTAG-NUP98::KDM5A cells treated with dTAG13 (35 nM) for 8 h or 24 h compared to DMSO (0 h) (*n* = 4 biological replicates per time point). The upper and lower ends of the bars represent the minimum and maximum expression values for the respective group. The lines represent the mean expression profile across replicates for each group. **E** Heatmap of RNA-seq data in dTAG-NUP98::KDM5A cells after 8 h and 24 h of dTAG13 treatment compared to DMSO, showing 249 significantly differentially expressed genes at 24 h dTAG13 treatment (*n* = 4, log2FC > 1 or < −1, padj < 0.05, statistical analysis and *p*-value calculations were performed using DESeq2). **F** Scatter plot showing log2FC values in gene expression (QUANT-seq) and H3K27ac levels (CUT&Tag) upon dTAG13 treatment (35 nM, 8 h) compared to DMSO. **G** Hockey stick plot of H3K27ac CUT&Tag data in dTAG-NUP98::KDM5A cells (left). Genes are ranked according to normalized read signal, including a quantitative box plot representation (right, target genes *n* = 38, other genes *n* = 24,415, two-sided Wilcoxon rank sum test with continuity correction, *p*-value < 2.2e-16). Data are presented as boxplots where the center line represents the median, the bounds of the box indicate the first (25th percentile) and third (75th percentile) quartiles and the whiskers extend to 1.5 × inter-quartile range from the hinges. Data points beyond this range are shown as individual dots and represent outliers. Source data are provided as a Source Data file.

Next, we performed CUT&Tag after 8 h of dTAG13 treatment to investigate global changes of H3K27ac and H3K4me3 distribution on chromatin. 161 genomic regions showed a significant reduction of H3K27ac levels while only 37 regions were associated with reduced H3K4me3 levels upon NUP98::KDM5A degradation. No regions showed an increase in the levels of these histone marks upon degradation of the fusion protein (Fig. 3B and Supplementary Fig. 3C, D). The genomic regions with altered H3K27ac and H3K4me3 levels strongly overlapped and corresponded to 84 and 29 genes, respectively (Supplementary Fig. 3E). The accessibility of chromatin associated with these genes was highly conserved between mouse and human *NUP98::KDM5A* AML cells, further indicating that the NUP98::KDM5A fusion oncoprotein controls similar regulatory circuits in mouse and human AML (Supplementary Fig. 3F). Among the genes associated with reduced H3K27ac levels upon dTAG13 treatment we found known NUP98::KDM5A target genes like *Meis1* and genes of the *Hoxa* cluster, but also several genes that had not been linked to AML before (Fig. 3C and Supplementary Data 4). Gene Ontology (GO) analysis confirmed that genes with differential H3K27ac signals were significantly enriched for regulators of transcription (Supplementary Fig. 3G).

To determine if the observed epigenetic changes upon loss of NUP98::KDM5A are also reflected at the transcriptional level we performed mRNA sequencing (RNA-seq) after 8 h and 24 h of NUP98::KDM5A degradation. We identified four major clusters of genes that depict time-resolved changes in gene expression with different kinetics (Fig. 3D). Differential expression analysis revealed that 153 genes were significantly downregulated and 96 genes were upregulated after 24 h of fusion protein loss (Fig. 3E and Supplementary Data 5). The expression of genes from the *Hoxa* gene cluster, as well as other transcription factors like *Nkx2-3* and *Bcl11a* was already downregulated 8 h after NUP98::KDM5A degradation. However, *Meis1* downregulation appeared to be a later transcriptional event, since the expression of this gene was only significantly downregulated after 24 h. GO analysis confirmed the concomitant loss of stem cell-associated gene expression and the activation of transcriptional programs characteristic of myeloid differentiation, including *Camp*, *Irf8* and *Cebpe* (Fig. 3E and Supplementary Fig. 4A). Chromatin accessibility was significantly higher at genes that were downregulated upon NUP98::KDM5A degradation in mouse and human AML samples (Supplementary Fig. 4B). The intersection of H3K27ac CUT&Tag data with RNA-seq data identified 38 NUP98::KDM5A target genes that exhibited a significant loss of H3K27ac marks and were downregulated after fusion protein degradation (Fig. 3F, Supplementary Fig. 4C and Supplementary Data 5). These 38 NUP98::KDM5A target genes were characterized by significantly higher H3K27ac signals when compared to all other genes, and chromatin accessibility at these genes was highest in samples of *NUP98::KDM5A* AML patients (Fig. 3G and Supplementary Fig. 4D). Additionally, analysis of ChIP-seq data^10^ showed that NUP98::KDM5A fusion oncoprotein binding was exceptionally high in the promoters of these 38 target genes (Supplementary Fig. 4E).

Taken together, these data show that NUP98::KDM5A drives transcriptional programs of hematopoietic progenitors while repressing programs associated with myeloid differentiation via the maintenance of a specific epigenetic signature.

### Identification of direct transcriptional target genes of NUP98::KDM5A

Although our RNA-seq analysis revealed genes that were differentially expressed after NUP98::KDM5A degradation, it is not possible to discern whether these genes are under direct control of the NUP98::KDM5A fusion oncoprotein or if their expression is indirectly affected by changes in NUP98::KDM5A levels. The SLAM-seq (Thiol [SH]-linked alkylation for the metabolic sequencing of RNA) approach enables highly sensitive identification of global changes in nascent mRNA transcripts^27,28^. We induced complete degradation of NUP98::KDM5A by dTAG13 treatment and labeled newly synthesized mRNA with 4-thiouridine, which allowed the identification of changes in the synthesis of mRNA transcripts that happen within 1 h after NUP98::KDM5A degradation (Fig. 4A). Differential expression analysis revealed 45 genes whose expression was significantly downregulated upon NUP98::KDM5A loss, while the expression of no gene was significantly induced upon fusion oncoprotein degradation (Fig. 4B and Supplementary Data 6). The expression of all 45 direct NUP98::KDM5A target genes was also found downregulated upon prolonged depletion of the fusion protein in the RNA-seq datasets (8 h and/or 24 h), highlighting the necessity of the driver oncoprotein to maintain high expression of these genes (Fig. 4C). Several of the direct NUP98::KDM5A target genes have been described to play roles in leukemia, such as *CDKN2C*^29^*, CDKN1B*^30^*, NKX2-3*^31^*, IGF2BP3*^32,33^, and *MN1*^34^. Other genes in this list are still unexplored or have been implicated in other cancer types, such as *CDK12*^35–40^. Analysis of NUP98::KDM5A ChIP-seq data^10^ revealed that the majority of the direct target genes featured high levels of NUP98::KDM5A chromatin binding (Fig. 4D, E). Furthermore, H3K27ac and H3K4me3 marks were strongly enriched at the transcriptional start sites and throughout the gene bodies of these genes (Fig. 4F). dTAG13 treatment caused a strong reduction of the H3K27ac mark on the promoters of the 45 direct NUP98::KDM5A target genes (Fig. 4G). Finally, the direct NUP98::KDM5A target genes were significantly overexpressed in *NUP98::KDM5A*-expressing AML cells compared to control cells that only express the *NUP98* N-terminus and *Nras*^*G12D*^^10^ and were highly expressed in samples of *NUP98::KDM5A* AML patients (Fig. 4H, I).

**Fig. 4:**
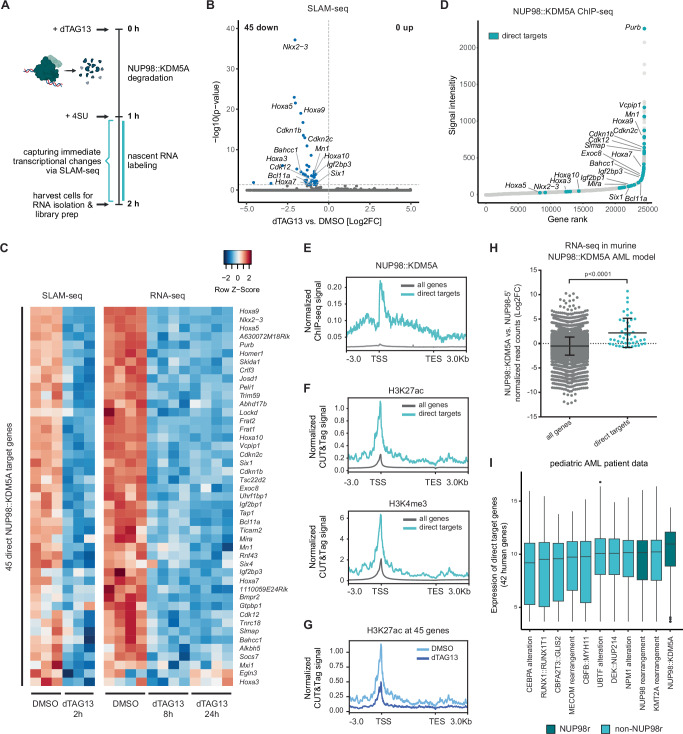
Identification of direct transcriptional target genes of NUP98::KDM5A. **A** Schematic representation of the experimental setup for nascent RNA-seq (SLAM-seq) (4SU, 4-thiouridine). **B** Volcano plot of SLAM-seq data in dTAG-NUP98::KDM5A cells showing log2FC and –log10(*p*-value) values after dTAG13 (35 nM, 2 h) vs. DMSO treatment (statistical analysis and p-value calculations were performed using DESeq2). **C** Heatmap showing gene expression changes of the 45 direct target genes 2 h (SLAM-seq), 8 h and 24 h (RNA-seq) after dTAG13 treatment compared to DMSO treatment. **D** Hockey stick plot of ChIP-seq data of NUP98::KDM5A chromatin binding. All genes were ranked according to their normalized read counts and 45 direct targets are highlighted in color. **E** HA-NUP98::KDM5A ChIP-seq data showing normalized read signal of the 45 direct target genes compared to all other genes. **F** H3K27ac and H3K4me3 CUT&Tag data from dTAG-NUP98::KDM5A cells showing normalized read signal of the 45 direct target genes compared to all other genes. **G** H3K27ac CUT&Tag data from dTAG-NUP98::KDM5A cells showing normalized read signal for the 45 direct target genes after 8 h dTAG13 treatment compared to DMSO. **H** RNA-seq data showing gene expression levels of the 45 direct targets compared to all other genes in murine NUP98::KDM5A AML cells compared to control cells expressing a NUP98 N-terminal fragment (all genes *n* = 18,899, direct targets *n* = 45, two-sided Mann–Whitney *U* test, *p*-value < 0.0001). Horizontal bars represent the mean, error bars +/− SD. **I** Expression of 42 human homologs of direct NUP98::KDM5A target genes in pediatric AML patients from the St. Jude Cloud data repository. Data are presented as boxplots where the center line represents the median, the bounds of the box indicate the first (25th percentile) and third (75th percentile) quartiles and the whiskers extend to 1.5 × inter-quartile range from the hinges. Data points beyond this range are shown as individual dots and represent outliers. Parts of the figure were created in BioRender. Grebien, F. (2025) https://BioRender.com/w52j392. Source data are provided as a Source Data file.

In summary, we identified 45 immediate downstream target genes of the NUP98::KDM5A fusion oncoprotein. These direct target genes are bound by NUP98::KDM5A at their promoters, feature high levels of activating histone marks, and are highly expressed.

### Genome-wide CRISPR/Cas9 screening identifies 12 essential direct target genes of NUP98::KDM5A

To identify genes whose mutational inactivation causes a fitness defect in *NUP98::KDM5A* cells, we performed a genome-wide CRISPR/Cas9 loss-of-function screen in a *NUP98::KDM5A* AML cell line (Supplementary Fig. 5A). 

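In a CRISPR/Cas9 loss-of-function screen, an sgRNA directs the Cas9 nuclease to a matching site in a gene, and faulty repair of the cut often inactivates that gene. Cells that need the gene for growth are lost from the culture together with their sgRNA, which is then depleted, while sgRNAs against genes that restrain growth become enriched. The screened cells were a Cas9-expressing clone of a murine leukemia line that carries retroviral NUP98::KDM5A together with mutant Nras (Table 1). The murine genome-wide Vienna sgRNA library was introduced by lentivirus at a low multiplicity of infection, so that most infected cells carried a single sgRNA, and infected cells were selected with G418. The data are 1 library of sgRNAs from the cells at 14 population doublings and 1 library of the sgRNA plasmid pool. Neither has a replicate, so differences between them have no replicate check and no p-value between the conditions is given. Each SD is over the sgRNAs of a gene within this single culture, and n is the number of those sgRNAs.
The authors trimmed the barcodes, filtered the reads and aligned them with Bowtie2 in the crispr-process-nf pipeline, and analysed the screen with MAGeCK in the crispr-mageck-nf pipeline. The submitters' processing notes name the mouse genome build mm10, and the versions of both tools are not given in the sources used here. The deposited values are reads multiplied by a size factor for each library, and they equal median-ratio scaling of the 2 libraries. Division by these factors gave whole reads for 100% of the values, within 0.01 of a read. The table lists 105646 sgRNAs against 18302 genes, each sgRNA with at least 50 plasmid reads. Of the genes, 15467 had 6 sgRNAs and 17901 had at least 4. The log2FC of an sgRNA was taken from the scaled endpoint and plasmid values after adding a pseudocount of 1 to both, and the log2FC of a gene is the median over its sgRNAs. A gene was called depleted where its log2FC fell by more than 2.25 and enriched where it was over 2.25, the thresholds given in the legend of Fig. 5. The scaling of the libraries, the pseudocount and the summary over sgRNAs are choices that could change these numbers. Gene symbols and coordinates are those of GRCm38.p6, the assembly behind mm10, in which 18287 of the gene identifiers were found.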

We generated a single-cell-derived Cas9-expressing variant of murine *NUP98::KDM5A* AML cells (Table 1) and introduced a genome-wide single guide RNA (sgRNA) library to determine the representation of sgRNAs after 14 population doublings. 

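Reads were spread evenly over the sgRNAs of the plasmid pool and very unevenly at the endpoint. The plasmid pool held 127466805 reads, with a median of 1126 reads per sgRNA and a range from 50 to 8036. The endpoint library held 53986351 reads, with a median of 89 reads per sgRNA and a maximum of 1666529. At the endpoint, 17819 sgRNAs (16.9%) had 0 reads and 25.4% had fewer than 10. The 10 most abundant sgRNAs took 8.40% of the endpoint reads and the top 1000 took 36.6%, against 0.0587% and 3.47% in the plasmid pool. The sgRNAs against Kdm5c, a histone H3 lysine 4 demethylase, made up 5.23% of the endpoint reads, and those against Trp53, which encodes p53, made up 2.14%.
The sgRNAs of a gene often differed widely. The median SD within a gene was 3.08 on the log2 scale, with 3.58 in depleted genes, 2.37 in enriched genes and 2.98 in the others. For 1385 genes the median sgRNA had 0 endpoint reads, and for 228 genes every sgRNA did. The log2FC of such genes depends on their plasmid reads and on the pseudocount, so their order has no meaning, and a fold for them is a lower bound in which fewer than 3 reads count as 3 for each sgRNA. In data simulated for all 18302 genes from these libraries, the threshold recovered 98% of 50 genes with a true log2FC of -5. It recovered 66% at -3, 68% at 3 and 90% at 5, while 12.7% of unchanged genes passed it in either direction. In the screen itself, 12.9% of the genes of the tissue-restricted families described below were depleted and 7.76% enriched. The simulated share is therefore likely too low as a rate of false calls in the screen.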

High technical quality of screening results was confirmed by clear separation of core essential and non-essential genes (Supplementary Fig. 5B)^41^. 

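Cytosolic ribosomal proteins, which all growing cells need, were lost together. All 72 of the 77 listed genes that were measured were depleted, with a median log2FC of -8.11 (quartiles -8.34 to -7.77), or -4.64 with the floor of 3 reads. Vomeronasal receptor genes, which encode pheromone receptors of sensory neurons, lay around a median of -0.47 (quartiles -2.18 to 0.54), and of these 243 genes 57 were depleted and 11 enriched. Taste receptors, beta-defensins, keratin-associated proteins and crystallins, 4 tissue-restricted families with 116 genes, had a median of 0.35 (quartiles -0.89 to 1.29), with 15 genes depleted and 9 enriched. With total-count scaling the median of the vomeronasal receptor genes was -2.85 and that of the tissue-restricted families -2.04, and without the most extreme sgRNA of each gene the former was 0.02, so the sign of both medians depends on the processing.
The area under the ROC curve is the chance that a gene of the essential class has a lower log2FC than a gene of the other class. It was 0.989 (95% bootstrap interval 0.981 to 0.996 from 2000 draws) for ribosomal proteins against vomeronasal receptors and 0.975 (0.948 to 0.998) against the tissue-restricted families, which were chosen after the data were examined. Only 3 olfactory receptor genes, the class chosen in advance, were in the table, with a median of -0.45 and an area of 1. The authors' own lists of core essential and non-essential genes were not used here.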

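Loss of sgRNAs was broad, with 3590 of the 18302 genes (19.6%) depleted at the endpoint and 13689 between the thresholds. The 10 lowest genes with at least 4 sgRNAs, all below 0, had a median sgRNA at 0 endpoint reads, so their place among such genes reflects their plasmid reads. They include Cenpm, a centromere protein, Tubg1, the gamma-tubulin that nucleates microtubules, and Kif11, the kinesin that separates the spindle poles. Others are Dtl, a substrate receptor of a ubiquitin ligase that acts on replication factors, the 20S proteasome subunits Psma7 and Psmb4, and Mdm2, the ubiquitin ligase that removes p53. Sin3a, the scaffold of a histone deacetylase complex, Smarca5, the ATPase of ISWI chromatin remodelers, and Dolk, a kinase of protein glycosylation, complete these 10 genes. Cenpm had a log2FC of -9.97 ± 3.52 (SD, n = 6 sgRNAs) and was at least 97.5-fold lower than in the plasmid pool. Kif11 had -9.49 ± 0.27 (SD, n = 5) and was at least 61.9-fold lower. In 1557 of the depleted genes every sgRNA lay below 0.
The number of depleted genes was 1975 when a permutation p under 0.05 from a rank test of each gene's sgRNAs was also required, and 1170 at an adjusted p under 0.1. Scaling by total counts, under which the median of all genes dropped by 2.39, gave 9269 depleted genes.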

Mutational disruption of 4105 genes caused a fitness defect in *NUP98::KDM5A*-driven cells (Fig. 5A). These genes were enriched for basic cellular functions, but also contained common proto-oncogenes (e.g., *Myc*, *Brd4*) and hematopoietic progenitor cell-specific essential genes like *Myb*^42,43^. 

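Genes of the basic cellular machineries were mostly depleted. All 10 RNA polymerase II subunits, all 8 subunits of the chaperonin CCT and all 20 cytosolic aminoacyl-tRNA synthetases that were measured were depleted, with median log2FC values of -8.17, -8.23 and -7.71. Of 43 spliceosome components 39 were depleted (median -7.86), and of 47 DNA replication factors 39 (median -6.69), among them Rrm1, a subunit of ribonucleotide reductase, at -9.42. In de novo pyrimidine and purine synthesis 20 of 22 genes were depleted (median -6.18), with Impdh2, the enzyme that commits IMP to guanine nucleotides, at -9.11. Of 79 mitochondrial ribosomal proteins 66 were depleted (median -4.92), or 47 (median -3.04) without the most extreme sgRNA of each gene, and of 34 respiratory complex I subunits 27 (median -4.42). In the anaphase-promoting complex, which marks mitotic proteins for degradation, 13 of 16 genes were depleted (median -6.83). With the floor of 3 reads the medians of these 9 lists lay between -4.74 and -3.25. No member of these lists was enriched, and each median lay below those of 10000 random lists matched on plasmid abundance.
Among the genes named by the paper, Myc, on chromosome 15 of mm10 from 61985341 to 61990361, had -8.87 ± 2.59 (SD, n = 6), at least 44.6-fold lower, with all sgRNAs below 0. Myb, a transcription factor of hematopoietic progenitors, on chromosome 10 from 21124930 to 21160984, had 0 reads for all 5 sgRNAs and a log2FC of -9.11 ± 1.58 (SD, n = 5), at least 47.4-fold lower. The adjusted permutation p of the rank test was 0.00172 for Myc and Myb. Of 33 hematopoietic transcription factors, 18 were depleted (median -3.47, or -2.73 with the floor and -1.95 without the most extreme sgRNA). These include Ikzf1 at -8.96 ± 2.70 (SD, n = 6), Zbtb7a at -8.61, Meis1, a cofactor of HOXA proteins, at -8.45 ± 1.40 (SD, n = 6), and its partner Pbx2 at -8.46. Lhx2 alone was enriched, at 3.64 ± 4.27 (SD, n = 5), and Tal1 stood at 1.65. Of 25 genes of myeloid differentiation, 22 lay between the thresholds (median 0.20, or -2.19 with total-count scaling). Cebpa and Junb, a pair of transcription factors on that list, were depleted at -7.40 and -7.02, and Cebpe was enriched at 2.41 but not with the mean over sgRNAs (1.93), without its most extreme sgRNA (1.28) or after centring on the tissue-restricted families (2.05).

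**Figure D1:**
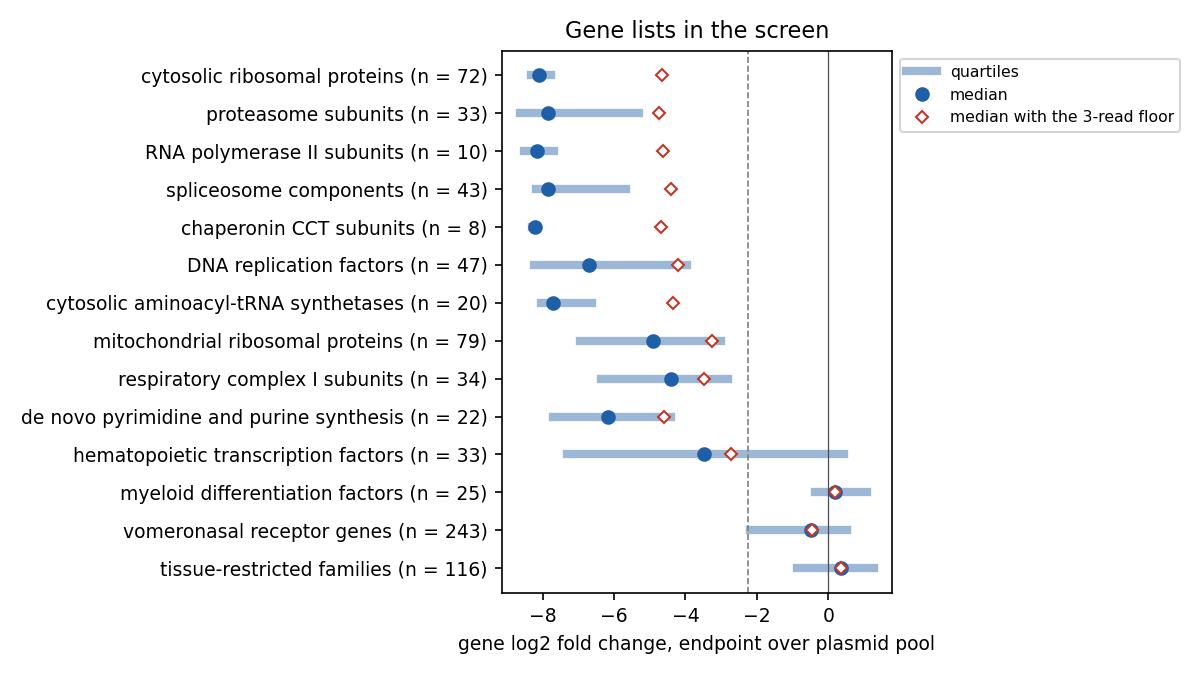
Gene log2FC (endpoint over plasmid pool, log2 scale, horizontal axis) of 14 gene lists, with n the genes measured. Filled circles are list medians, bars span the quartiles, open diamonds are medians with the floor of 3 reads, and the dashed line marks the threshold for depletion. Chaperonin CCT subunits have a median of -8.23 and myeloid differentiation factors of 0.20.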

Knockout of 645 genes caused a proliferative advantage, including the tumor suppressor genes *Trp53* and *Kdm5c*^44^. 

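Enriched genes numbered 1023 (5.59% of genes), and in 334 of them every sgRNA lay above 0. Kdm5c lies on chromosome X of mm10 from 152233198 to 152279102 and had the highest log2FC of all genes with at least 4 sgRNAs, 11.49 ± 1.52 (SD, n = 6), with sgRNAs from 9.12 to 13.64. Trp53, on chromosome 11 from 69580348 to 69591873, had 9.80 ± 1.24 (SD, n = 6), with sgRNAs from 7.71 to 10.95. The permutation p of the rank test was 1e-06 for both, the smallest that the draws can give. With total-count scaling the values were 9.10 and 7.41.
Genes of the p53 pathway were called in both directions. Of 15 genes that activate p53 or carry out its program, 6 were enriched, among them Cdkn2a, which encodes the MDM2 inhibitor ARF, at 4.85 ± 1.13 (SD, n = 5), and the proapoptotic genes Bbc3 at 4.69 ± 1.58 (SD, n = 6) and Bax at 4.12. Another 4 were depleted, including Rps27l at -9.27 ± 5.12 (SD, n = 5) and the cell cycle inhibitor Cdkn1a at -8.16 ± 6.22 (SD, n = 5), of which 3 sgRNAs had 0 reads and the others had 2.20 and 3.75. The count of 4 was 2 with at least 200 plasmid reads, with a pseudocount of 10, with the floor of 3 reads and without the most extreme sgRNA of each gene, settings that each gave 6 enriched, and total-count scaling gave 6 depleted and 3 enriched. The median of this list was 1.10, at the 95.1st percentile of random lists, and -1.29 with total-count scaling. Of 8 negative regulators of p53, 6 were depleted (median -5.11, or -4.48 with the floor), with Mdm4 at -8.70 ± 0.88 (SD, n = 6) and Cop1 at -8.42 ± 3.90 (SD, n = 6). Of 10 cyclin-dependent kinase inhibitors and RB family genes, 8 lay between the thresholds (median 1.18, or -1.21 with total-count scaling).
The split between directions depended on the scaling. Enriched genes were 22.2% of all calls, 0.355% with total-count scaling (33 enriched) and 39.1% after centring on the olfactory receptor genes (3199 depleted, 2055 enriched), and the mean over sgRNAs gave 656 enriched genes.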

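Of the 45 direct NUP98::KDM5A target genes, 41 were in the screen, and 11 of these were depleted. They include the homeobox genes Hoxa3, Hoxa7, Hoxa9, Hoxa10 and Nkx2-3, as well as Cdk12, Igf2bp3, Vcpip1, Exoc8 and 1110059E24Rik. Another 27 lay between the thresholds, among them Slmap and Bcl11a, and 3 were enriched. Lockd, Mira, A630072M18Rik and Frat1 were not measured. The median over the 41 genes was 0.10 (-2.29 with total-count scaling), at the 54.3rd percentile of random lists, and the count of 11 lay at the 83.1st percentile, with a mean of 8.47 depleted genes in random lists. The 12 genes that the paper calls essential were selected on this screen, so their median of -4.08 (-2.99 with the floor) is not independent evidence of depletion. The median of the 29 others was 0.89, and -1.50 with total-count scaling.
Of the 12, 10 passed the threshold with the median over sgRNAs. With the mean over sgRNAs, closer to the mean abundance named in the legend of Fig. 5, 11 passed, all but Bcl11a at -2.24. Without the most extreme sgRNA of each gene 7 passed. With total-count scaling 12 did, but 21 of the 45 passed under it. A permutation p under 0.05 from the rank test left 3 genes, Vcpip1 and Exoc8 among them. 1110059E24Rik, an uncharacterized gene with 3 sgRNAs and a log2FC of -3.19 ± 6.29 (SD, n = 3), turned to 1.32 without its most extreme sgRNA.

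**Figure D2:**
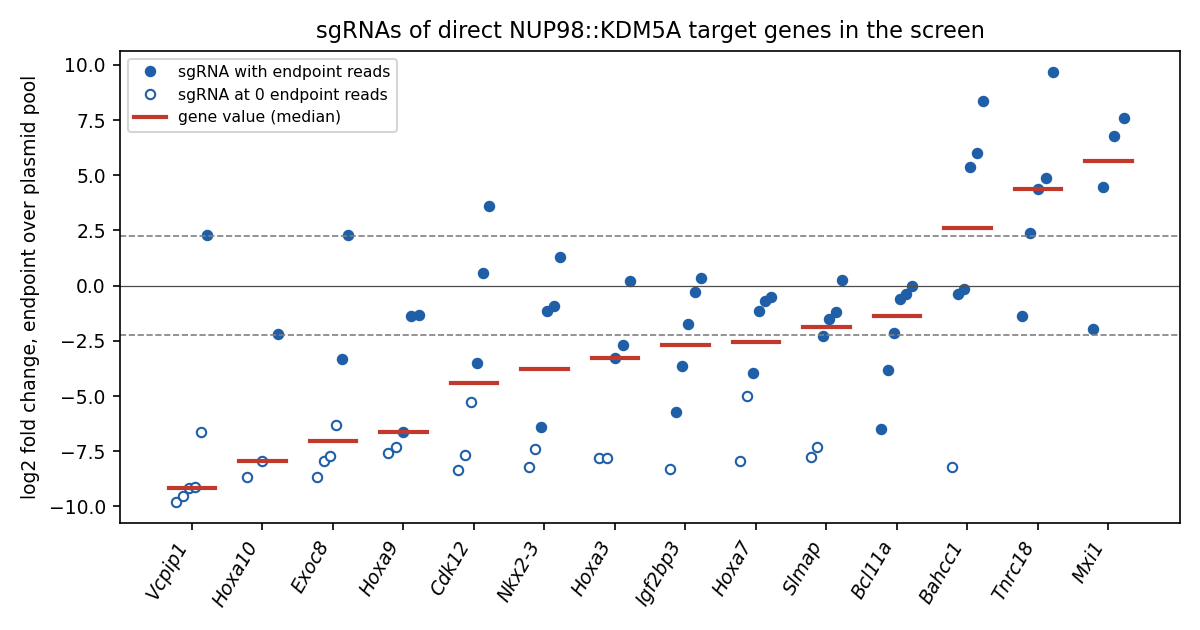
log2FC (endpoint over plasmid pool, vertical axis) of each sgRNA of 11 genes the paper calls essential and of the 3 enriched direct targets. Open circles are sgRNAs with 0 endpoint reads, red bars are gene medians, dashed lines mark the thresholds at 2.25 below and above 0, and the horizontal position within a gene has no meaning. Vcpip1 has the lowest median of these genes and Mxi1 the highest.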

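Cdk12 (NCBI Gene 69131), a kinase of the RNA polymerase II C-terminal domain, lies on chromosome 11 of mm10 from 98202433 to 98281101 and had a log2FC of -4.39 ± 4.72 (SD, n = 6). Its sgRNAs were split. Those at -8.36, -7.68 and -5.26 had 0 endpoint reads, another had -3.51, and the remaining pair had 0.56 and 3.62. The permutation p of the rank test was 0.0877 (adjusted p = 0.645), which did not pass the test. That test orders sgRNAs with 0 reads by their plasmid reads, so its result for Cdk12 depends on them too. The value depends on the pseudocount, since an sgRNA with 0 reads enters the median. It was -2.72 with a pseudocount of 10 and -2.62 with the floor of 3 reads, the nearest to the threshold among the alternatives run. Cdk12 passed the threshold for depletion in each alternative that changes the gene value, but not with the rank test as a second criterion. Ccnk, which encodes its partner cyclin K, had -2.74 ± 5.63 (SD, n = 6), and Cdk13, its closest paralog, had -1.84 ± 2.81 (SD, n = 6), 2 genes picked for comparison after their values were seen. Of 28 transcription elongation kinases and their partners, Cdk12 included, 20 were depleted (median -6.09, or -3.55 with the floor), among them Cdk7 at -8.97, while Leo1, a subunit of the PAF1 elongation complex, was enriched at 3.75 ± 1.90 (SD, n = 6).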

Twelve of the 45 direct NUP98::KDM5A target genes were essential for *NUP98::KDM5A*-driven AML cell growth (Fig. 5B). Interestingly, more than half of the essential direct NUP98::KDM5A target genes encode transcription factors, including several members of the *Hoxa* cluster (*Hoxa3*, *Hoxa7, Hoxa9, Hoxa10)*. Additionally, we found the homeobox transcription factors SIX1 and NKX2-3, and the transcription factor BCL11A. 

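These 4 genes lie in the Hoxa cluster on chromosome 6 of mm10, between the start of Hoxa3 at 52169059 and the end of Hoxa10 at 52240854. Hoxa10 had a log2FC of -7.95 ± 3.56 (SD, n = 3), at least 21.2-fold lower, and Hoxa9 had -6.61 ± 3.20 (SD, n = 5). Hoxa3 followed with -3.29 ± 3.49 (SD, n = 5) and Hoxa7 with -2.56 ± 2.96 (SD, n = 6). All sgRNAs of Hoxa7, Hoxa9 and Hoxa10 were below 0, as were 4 of the 5 against Hoxa3. Hoxa6 at -5.05 ± 4.40 (SD, n = 6) was depleted as well, and in all 6 of the 11 Hoxa cluster genes passed the threshold, with a median of -2.56 (-1.31 with the floor) at the 1.96th percentile of random lists. Hoxa13, at the far end of the cluster, had 1.19. Of 28 genes of the Hoxb, Hoxc and Hoxd clusters, 24 lay between the thresholds (median 0.45, or -1.94 with total-count scaling). The 3 depleted ones were Hoxd13 at -7.18 ± 4.68 (SD, n = 6), Hoxd10 at -5.77 and Hoxc13 at -2.44, but with the floor of 3 reads Hoxd10 (-2.22) and Hoxc13 (-2.18) did not pass, which left 1 depleted gene, and the mean over sgRNAs gave 5. Hoxb13 was enriched at 2.55 but not with the mean over sgRNAs or after centring on the tissue-restricted families (2.19).
No Hoxa gene passed the rank test at an adjusted permutation p under 0.1, in all genes or adjusted over the list alone. That test orders sgRNAs with 0 reads by their plasmid reads. Hoxa3, Hoxa7, Hoxa9 and Hoxa10 had medians of 801 to 863 plasmid reads, against 1126 over all sgRNAs, which works against them in it. Hoxa7 did not pass the threshold after centring on the olfactory receptor genes (-2.11), with a pseudocount of 10 (-1.57), with the floor of 3 reads (-1.31), or with at least 200 plasmid reads or without its most extreme sgRNA (-1.16 in both), and Hoxa10 had no sgRNA left without those marked as fill-up. The paper intersects the targets from SLAM-seq with the genes depleted in this screen (Fig. 5B). It concludes that a subset of the direct targets is essential for the growth of these leukemia cells. In a separate assay with shRNAs (Fig. 5D), it reports impaired growth after knockdown of each of its essential direct targets. The effect was more subtle for single Hoxa genes, and the paper proposes that redundancy within the cluster may explain this.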

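Nkx2-3, on chromosome 19 of mm10 from 43612325 to 43615892, had a log2FC of -3.78 ± 4.01 (SD, n = 6) with 5 of 6 sgRNAs below 0, and -1.14 without its most extreme sgRNA. Bcl11a, a zinc finger repressor, on chromosome 11 from 24076564 to 24173558, had -1.37 ± 2.52 (SD, n = 6) and did not pass the threshold, although all of its sgRNAs were below 0. With total-count scaling it had -3.75. Six4, a homeobox gene that is also among the direct targets, stood at 0.92.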

While the RNA binding protein IGF2BP3 has previously been shown to be important for AML physiology^32,33,45^, the roles of VCPIP1, SLMAP, and EXOC8 in malignant hematopoiesis are unknown. 

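Vcpip1, a deubiquitinase that works with the ATPase VCP, lies on chromosome 1 of mm10 from 9718622 to 9748382 and had a log2FC of -9.14 ± 4.69 (SD, n = 6). Of its sgRNAs 5 had 0 endpoint reads, so the gene was at least 48.5-fold lower, while the remaining one was above 0. Exoc8, a subunit of the exocyst that tethers secretory vesicles to the plasma membrane, on chromosome 8 from 124890299 to 124897705, had -7.01 ± 4.16 (SD, n = 6), at least 11.3-fold lower, with 5 sgRNAs below 0. Igf2bp3, on chromosome 6 from 49085218 to 49215469, had -2.68 ± 3.34 (SD, n = 6), and its paralog Igf2bp1, another direct target, had 0.99. Slmap, a membrane-anchored scaffold of the STRIPAK phosphatase complex, on chromosome 14 from 26413168 to 26534624, had -1.89 ± 3.38 (SD, n = 6) and did not pass the threshold, with 5 of 6 sgRNAs below 0. Its mean over sgRNAs was -3.30.
In the rank test Vcpip1 had an adjusted permutation p of 0.000995 and Exoc8 a permutation p of 0.0157 (adjusted p = 0.19). Igf2bp3 was at -2.23 after centring on the olfactory receptor genes and at -1.74 without its most extreme sgRNA.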

The cyclin-dependent kinase CDK12 is involved in transcriptional elongation and has been mainly studied in association with solid tumors. 

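The enriched direct targets were Mxi1, a MAX-binding antagonist of MYC, Tnrc18 and its paralog Bahcc1, both large proteins with a BAH domain. Mxi1, on chromosome 19 of mm10 from 53310128 to 53373293, had a log2FC of 5.63 ± 4.34 (SD, n = 4) with 3 of 4 sgRNAs above 0. Tnrc18, on chromosome 5 from 142724602 to 142823668, had 4.38 ± 4.01 (SD, n = 5) with 4 of 5 sgRNAs above 0. Bahcc1, on chromosome 11 from 120232870 to 120292297, had 2.59 ± 6.03 (SD, n = 6) from 3 sgRNAs on each side of 0, the extremes at -8.21 and 8.35. The next highest direct targets, Trim59 at 1.91 and Socs7 at 1.86, did not pass the threshold. The permutation p of the rank test was 0.000425 for Mxi1, 0.00257 for Tnrc18 and 0.000434 for Bahcc1 (adjusted p = 0.118, 0.357 and 0.119), and at an adjusted p under 0.1 none passed over all genes while 3 did adjusted over the list alone.
Bahcc1 was at -0.17 without its most extreme sgRNA and also without sgRNAs under 200 plasmid reads. With total-count scaling only Mxi1 stayed over 2.25.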

Among the 45 direct NUP98::KDM5A target genes, knockout of *Mxi1* and *Tnrc18* led to a proliferative advantage.

**Fig. 5:**
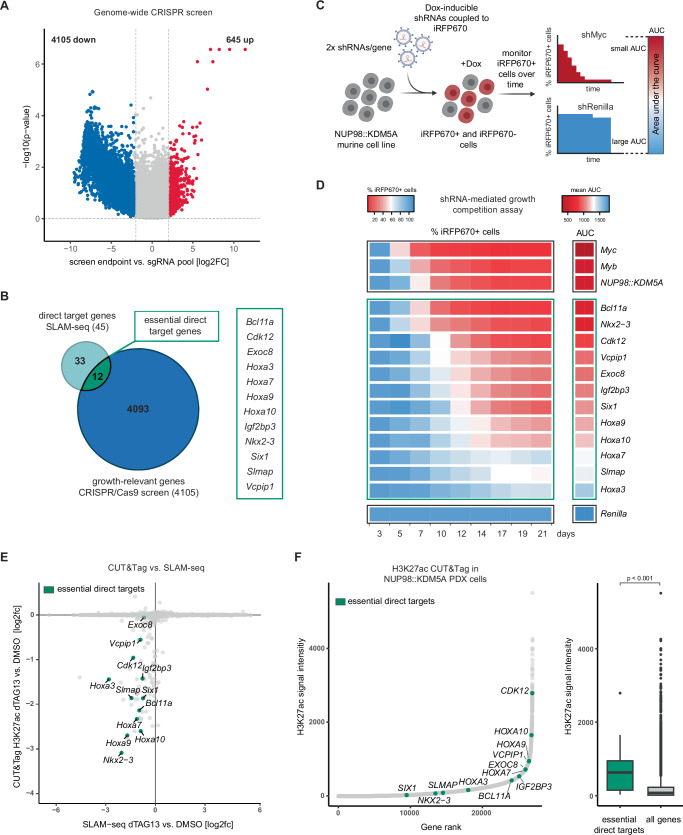
Genome-wide CRISPR/Cas9 screening identifies 12 essential direct target genes of NUP98::KDM5A. **A** Volcano plot of genome-wide CRISPR/Cas9 screen data from NUP98::KDM5A-expressing cells showing the log2FC and –log10(*p*-value) values of mean sgRNA abundance at the screen endpoint vs. the sgRNA pool (log2FC > 2.25 and <−2.25, statistical analysis and *p*-value calculations were performed using MAGeCK). **B** Intersection of SLAM-seq and genome-wide CRISPR screen data. **C** Scheme of competition-based proliferation assay (Dox doxycycline, AUC area under curve). **D** Heatmap representation of proliferation assay data after shRNA-mediated target knockdown (2× shRNAs/gene) showing mean percent of iRFP670-positive cells over 21 days, with positive controls shown at the top and the negative control shown at the bottom (*n* = 2, biological replicates). **E** Scatter plot of SLAM-seq and H3K27ac CUT&Tag data showing log2FC values upon dTAG13 (35 nM) treatment compared to DMSO and essential direct target genes are highlighted in color. **F** Hockey stick plot of H3K27ac CUT&Tag data from primary material of a NUP98::KDM5A PDX model (left). Genes are ranked according to normalized read signal and essential direct target genes are highlighted in color including a quantitative box plot representation (right, essential direct targets *n* = 12, all genes *n* = 26,917, two-sided Wilcoxon rank sum test with continuity correction, *p*-value = 0.0001632). Data are presented as boxplots where the center line represents the median, the bounds of the box indicate the first (25th percentile) and third (75th percentile) quartiles and the whiskers extend to 1.5 × inter-quartile range from the hinges. Data points beyond this range are shown as individual dots and represent outliers. Parts of the figure were created in BioRender. Grebien, F. (2025) https://BioRender.com/n44f632. Source data are provided as a Source Data file.

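A gene's position on the vertical axis of such a volcano plot reflects how far its sgRNAs rank toward one end of all sgRNAs, within these 2 libraries. A rank test of this kind, robust rank aggregation with a permutation p from 1e+06 draws, was run here on the sgRNA log2FC values. It orders sgRNAs with 0 endpoint reads by their plasmid reads, so among lost genes it favors those with many plasmid reads. Anapc4, with 6 sgRNAs at 0 reads and a median of 1266.5 plasmid reads, had a permutation p of 0.00036. Cenpm, with 4 sgRNAs at 0 reads and a median of 4082.5 plasmid reads, had 1e-06. At a permutation p under 0.05 the rank test called 2043 genes depleted and 1165 enriched, and at an adjusted p under 0.1 it called 1186 depleted and 60 enriched. Ribosomal proteins made up 62 of the depleted genes at that adjusted p (72 adjusted over the list alone), proteasome subunits 27 (32 adjusted over the list alone), spliceosome components 27 (36) and hematopoietic transcription factors 9 (13). Of the direct targets of NUP98::KDM5A, 2 passed over all genes, Vcpip1 among them, and 1 when adjusted over the list alone. In data simulated from these libraries, 4.76% of the unchanged genes had a permutation p under 0.05 toward depletion. The adjusted p recovered 52% of 50 genes at a true log2FC of -5 but 4% at -3, and toward enrichment 38% at 5 and 0% at 3. An adjusted p depends on how many genes change. Only 50 genes were changed at each of these values, far fewer than the screen called, so these shares do not carry over to it.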

To validate the essentiality of the 12 target gene candidates using an orthogonal approach, we performed an arrayed competition-based growth proliferation assay using two doxycycline-inducible small hairpin RNAs (shRNA) targeting each transcript in *NUP98::KDM5A* AML cells stably expressing the reverse Tet-transactivator (rtTA3)^10^ (Fig. 5C and Table 1). We observed a strong and fast decrease in cell fitness upon knockdown (KD) of the transcription factors *Bcl11a* and *Nkx2-3* that was comparable to the effects of downregulation of the essential gene controls *Myc* and *Myb* and the KD of the *NUP98::KDM5A* fusion transcript itself (Fig. 5D). A similarly strong but slightly slower effect was observed upon *Cdk12* knockdown. Interestingly, we observed a more subtle reduction in cellular fitness upon KD of single *Hoxa* genes, which could be due to redundant functions of genes in this cluster. However, we confirmed that knockdown of all 12 essential direct target genes caused impaired AML cell growth, thus validating the results from the genome-wide CRISPR/Cas9 screen.

dTAG13-mediated NUP98::KDM5A degradation caused downregulated expression and a reduction in H3K27ac marks in the promoters of these 12 direct essential target genes, indicating that the fusion protein maintains high levels of activating histone marks and active transcription of these genes (Fig. 5E). The majority of the 12 essential direct target genes also featured significantly higher H3K27ac marks in human *NUP98::KDM5A* leukemia cells from a PDX model compared to the mean signal of all other genes in this dataset (Fig. 5F).

Collectively, we identified a core set of 12 essential direct target genes of the NUP98::KDM5A fusion oncoprotein. These comprise master transcription factors of the leukemogenic program of *NUP98::KDM5A*-driven AML, as well as other genes which have not been associated with hematologic malignancies.

### CDK12 is an essential direct target gene of the NUP98::KDM5A fusion oncoprotein

Among the essential direct targets of NUP98::KDM5A, the cyclin-dependent kinase 12 (CDK12) stood out, as it is currently the only directly druggable protein in this list. CDK12 plays a critical role in the regulation of transcriptional elongation, as its canonical function is to phosphorylate the C-terminal domain of RNA polymerase II upon its interaction with Cyclin K^46^. Several small molecules to perturb CDK12 have been described^46–50^, including kinase inhibitors and the heterobifunctional CDK12-specific degrader BSJ-4-116^51^. CDK12 has been proposed as a functionally relevant, potential biomarker in solid cancers^35,37,52,53^, but its role in hematologic malignancies has not been extensively studied.

In a large dataset comprising gene expression data from 2487 pediatric cancer patients^23^, *CDK12* expression was slightly but significantly higher in AML patients (*n* = 320) compared to all other pediatric cancer entities (Fig. 6A). Among AML patients, *NUP98* fusion-driven leukemia patients (*n* = 11) showed even higher *CDK12* expression, with highest levels detected in *NUP98::KDM5A* AML (*n* = 4). In line with this, *CDK12* was the gene with the highest H3K27ac signal in our *NUP98::KDM5A* PDX CUT&Tag data among the 12 essential direct target genes of the fusion oncoprotein (Figs. 5F and 6B). The *CDK12* promoter also showed high H3K4me3 levels in the same PDX sample and was accessible in *NUP98::KDM5A* patient samples (Fig. 6B and Supplementary Fig. 6A). The NUP98::KDM5A fusion oncoprotein binds to the promoter region and the gene body of *Cdk12*, and dTAG13-induced loss of NUP98::KDM5A caused a reduction in H3K27ac levels at the *Cdk12* locus and decreased *Cdk12* expression (Fig. 6B). shRNA-mediated knockdown of *Cdk12* using three individual shRNAs caused a strong proliferative disadvantage in *NUP98::KDM5A*-driven AML cells, highlighting the dependency of these cells on CDK12 (Fig. 6C). Proliferation of murine AML cell lines driven by the *KMT2A::MLLT3* fusion (RN2)^54^ and N-terminal *Cebpa* mutations (*Cebpa*^*p30/p30*^)^55^ was also dependent on CDK12, suggesting CDK12 is a broad AML dependency, in line with a previous report^56^ (Supplementary Fig. 6B, C). The kinase activity of CDK12 was required for the proliferation of *NUP98::KDM5A* AML cells, as exogenous expression of wild-type CDK12, but not a kinase-dead mutant of CDK12 (CDK12^D873N^)^57^ restored proliferation in cells harboring *Cdk12*-targeting shRNAs (Fig. 6D). Finally, knockdown of *Cdk12* caused a mild but significant impairment of growth of *NUP98::KDM5A*-driven AML in vivo (Fig. 6E, F), and immunophenotyping of leukemic blasts showed that *Cdk12*-deficient, iRFP670/CD45.2-positive AML cells displayed reduced levels of the progenitor marker c-Kit, which is in line with their reduced leukemogenic potential (Fig. 6G and Supplementary Fig. 6D, E).

**Fig. 6:**
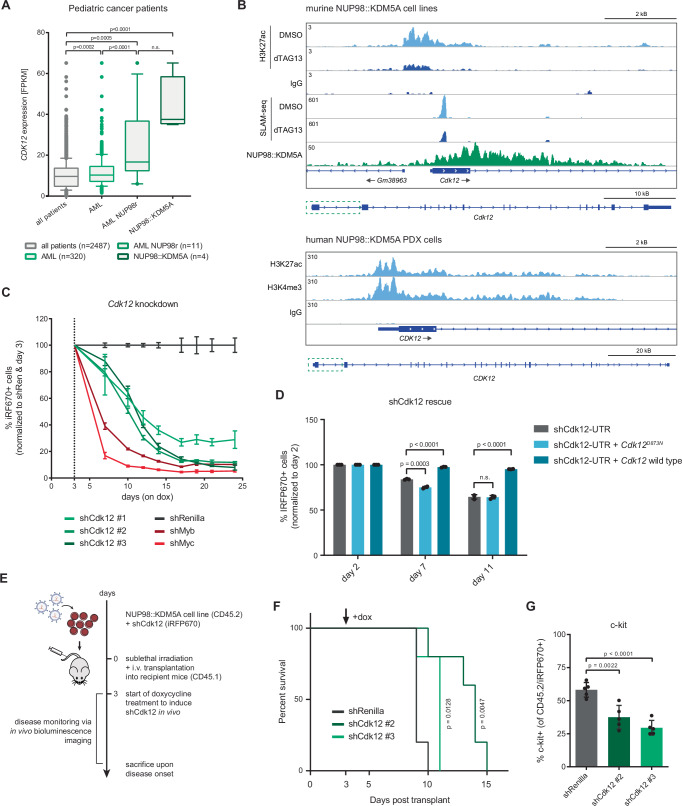
CDK12 is a direct essential target gene of NUP98::KDM5A. **A** Gene expression data for *CDK12* of 2487 pediatric cancer patients, AML patients (*n* = 320), AML with *NUP98* rearrangements (*n* = 11) and AML with *NUP98::KDM5A* (*n* = 4) from the St. Jude Cloud data repository (two-sided, unpaired *t*-test). Data are presented as boxplots, where the center line represents the median, and the bounds of the box indicate the first (25th percentile) and third (75th percentile) quartiles. The whiskers extend down to the 10th percentile and up to the 90th percentile. Data points beyond this range are shown as individual dots and represent outliers. **B** Representative IGV tracks of H3K27ac CUT&Tag data and SLAM-seq data from dTAG-NUP98::KDM5A cells, and HA-NUP98::KDM5A ChIP-seq data showing the murine *Cdk12* locus (top). H3K27ac and H3K4me3 CUT&Tag data in NUP98::KDM5A PDX cells showing the human *CDK12* locus (bottom) (PDX patient-derived xenograft). **C** Competition-based proliferation assay upon doxycycline-inducible shRNA-mediated knockdown of *Cdk12* in a murine NUP98::KDM5A (rtTA3) AML cell line, showing percentage of iRFP670-positive cells over 24 days (*n* = 3 biological replicates). The upper and lower ends of the bars represent the minimum and maximum percent of iRFP670+ cells (normalized to shRen and day 3) for the respective point. **D** Competition-based proliferation assay upon doxycycline-inducible shRNA-mediated knockdown of *Cdk12* in dTAG-NUP98::KDM5A cells stably expressing exogenous CDK12 wild type and CDK12^D873N^, showing percentage of iRFP670-positive cells on days 2, 7, and 11 on doxycycline (*n* = 3 biological replicates, mean ± SD, two-sided, unpaired *t*-test). **E** Schematic representation of the experimental setup for in vivo shRNA-induced knockdown of *Cdk12*. **F** Kaplan–Meier curve of sublethally irradiated recipient mice transplanted with doxycycline-inducible shCdk12-expressing NUP98::KDM5A (rtTA3) AML cells (*n* = 5 biological replicates, Log-rank (Mantel-Cox) test). **G** Flow cytometric analysis of CD45.2/iRFP670+ AML blasts from bone marrow of moribund mice showing the percentage of c-Kit surface marker expression (*n* = 5, mean ± SD, two-sided, unpaired *t*-test). Source data are provided as a Source Data file.

### CDK12 is a druggable vulnerability in NUP98::KDM5A-driven leukemia

As the kinase activity of CDK12 was required for the proliferation of AML cells with NUP98 fusion oncoproteins, we used the CDK12/13 inhibitor THZ531^58^ to pharmacologically target CDK12. In line with an AML-specific vulnerability, primary human AML cells expressing *NUP98::KDM5A* and *NUP98::NSD1* were 10 times more sensitive to THZ531-mediated CDK12 inhibition than BM mononuclear cells (MNCs) and CD34+ progenitor cells from healthy donors (Fig. 7A). In contrast, the sensitivity of healthy cells and AML cells to the CDK12 degrader BSJ-4-116^51^ was comparably low (Supplementary Fig. 7A), which is likely attributed to the very high potency of BSJ-4-116 that precluded the faithful evaluation of a potential therapeutic window. Murine and human AML cells expressing different driver mutations were also sensitive to THZ531 and BSJ-4-116, in line with reported data^56^ (Fig. 7B and Supplementary Fig. 7B).

**Fig. 7:**
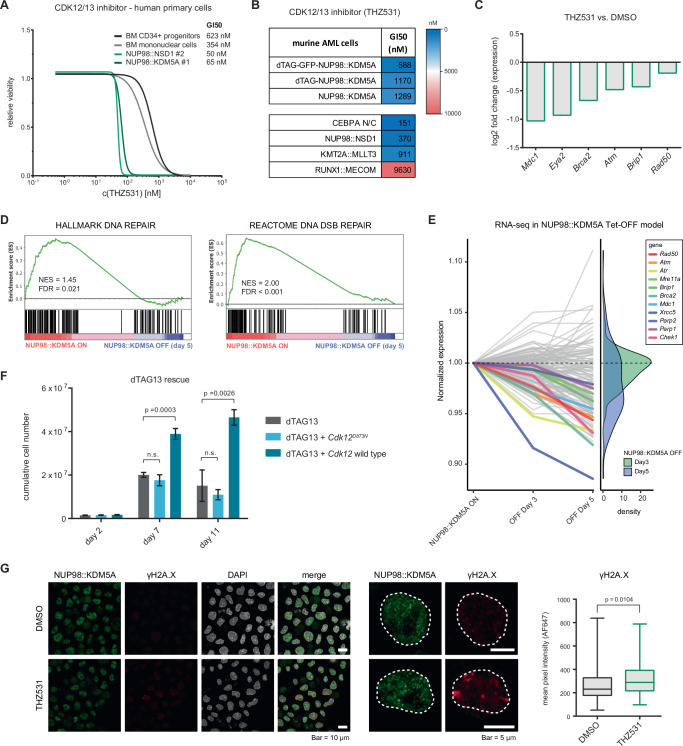
CDK12-controlled DNA repair is a vulnerability in NUP98::KDM5A-driven leukemia. **A** Cell viability assay of primary human *NUP98*-rearranged AML cells, healthy donor BM MNC and CD34+ progenitors treated with indicated concentrations of THZ531 for 3 days (*n* = 3 technical replicates). **B** GI50 values from cell viability assays of murine AML cells treated with THZ531 for 3 days. **C** RT-qPCR analysis of dTAG-NUP98::KDM5A cells treated with THZ531 (2 µM, 24 h) showing log2FC values (*n* = 3 technical replicates). **D** Gene set enrichment analysis of RNA-seq data from a doxycycline-controlled NUP98::KDM5A cell line (*Tet-Off*) after 5 days of doxycycline-induced NUP98::KDM5A downregulation compared to DMSO. **E** Time series plot of *Tet-Off* RNA-seq data showing gene expression levels of DNA double strand break repair genes at day 3 and day 5 after NUP98::KDM5A downregulation normalized to NUP98::KDM5A-expressing cells, highlighting selected genes (left), with a density plot of normalized expression of all genes (right). **F** Proliferation assay of dTAG-NUP98::KDM5A cells stably expressing exogenous CDK12 wild type and CDK12^D873N^, showing the cumulative cell number on days 2, 7, and 11 of dTAG13 treatment (initial dTAG13 concentration, 35 nM, maintained at 3,5 nM after day 2) (*n* = 3 biological replicates, mean ± SD, two-sided, unpaired *t*-test). **G** Representative images of γH2A.X immunofluorescence staining of dTAG-GFP-NUP98::KDM5A cells treated with THZ531 (2 µM, 24 h) (left) and quantification of γH2A.x signal (right). Midline represents the median, bounds of the box represent the inter-quartile range (Q1 to Q3), and whiskers represent minimum and maximum values (DMSO: *n* = 125 nuclei (technical replicates), THZ531: *n* = 131 nuclei (technical replicates) two-sided, unpaired *t*-test, right). Representative images of *n* = 8 samples. Source data are provided as a Source Data file.

CDK12 has been proposed to control the expression of DNA repair genes^47,51,53^. RT-qPCR and RNA-seq analyses of dTAG-NUP98::KDM5A cells confirmed that treatment with THZ531 and BSJ-4-116 induced the downregulation of genes in the DNA damage repair pathway, including the key factors *Brca2*, *Rad50*, and *Mdc1* (Fig. 7C and Supplementary 7C, D). As *Cdk12* is a direct target gene of NUP98::KDM5A, we reasoned that loss of the fusion oncoprotein driver itself would result in similar gene expression changes. Indeed, the expression of DNA repair genes was downregulated after NUP98::KDM5A repression in a doxycycline-controlled *Tet-Off* model (Table 1)^10^ (Fig. 7D, E). Additionally, many genes with functions in DNA damage repair are essential for the proliferation of *NUP98::KDM5A* AML cells, as their knockout caused cell depletion in the genome-wide CRISPR screen (Supplementary Fig. 7E). 

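Of 124 DNA repair genes measured, on 5 lists written before the data were examined, 48 were depleted, 75 lay between the thresholds and Dclre1c, the Artemis nuclease of end joining, was enriched at 2.59 ± 2.59 (SD, n = 6) but not without its most extreme sgRNA (1.73) or after centring on the tissue-restricted families (2.24). Their median log2FC was -1.19 (-1.04 with the floor), below all 10000 random lists, which held 23.9 depleted genes on average. In checkpoint signaling, 13 of 20 genes were depleted (median -4.14), among them the damage-marked histone H2ax at -8.77 ± 3.32 (SD, n = 6), Rad1 of the 9-1-1 clamp at -8.19 and the fork protection factor Timeless at -8.14 ± 0.70 (SD, n = 6). Of 31 genes of homologous recombination 18 were depleted (median -2.94), among them Xrcc2 at -8.99, the topoisomerase Top3a at -8.50 ± 0.28 (SD, n = 6) and Palb2, which recruits BRCA2, at -7.21. Of 20 end joining genes 7 were depleted (median -1.63), a count at the 94.5th percentile of random lists, with the Ku70 gene Xrcc6 at -8.37 and the shieldin subunit gene Mad2l2 at -8.23. With at least 200 plasmid reads 5 end joining genes were depleted (median -0.70). Without the most extreme sgRNA of each gene the counts were 5 in end joining (median -0.37), 13 in homologous recombination (median -1.50) and 39 in all repair genes (median -0.45).
The Fanconi anemia pathway (5 of 22 depleted, median -0.50) and mismatch and excision repair (8 of 36, median -0.04) had medians at the 9.43rd and 26.6th percentiles of random lists, and the latter median was 0.39 without the most extreme sgRNA of each gene. The depleted excision repair genes include Gtf2h1 at -8.65 and Gtf2h2 at -7.05, subunits of TFIIH, a complex that general transcription also needs. Of the repair genes the paper names elsewhere, Brca2 had -4.00 ± 4.08 (SD, n = 6) and Rad50 -3.18 ± 3.92 (SD, n = 6), both depleted with 5 of 6 sgRNAs below 0. Mdc1 had -1.98 ± 3.33 (SD, n = 6) and did not pass the threshold, although all of its sgRNAs were below 0, from -8.55 to -0.70. The mean of these sgRNAs lies past the threshold, so the call for Mdc1 depends on the summary. Atm had 0.20 ± 1.75 (SD, n = 6) and Brip1 1.96 ± 2.27 (SD, n = 6). The rank test at an adjusted permutation p under 0.1 called 20 repair genes depleted over all genes and 28 adjusted over the list alone, and total-count scaling gave 86.

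**Figure D3:**
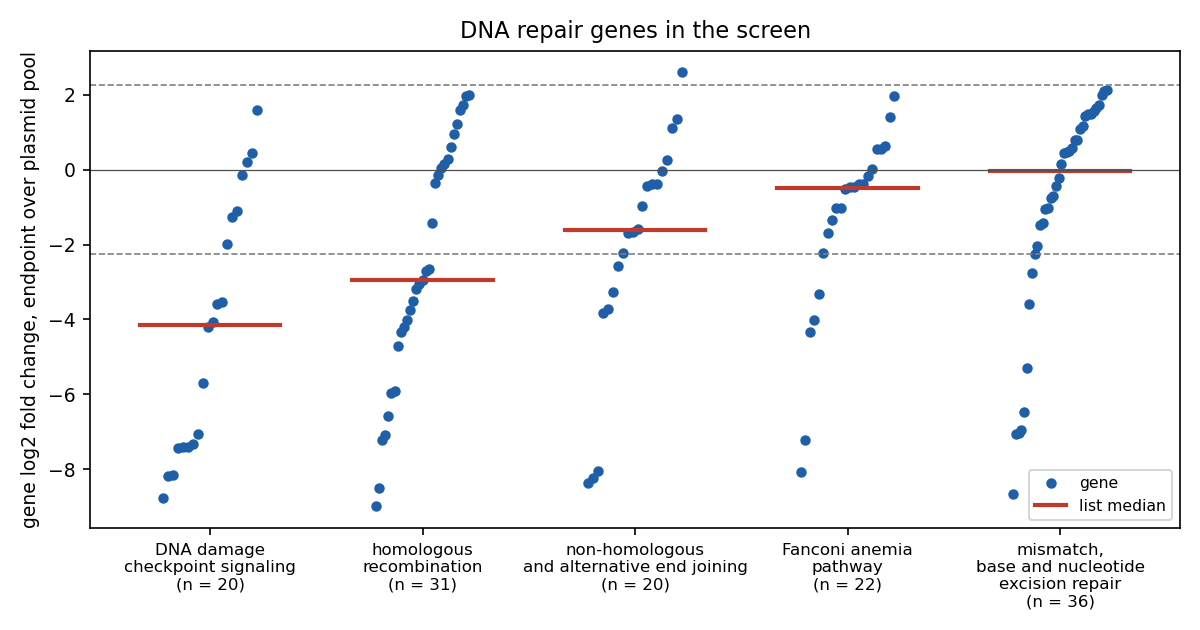
Gene log2FC (endpoint over plasmid pool, vertical axis) of the genes of 5 DNA repair lists, with n the genes measured. Points are genes, red bars are list medians, dashed lines mark the thresholds at 2.25 below and above 0, and the horizontal position within a list has no meaning. The median of checkpoint signaling is -4.14 and that of mismatch and excision repair -0.04.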

In fact, exogenous expression of wild-type but not kinase-dead CDK12 was able to partially overcome the proliferation arrest that is associated with dTAG13-mediated NUP98::KDM5A degradation (Fig. 7F). To strengthen our hypothesis that *NUP98::KDM5A*-expressing AML cells depend on intact DNA damage repair to ensure protection against the accumulation of excessive DNA damage, we measured the levels of the DNA damage marker phosphorylated H2A.X^59^ in a dTAG-GFP-NUP98::KDM5A cell line (Table 1). Indeed, both CDK12 perturbation as well as dTAG13-induced loss of the NUP98::KDM5A fusion protein caused a significant increase in γH2A.X foci in these cells (Fig. 7G and Supplementary Fig. 7F, G).

Altogether, we show that NUP98::KDM5A-driven AML is hypersensitive to CDK12 perturbation. Therefore, our observations suggest that CDK12 inhibition should be investigated further as a potential therapeutic opportunity for AML patients with NUP98::KDM5A rearrangements.

## Discussion

Targeted treatment options for pediatric AML are very limited and the approval of novel therapies is lagging behind recent developments for the treatment of adult leukemia^60^. In that regard, AML with *NUP98* rearrangements is particularly problematic, as affected patients are often refractory to therapy and frequently suffer from early disease relapse^7,61^. Here, we studied the direct epigenetic and transcriptional effects of the NUP98::KDM5A fusion oncoprotein with a focus on identifying its immediate downstream target genes (Supplementary Fig. 8A). We identify 12 direct transcriptional target genes of the NUP98::KDM5A fusion oncoprotein that are essential for AML cell growth. Mechanistically, we find that the strong dependency of NUP98::KDM5A-driven cells on CDK12 involves efficient DNA damage repair for the survival of AML cells with *NUP98* fusions.

Even though global patterns of chromatin accessibility are similar in adult versus childhood leukemia we found genomic regions that were selectively accessible in *NUP98*-rearranged AML but not in healthy hematopoietic progenitors and other subtypes of pediatric AML. These regions were enriched for activating H3K27ac and H3K4me3 histone marks, which is in line with previous results showing that actively transcribed target genes of NUP98::HOXA9 or NUP98::NSD1 fusion oncoproteins are marked by H3K4me3 and H3K27ac^12–14^.

The establishment of a ligand-inducible model for fast and efficient NUP98::KDM5A degradation enabled the investigation of immediate cellular effects upon complete loss of the oncogenic driver protein. NUP98::KDM5A degradation induced the loss of H3K27ac marks at a defined set of genomic regions, but also the loss of H3K4me3, albeit to a lesser extent. Thus, NUP98::KDM5A chromatin binding appears to actively maintain the specific epigenetic signature associated with these genes. As NUP98::KDM5A degradation also caused the transcriptional downregulation of many of these genes, these data suggest that the NUP98::KDM5A-mediated active maintenance of H3K27ac and H3K4me3 marks at their target genes is involved in the regulation of their expression. Furthermore, the rapid loss of these histone marks upon NUP98::KDM5A degradation suggests that the fusion oncoprotein actively restricts access of histone demethylases and deacetylases to its target genes. As NUP98 fusion proteins were shown to form biomolecular condensates, these higher-order structures likely provide versatile platforms enabling the fast recruitment and/or exclusion of various epigenetic modifiers at target gene loci^11^. While the content and function of NUP98::KDM5A condensates are incompletely understood, these structures may affect additional epigenetic mechanisms that involve the deposition of other histone marks.

The fast degradation kinetics of the dTAG-NUP98::KDM5A model enabled us to determine immediate transcriptional changes upon loss of the fusion protein. Intersection of this dataset with results from a genome-wide CRISPR/Cas9 screen identified 12 direct target genes of the NUP98::KDM5A fusion oncoprotein that are essential for AML cell growth. This set of genes is enriched for known master regulators of NUP98::KDM5A-driven AML but also features novel candidates that have not been implicated in AML pathogenesis before. It is well known that NUP98 fusion oncoproteins cause overexpression of *HOXA* cluster genes, which are important regulators of development and self-renewal^2,62^. Furthermore, deregulated expression of *NKX2-3* has been described in a variety of other hematologic malignancies^31,63,64^. Interestingly, *NKX2-3* plays a role in megakaryoblastic development and is important in AMKL, which is the AML subtype with a particular high prevalence of the *NUP98::KDM5A* fusion^31^. The SIX1 homeobox transcription factor has also been linked to the maintenance of leukemia stem cells in AML and is important for oncogenic transformation in KMT2A fusion-driven leukemia^65–67^. The BCL11A transcription factor represses the expression of fetal hemoglobin and represents an attractive target in sickle cell anemia and β-thalassemia^68^. In AML, BCL11A was shown to repress PU.1 target genes, which is in line with our observation that PU.1 motifs are less accessible in *NUP98::KDM5A* AML cells, and high expression of *BCL11A* is linked to worse prognosis in AML patients^69,70^. The oncogenic properties of the RNA-binding protein IGF2BP3 have been studied across many different cancer types, including AML^71,72^. IGF2BP3 targets mRNAs encoding important factors in leukemia, like *MYC*, *CDK6*, *HOXA* genes, and *EPOR*, causing their stabilization and overexpression in leukemia cells^32,33,45^. The direct regulation of *Igf2bp3* by NUP98 fusion oncoproteins could therefore represent a mechanism that contributes to the overexpression of *Cdk6* that we have previously reported^10^. The deubiquitinating enzyme VCPIP1, the exocyst complex member EXOC8 and the Sarcolemma associated protein SLMAP were not known to play roles in malignant hematopoiesis and will have to be investigated in future studies.

The direct NUP98::KDM5A target CDK12 is an important regulator of transcriptional elongation via phosphorylating Serine 2 at the C-terminal domain of RNA polymerase II^46^. Additionally, CDK12 is involved in transcription termination, pre-mRNA splicing, RNA turnover and suppression of intronic polyadenylation^47,48^. CDK12 is important for the transcription of DNA damage repair genes, in particular those related to homologous recombination (HR)-mediated repair, as these transcripts are long and harbor multiple intronic polyadenylation sites^47^. In solid cancers, CDK12 has been associated with both tumor suppressive and oncogenic functions^73^. Our data show that CDK12 is crucial for the growth of *NUP98::KDM5A*-driven leukemia in vitro and in vivo and that small-molecule-mediated perturbation of CDK12 leads to a profound downregulation of genes involved in DNA repair, as reported in previous studies^47,48,53,74^. In line with *CDK12* being a direct target of NUP98::KDM5A, downregulation of the fusion oncoprotein itself phenocopied the effects of CDK12 loss. We propose that expression of NUP98 fusion proteins and other AML oncogenes cause oncogene-induced replication stress, which has been described as a source of genomic instability in cancer^75,76^. In line with this, CDK12 has been shown to protect genome integrity by preventing transcription-replication conflicts^77,78^. However, its role in preventing excessive accumulation of DNA damage via the efficient induction of repair mechanisms likely represents one aspect amongst the broader role of CDK12 in mediating leukemia cell survival (Supplementary Fig. 8B).

Preclinical studies have demonstrated that CDK12 is amenable to pharmacological targeting^73^. Our data as well as a recent study using several human cell lines show high sensitivity of AML cells towards dual CDK12/13 inhibition, suggesting that CDK12 might be a more broadly relevant target for hematologic malignancies^56^. While THZ531 has not been optimized for in vivo use, animal studies using the precursor compound THZ1 and related agents showed effective cancer killing without reports of hematotoxicity^38,49,50^. Further preclinical studies will be required to investigate the potential of CDK12-targeting compounds in *NUP98*-oncofusion-driven pediatric AML and related diseases.

## Methods

All research complies with relevant ethical regulations of the University of Veterinary Medicine Vienna. Fresh-frozen samples of primary bone-marrow mononuclear cells (MNCs) were obtained from the biobank of the St. Anna Children’s Hospital Vienna, Austria. Collection of samples and their use in research was performed with clearance of the appropriate Ethics committee (ethics vote No.1500/2014 of the Ethics Committee of the Medical University Vienna, Vienna, Austria). Samples were collected at diagnosis from patients enrolled in the AML-BFM studies. All patients or their respective legal guardians gave written informed consent prior to the study. The use of human material was approved by the institutional review boards in accordance with the Declaration of Helsinki.

### Expression vectors and viral vectors

The dTAG-NUP98::KDM5A construct was generated from a plasmid for constitutive expression of NUP98::KDM5A as previously described^10^. The FKBP12^F36V^ degradation tag (dTAG) and a triple-V5 affinity tag were fused to the NUP98 N-terminus of the of NUP98::KDM5A fusion protein, as we have previously shown that the addition of exogenous tag sequences does not affect the leukemogenic potential of NUP98::KDM5A^10^. The FKBP12^F36V^-tag^24^ and 3× V5-tag were ordered as one double-stranded DNA fragment and introduced in frame with the N-terminus of the NUP98 sequence via Gibson assembly. The sequence of the 3× V5-tag was kindly provided by the J. Zuber lab. The dTAG-eGFP-NUP98::KDM5A construct was generated from the dTAG-NUP98::KDM5A construct by restriction enzyme-guided removal of the eGFP-IRES-FKBP12^F36V^-3 × V5 sequence and introduction of an in frame FKBP12^F36V^-3 × V5-eGFP double-stranded DNA fragment via Gibson assembly. MSCV-rtTA3-IRES-Nras^G12D^-EF1as-Luc2 has been described previously^41^. For the generation of the CDK12 wild type overexpression construct pCR8/GW_TOPO_Cdk12_Nterm_FlagHa (Addgene plasmid #127177) expressing the mouse *Cdk12* transgene (NM_001109626.1 isoform) was cloned into pLX303-Gw (Addgene plasmid #25897) using Gateway LR Clonase II Enzyme Mix (Invitrogen, USA) according the manufacturer’s protocol. The CDK12 kinase-dead variant CDK12^D873N^ was designed as the murine equivalent of the previously published human CDK12^D877N^ kinase-dead mutant^57^. The CDK12^D873N^ overexpression construct was generated by inserting the corresponding point mutation into the CDK12 wild type expression construct using the Q5 Site-Directed Mutagenesis Kit (NEB, USA) and the NEBase Changer tool (primers in Supplementary Data 7) according to the manufacturer’s protocol. Plasmid lentiCas9-Blast was a gift from Feng Zhang (Addgene plasmid #52962)^79^. Lentiviral plasmid psPAX2 (Addgene plasmid #12260) and pMD2.G (Addgene plasmid #12259) were gifts from Didier Trono. Retroviral plasmid pCMV-gag/pol was acquired from Cell Biolabs, USA. The mouse genome-wide Vienna sgRNA library was used as previously described^80^. shRNA sequences were cloned into pRRL-TRE3G-iRFP670-miR-PGK-NeoR (Supplementary Data 7)^81^.

### Cell culture

Murine fetal liver cells were cultivated in DMEM/IMDM (50:50% vol/vol, Gibco, USA), supplemented with 10% heat-inactivated fetal bovine serum (FBS) (Merck, Germany), 100 U/ml penicillin, 100 µg/ml streptomycin, 4 mM l-Glutamine and 50 µM 2-Mercaptoethanol (all Gibco, USA) in the presence of 100 ng/ml mouse stem cell factor (mSCF), 10 ng/ml mIL-3 nd 10 ng/ml mIL-6 (all from PeproTech, Vienna, Austria). Ex vivo-isolated leukemia cells were cultivated in RPMI 1640 (Gibco, USA), supplemented with 10% FBS, 100 U/ml penicillin, 100 µg/ml streptomycin, 4 mM l-Glutamine, 100 ng/ml mSCF, and 10 ng/ml mIL-3 (all from PeproTech, Austria). After one week, media of the ex vivo-isolated cells was switched to RPMI 1640 supplemented with 10% FBS, 100 U/ml penicillin and 100 µg/ml streptomycin, 4 mM l-Glutamine, 1 mM Sodium pyruvate (Merck, Germany), 50 µM 2-Mercaptoethanol (Gibco, USA) and 20 mM 4-(2-Hydroxyethyl)−1-piperazineethanesulfonic acid (HEPES) (Merck, Germany). Stable cell lines were established by continuous culture for over 4 weeks and all murine NUP98::KDM5A cell lines (Table 1) were maintained as described above. Murine AML cell lines driven by *NUP98::NSD1*^10^, *KMT2A::MLLT3* (RN2)^54^, *RUNX1::MECOM*^41^, N-terminal *CEBPA* mutant (*Cebpa*^*p30/p30*^)^55^, and N/C-terminal *CEBPA* mutants (CNC)^82^ were maintained as previously described. All human cell lines, Nomo-1 (ACC 542), HL-60 (ACC 3), MOLM-13 (ACC 554), Kasumi-1 (ACC 220), OCI-AML3 (ACC 582) and K562 (ACC 10) were maintained using RPMI 1640 supplemented with 10% FBS, 100 U/ml penicillin and 100 µg/ml streptomycin and 4 mM l-Glutamine and were obtained from DSMZ. Platinum-E (Cell Biolabs, USA) and Lenti-X 293 T cells (Takara, France) were cultivated in DMEM (Gibco, USA) supplemented with 10% FBS, 100 U/ml penicillin, 100 µg/ml streptomycin and 2 or 4 mM l-Glutamine, respectively. Primary patient-derived leukemia cells, human BM CD34+ Progenitor Cells (#2M-101C) and Human BM MNC (#2M-125C) (Lonza, Switzerland) and PDX cells were cultured in IMDM (Gibco, USA) containing 15% BIT 9500 Serum Substitute (STEMCELL Technologies, Canada), 100 ng/ml SCF, 50 ng/ml Flt3-Ligand, 20 ng/ml IL-3, 20 ng/ml G-CSF (all from PeproTech, Austria), 100 µM 2-Mercaptoethanol, 50 µg/ml gentamicin (Gibco, USA), and 10 µg/ml ciprofloxacin (Merck, Germany) plus 500 nM SR1 (APExBIO, USA) and 1 µm UM729 (APExBIO, USA) as previously described^83^. All cells were cultured at 37 °C, 5% CO_2_, and 95% humidity. Human cell lines were validated using STR profiling. Primary cell lines were not authenticated, since testing is not applicable for primary samples and primary cell lines. All cell lines were routinely tested for mycoplasma contamination and confirmed negative.

### Virus production and infections

For retrovirus production, Platinum-E cells were co-transfected with 20 µg transfer vector and 5 µg pCMV-gag/pol using Polyethyleneimine (branched, MW 25.000, Sigma-Aldrich, Austria). Virus supernatant was harvested 48 h and 56 h post transfection, filtered (0.45 µm) and supplemented with recombinant mIL-3 (10 ng/ml), mIL-6 (10 ng/ml) (both from PeproTech, Austria) and mSCF (100 ng/ml). Murine progenitor cells were spinoculated with viral supernatants (1:2 diluted) for 45 min at 37 °C at 500 × *g* in the presence of polybrene (4 µg/ml) (Merck, Germany). For lentivirus production Lenti-X 293 T cells were transfected with 4 µg transfer vector, 2 µg psPAX2 and 1 µg pMD2.G using PEI. Lentivirus was harvested 48 h and 72 h post transfection and filtered (0.45 µm). Target cells were spinoculated after addition of virus supernatant (1:5 diluted) followed by centrifugation for 90 min at 37 °C at 1000 × *g* in the presence of polybrene (5 µg/ml).

### Transplantation-based models and cell line generation

NUP98::KDM5A (control) and dTAG-NUP98::KDM5A cell lines were generated by retroviral co-transduction of either MSCV-eGFP-IRES-NUP98::KDM5A or MSCV-eGFP-IRES-dTAG-3 × V5-NUP98::KDM5A together with MSCV-rtTA3-IRES-Nras^G12D^-EF1a-Luc2 of murine fetal liver cells (C57BL/6, Ly5.2), followed by continuous culture for 12 weeks. 4 × 10^6^ cells (96% GFP+) cells were transplanted into sublethally irradiated (4,5 Gy) recipient mice (C57BL/6, Ly5.1) via tail vain injection. Disease progression was monitored by whole-body luminescence imaging as previously described^84^. Mice were euthanized upon disease onset and BM and spleen cells were harvested. Stable cell lines were established by continuous culture of BM cells for 4 weeks without supplemented cytokines. For the secondary transplant of the dTAG-NUP98::KDM5A model, 2 × 10^6^ GFP+ spleen cells (93% GFP+) of primary transplant mice were transplanted into recipient mice (C57BL/6, Ly5.1) via tail vain injection. The dTAG-GFP-NUP98::KDM5A cell line was generated by retroviral co-transduction of MSCV-dTAG-3 × V5-eGFP-NUP98::KDM5A and MSCV-rtTA3-IRES-Nras^G12D^-EF1a-Luc2 of murine fetal liver cells (C57BL/6, Ly5.2). 4 × 10^6^ cells (6% GFP+) were transplanted into sublethally irradiated (4.5 Gy) recipient mice (C57BL/6, Ly5.1) via tail vain injection. Stable cell lines were established by continuous culture of harvested BM cells of leukemia-bearing mice for 4 weeks without supplemented cytokines. For in vivo shRNA-mediated knock down of *Cdk12*, the NUP98::KDM5A (rtTA3, Ly5.2) cell line was lentivirally transduced with indicated doxycycline-inducible shRNA constructs and selected with G418 (1 mg/ml, InvivoGen, France). 1 × 10^6^ cells were transplanted into sublethally irradiated (4.5 Gy) recipient mice (C57BL/6, Ly5.1) via tail vain injection. Disease progression was monitored by whole-body luminescence imaging. Upon detectable engraftment at day 3 doxycycline hyclate (4 mg/ml) (Merck, Germany) and Sucrose (20 mg/ml) (Merck, Germany) was dissolved in water and administration was started and exchanged every 2 and 3 days. Mice were euthanized upon disease onset and BM cells were harvested and analyzed. In all cases leukemia development was regularly monitored and animals were euthanized before maximal disease burden was reached. All animal studies were approved by the Ethics and Animal Welfare Committee of the University of Veterinary Medicine, Vienna in accordance with the University’s guidelines for Good Scientific Practice and authorized by the Austrian Federal Ministry of Education, Science and Research (ref BMBWF 68.205/0199-V/3b/2018, 2022-0.874.042) in accordance with current legislation. Animals were maintained on a 12-h light-dark cycle with a room temperature of 21 ± 1 °C and a relative humidity of 40–55%. Animals were housed in specific pathogen-free conditions, fed a standard chow (V1534; Ssniff, Germany), and had access to acidified drinking water *ad libitum*. Qualified personnel executed all animal experiments and monitored animal welfare daily. Upon the first signs of illness (loss of escape reflex, white paws), the mice were humanely and painlessly euthanized by cervical dislocation. The PDX model of a *NUP98::KDM5A* AML sample was established as previously described under approval of the legal authorities (131/19)^85^. Sex was not considered in the study design because no sex bias for *NUP98::KDM5A*-driven AML has been reported.

### Intracellular flow cytometry

NUP98::KDM5A (control) and dTAG-NUP98::KDM5A cells were treated with indicated concentrations of dTAG13 (Merck, Germany) or DMSO for indicated durations. 1 × 10^6^ cells were harvested, washed with PBS and stained with Zombie Aqua Fixable Viability Dye (1:1000, BioLegend, USA) for 10 minutes. After PBS wash, cells were fixed with 2% phosphate-buffered formaldehyde solution (Roti-Histofix 4,5%, Carl Roth, Germany) for 15 min. After washing with PBS, cells were permeabilized with 0.2% TritonX-100 (PanReac AppliChem, Germany) in PBS supplemented with 10% FBS for 15 min, followed by incubation in 0.1% TritonX-100 in PBS supplemented with 10% FBS for 30 min. Next, cells were incubated with anti-mouse CD16/CD32 antibody (1:200, Mouse BD Fc Block, clone 2.4G2, BD Biosiences, Germany) for 10 min, followed by the direct addition of the 2× primary antibody staining solution (1:400 final dilution) in 0.1% TritonX-100 buffer (V5-Tag, clone D3H8Q, Cell signaling, USA) and incubation for 45 min. After a wash with 0.1% TritonX-100 buffer, cells were incubated in secondary antibody staining solution (1:200, Anti-rabbit IgG AF647, #A-21246, Thermo Fisher Scientific, USA) for 45 min. All incubation steps were performed at room temperature with light protection. Stained cells were washed twice with 0.1% TritonX-100 buffer and samples were analyzed on a BD FACSCanto II (BD Biosciences, Germany). Data analysis was done using the FlowJo software package (FlowJo LLC, Ashland, USA).

### Flow cytometry

For characterization of ex-vivo-isolated leukemia blasts, cells from BM and spleen were washed with PBS and resuspended in PBS with 0.5% FCS, followed by staining for 30 min with dilutions (1:200) of the following antibodies (all from Biolegend, USA): anti-mouse CD45.2 PE-Cy7 (clone 104), anti-mouse CD11b/Mac-1 PerCP-Cy5.5 (clone M1/70), anti-mouse Gr-1/Ly-6C BV421 (clone RB6-8C5), anti-mouse CD117/c-Kit APC (clone 2B8) and anti-mouse CD117/c-Kit biotin (clone 2B8) together with anti-streptavidin BV421. Engraftment of murine leukemia was assessed by measurement of GFP fluorescence marker expression or staining with anti-CD45.2 antibody (1:200). Analysis of surface marker expression of leukemia cells was performed after gating on GFP-positive or CD45.2/iRFP670-positive cells. Cellular effects after NUP98::KDM5A degradation were assessed after treatment with 35 µM dTAG13 for indicated durations. Myeloid differentiation was monitored by measurement of surface marker expression as described above using the following antibodies (1:200) (all from Biolegend, USA): anti-mouse CD11b/Mac-1 PerCP-Cy5.5 (clone M1/70), anti-mouse Gr-1/Ly-6C PE-Cy7 (clone RB6-8C5) and anti-mouse CD117/c-Kit APC (clone 2B8). Apoptosis analysis was performed using the Annexin V AF647 Conjugate (#A23204, Invitrogen, USA) according to the manufacturer’s instructions. For cell cycle analysis, cells were fixed in 70% Ethanol for 30 min before staining with propidium iodide solution for 30 min. Samples were analyzed on a BD FACSCanto II or on an Intellicyt IQue Screener (Sartorius, Germany). Data analysis was done using the FlowJo or ForeCyte (Essen Bioscience, USA) software packages.

### Cytospins

Cells were cytocentrifuged onto glass slides and stained with Rapid-Chrome Kwik-Diff Staining Kit (Thermo Fisher Scientific, USA) followed by microscopic analysis. Photographs were taken on a Zeiss Imager Z.1 microscope and images were processed using Zeiss ZEN software (Zeiss, Germany).

### Competitive cell proliferation assay with shRNA knockdown and shCdk12 rescue experiment

To investigate the effect of the gene knockdown, competition-based proliferation assays were performed using rtTA3-expressing AML cells driven by *NUP98::KDM5A* (with or without stable expression of exogenous CDK12 wild type or CDK12^D873N^), *KMT2A::MLLT3* and N-terminal *CEBPA* mutations *(Cebpa*^*p30/p30*^) that were transfected with doxycycline-inducible shRNAs at an infection rate of approximately 50%^10^. 5 × 10^5^ cells were seeded in 24-well plates in triplicates. Doxycycline (Merck, Germany) (1 µg/ml) was added to the media to induce knockdown and fluorescence expression of iRFP670 (coupled to shRNAs) was measured every 2 and 3 days using the IntelliCyt iQue Screener Plus (Sartorius, Germany). To compare the effects of candidate gene knockdown on cell growth we calculated the mean area under the curve (AUC) of the iRFP670-positive population, which accounts for the dynamics of the shRNA-induced growth inhibitory effect over time. Data analysis was done using the ForeCyte (Essen Bioscience, USA) software packages and values were normalized to day 3 or 2 after doxycycline induction and the shRenilla negative control.

### Proliferation assay for dTAG13 rescue experiment

dTAG-NUP98::KDM5A cells (with or without stable expression of exogenous CDK12 wild type or CDK12^D873N^) were seeded in triplicates and treated with 35 nM dTAG13 and maintained on 3,5 nM dTAG13 after day 2. Cells were split and counted at regular intervals. Growth rates and cumulative cell numbers were calculated using Microsoft Excel. Growth rate was determined according to Eq. (1).

1 $$\frac{{cell\; number\:}(t1)}{{cell\; number\:}\left(t0\right)} * {splitting\; factor}$$

### Cell viability assay

Cells were seeded in white 96-well plates in triplicates and treated with BSJ-4-116 or THZ531 (both MedChemExpress, USA) in a dilution series at indicated concentrations, followed by incubation for 3 days. Cell viability was determined using the CellTiter-Glo® Luminescent Cell Viability Assay (Promega, USA), on a Spark multimode microplate reader (TECAN, Switzerland). Dose–response curves were calculated using the Prism software v6.0.1 (GraphPad, USA).

### Immunofluorescence staining and microscopy

dTAG-GFP-NUP98::KDM5A cells were treated with dTAG13, THZ531, BSJ-4-116 or DMSO with indicated concentrations samples were taken after 4 h or 72 h. Cells were cytocentrifuged onto glass slides and spots were then fixed with 4% formaldehyde (Histofix, P087.6, Carl Roth, Germany) for 10 min and permeabilized with 0.2% Triton X-100 in PBS for 15 min at room temperature. For detection of DNA damage, samples were incubated overnight with a polyclonal anti-gamma H2A.X antibody (ab2893, Abcam, UK) (1:1500) followed by 1 h of incubation with a secondary Alexa Fluor-647-conjugated antibody (#A-21246, Invitrogen, USA) (1:333). Slides were counterstained with DAPI and mounted using a water-based fluorescence mounting medium (Agilent, S302380-2). Images were acquired using an inverted confocal microscope with Airyscan super-resolution capability Zeiss LSM 880 Airyscan (Zeiss, Germany) and a 63× oil objective (Zeiss 63×/1.40 Plan-Apochr., Oil, DIC III) in Airyscan mode and Zen Black software. Laser intensities and microscope detectors were carefully set to avoid pixel saturation. The same settings were used to acquire all the samples. Raw.czi files were imported into Arivis Vision 4D (Arivis AG, Germany) and an automated segmentation pipeline was designed manually. The segmented objects were manually proofread and adjusted and the mean pixel intensity was calculated for every individual nucleus.

### Western blotting

Western blotting was performed according to standard protocols. Briefly, dTAG-NUP98::KDM5A cells were treated with 35 nM dTAG13 or DMSO for indicated durations, harvested by centrifugation, washed with PBS, snap frozen in liquid nitrogen. Whole-cell lysates were prepared by incubating samples at 95 °C for 10 min in Laemmli buffer, followed by 30 min of sonication. Proteins were separated on a 15% sodium dodecyl sulfate polyacrylamide gel and transferred to nitrocellulose membranes. The following primary antibodies were used for immunoblotting: Histone marks: anti-H3 (ab1791) (1:1000), anti-H3K4me3 (ab8580) (1:1000) and anti-H3K27ac (ab4729) (Abcam, UK) (1:1000), anti-HSC70 (sc-7298, Santa Cruz, USA) (1:10000) and anti-NRas (sc-31, Santa Cruz, USA) (1:1000). The membrane was stripped for 20 min in between antibody incubations.

### Real-time quantitative PCR

dTAG-NUP98::KDM5A cells were treated with THZ531 or DMSO for 24 h, harvested by centrifugation, washed with PBS and snap frozen in liquid N2. Total RNA was extracted using the Monarch Total RNA Miniprep Kit (NEB, USA). Reverse transcription was done using RevertAid RT Reverse Transcription Kit (Thermo Fisher Scientific, USA) and quantitative PCR was performed using the SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, USA) on a Bio-Rad CFX-Connect Real-Time PCR Detection System. Results were normalized to *Gapdh* and analyzed using the 2^−ddC(t)^ method. Primers are listed in Supplementary Data 7.

### Chromatin immunoprecipitation (ChIP)-qPCR

ChIP was performed as previously described^86^. In brief, dTAG-NUP98::KDM5A cells were treated with 35 nM dTAG13 (Sigma-Aldrich, USA) or DMSO for indicated durations. Cells were harvested and washed with PBS, followed by crosslinking with 11% formaldehyde (Thermo Fisher Scientific, USA). The reaction was quenched with 2.5 M glycine (Sigma-Aldrich, USA), and cells were lysed in 1% SDS-buffer. After sonication, cells were incubated overnight with 1 µg/µl anti-H3K4me3 (ab8580, Abcam, UK) or anti-H3K27ac (ab4729, Abcam, UK) antibodies. Antibody-bound DNA was isolated using G-protein coupled magnetic beads (Dynabeads Protein G, Invitrogen, USA) and decrosslinked. Enrichment of selected genomic regions was tested by qRT-PCR and compared to a negative region control. SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, USA) was used for qRT-PCR, which was performed on a Bio-Rad CFX96 TouchTM Real-Time PCR Detection System (Bio-Rad, USA). Data of technical triplicates were analyzed as percent of input. qRT-PCR primer sequences can be found in Supplementary Data 7.

### Cleavage under targets and tagmentation (CUT&Tag)

For measurement of H3K27ac and H3K4me histone mark distribution the iDeal CUT&Tag kit for histones compatible with histones and some non-histone proteins (Cat# C01070020, Diagenode, Belgium) was used according to the manufacturer’s protocol. dTAG-*NUP98::KDM5A* cells were treated with 35 nM dTAG13 (Merck, Germany) or DMSO for 8 h and harvested for processing with the iDeal CUT&Tag kit. Three individual cryopreserved BM samples from a *NUP98::KDM5A* PDX model were thawed and stained for human CD45 (all approx. 97% hCD45+) and immediately processed with the iDeal CUT&Tag kit. After wash with complete CT Wash Buffer, ConA beads were added and samples were incubated on a rotator. Cells were permeabilized with Complete CT Antibody Buffer and samples were incubated with 1 µg of either anti-H3K4me3 (ab8580), anti-H3K27ac (ab4729) (Abcam, UK) or rabbit IgG (Antibody Package for CUT&Tag anti-rabbit, Diagenode, Belgium) antibodies overnight at 4 °C, while rotating. After removing supernatant, anti-rabbit secondary antibody (1:100) (Antibody Package for CUT&Tag anti-rabbit, Diagenode, Belgium) was added and samples were incubated for 45 min at RT, followed by washing with complete CT Wash Buffer 2. pA-Tn5 transposase diluted in complete CT Wash Buffer 3 (1:250) was added and samples were incubated for 1 h at RT. After washing with complete CT Wash Buffer 3, CT Tagmentation Buffer was added for activation of tagmentation and samples were incubated at 37 °C for 1 h at 800 rpm. To stop tagmentation, CT Buffer E, CT Buffer S, and proteinase K were added and samples were incubated at 55 °C for 1 h at 800 rpm. Column-based DNA purification was performed by the addition of ChIP DNA Binding Buffer. For library amplification, purified DNA was mixed with primer index pairs (24 UDI for Tagmented libraries Set I & II, Diagenode, Belgium) and 2× High Fidelity Mastermix using the manufacturer’s PCR protocol. Libraries were purified using AMPure XP beads (Beckman Coulter, Germany) and analyzed with an Agilent TapeStation instrument (Agilent Technologies, USA) to assess the library quality, size, and concentration. Purified libraries were sequenced on an Illumina NextSeq2000 instrument (Illumina, USA) using paired-end 50 bp chemistry.

### RNA sequencing

For RNA-seq analysis, dTAG-NUP98::KDM5A cells were treated with 35 nM dTAG13 (Merck, Germany) or 100 nM BSJ-4-116 (MedChemExpress, USA) for indicated durations. RNA was isolated according to the standard protocol using the NEB Monarch Total RNA Miniprep Kit (NEB, USA). Sequencing libraries were generated using the QuantSeq 3′ mRNA-Seq Library Prep Kit (FWD) for Illumina (Lexogen, Austria) according to manufacturer’s protocol. Purified libraries were sequenced on an Illumina NextSeq2000 instrument (Illumina, USA) using single-read 100 bp chemistry. SLAM-seq was performed as previously described^28^. dTAG-NUP98::KDM5A cells were treated with 35 nM of dTAG13 (Merck, Germany) for 1 h, followed by the addition of 100 μM 4-thiouridine (4sU, Merck, Germany) for 1 h. RNA was isolated according to the standard protocol using the RNeasy Plus Mini Kit (Qiagen, Germany). Total RNA was alkylated using 10 mM iodoacetamide (Merck, Germany) and RNA was purified by ethanol precipitation. Sequencing libraries were generated using the QuantSeq 3′ mRNA-Seq Library Prep Kit (FWD) for Illumina (Lexogen, Austria) according to manufacturer’s protocol. Purified libraries were sequenced on an Illumina NovaSeq instrument (Illumina, USA) using single-read 100 bp chemistry.

### ATAC-seq

Fresh-frozen samples of primary bone-marrow mononuclear cells were rapidly thawed, resuspended in Iscove’s Modified Dulbecco’s Medium (IMDM, Gibco, USA) and washed with PBS (Gibco, USA). Blast populations were identified with a routine diagnostics panel of monoclonal antibodies and sorted via flow cytometry (FACSCalibur, BD Biosciences, USA). dTAG-NUP98::KDM5A cells were harvested by centrifugation and washed with PBS. Subsequent DNA-isolation and library preparation for ATAC-seq was performed on 50,000 sorted blasts using Tagment DNA TDE1 Enzyme and Buffer Kits (Illumina, USA) as previously described^87^.

### Genome-wide CRISPR/Cas9 screen

The design and construction of the murine genome-wide Vienna sgRNA library, as well as the experimental workflow for loss-of-function screening have been previously described^80,88^. Briefly, a single-cell-derived Cas9-expressing clone of a *NUP98::KDM5A*-driven AML cell line was infected with a lentivirally-packaged sgRNA library at a low multiplicity of infection (MOI) (≤10%). Infected cells were selected using G418 (1 mg/ml, InvivoGen, France), which was kept in the medium until the end of the screen. Screen endpoint samples were harvested after 14 cell population doublings, and cell pellets corresponding to at least 500-fold library representation were harvested. Next generation sequencing libraries of screen endpoint samples and sgRNA plasmid pools were prepared and sequenced on a HiSeq 2500 instrument (Illumina, USA) using single-read 50 bp chemistry.

### Bioinformatics analysis

#### Genome-wide CRISPR screen

Raw.bam files underwent processing using the crispr-process-nf Nextflow^89^ pipeline, available at https://github.com/ZuberLab/crispr-process-nf, which included barcode trimming, filtering, and alignment using Bowtie2^90^. The crispr-mageck-nf Nextflow pipeline, available at https://github.com/ZuberLab/crispr-mageck-nf incorporating MAGeCK^91^, was employed for comprehensive analysis of the CRISPR screen data.

#### RNA-seq (QUANT-seq)

Raw files underwent preprocessing using prinseq-lite^92^ (version 0.20.4). Subsequently, alignment against the mouse reference genome (mm10) was performed using STAR^93^ (version 2.7.9a). Post-processing and sorting of aligned reads was conducted using samtools^94^ (version 1.4). Counts per gene were obtained utilizing featureCounts^95^ (version 2.0.3) from the subread package. Normalized expression levels and identification of differentially expressed genes were calculated using the DESeq2^96^ R package. Heatmaps depicting expression patterns were created using the heatmap.2 function from the gplots^97^ R package. Time-series plots illustrating dynamic expression changes over time were generated using the maSigPro^98^ R library. Gene set enrichment analysis was performed with GSEA software^99^ (version 4.3.2). GO-enrichment was performed with EnrichR^100^ and g:Profiler^101^ (g:GOst) and plots were generated with SR-plot^102^.

#### Nascent RNA-seq (SLAM-seq)

Raw.bam files underwent processing using the slamseq Nextflow pipeline, accessible at https://github.com/nf-core/slamseq. This pipeline integrates multiple tools including fastqc, trim_galore^103^ and slamdunk^104^ available at: https://github.com/t-neumann/slamdunk, for quality assessment, adapter trimming, and read mapping. DESeq2 was employed for comparative analysis, facilitating the identification of newly transcribed genes. Heatmaps depicting expression patterns were created using the heatmap.2 function from the gplots R package.

#### CUT&Tag

Raw files underwent preprocessing using prinseq-lite for quality control and filtering. Alignment against either the mouse (mm10) or human (hg38) reference genomes was conducted using BWA^105^ (version 0.7.17-r1188). Post-processing and sorting of aligned reads were performed using samtools (version 1.13). The function bamCoverage from Deeptools^106^ (version 3.5.1) was utilized to generate BigWig files with a binSize of 10, employing Counts Per Million for normalization. Peaks were called using macs2^107^ (version 2.1.0) with the –broad option. Differential CUT&Tag regions were identified using the R package DiffBind^108^, applying DESeq2. Tornado and profile plots were created using the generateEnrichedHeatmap from the profileplyr^109^ R package or Deeptools. Read counts per genes were obtained using featureCounts from the subread package. All hockey-stick and scatter plots were generated using ggplot2^110^ in R. Coverage plots were generated with IGV^111^.

#### ATAC-seq

Publicly available AML patient ATAC-seq datasets were obtained from GEO accessions listed in Supplementary Data 2. Pediatric AML patient data were obtained from the St. Anna Children’s Cancer Research Institute (CCRI) and Yokohama City University Hospital^19^.

A modified version of the ATAC-seq Data Processing Pipeline^112,113^ was applied to the raw Bam files, accessible at: https://github.com/epigen/atacseq_pipeline. The pipeline utilized fastp^114^ for adapter removal and Bowtie2 for read alignment to the GRCh38 (hg38) human reference genome. Duplicate marking was performed with samblaster^115^ and aligned BAM files were sorted, indexed, and filtered for ENCODE blacklisted regions using samtools. Peaks were called with macs2 (version 2.1.0) applying the –broad option. Differential ATAC-seq regions were identified with DiffBind and region-to-gene annotation was conducted with ChIPseeker^116^. Counts over exons were obtained using featureCounts and normalization was performed with DESeq2. Principal Component Analysis (PCA) plots were generated using the ggplot2^110^ package in R. For the minimum spanning tree visualization batch correction was done with ComBat^117^ and we utilized vegdist from the VEGAN^118,119^ package and ggraph^120^. Tornado and profile plots were created with Deeptools and the differential ATAC-seq regions showcased via heatmaps were generated with DiffBind.

#### Motif enrichment analysis

Motif enrichment analysis was conducted using the findMotifsGenome.pl function from HOMER^121^ (version 4.1). This analysis was performed on 1921 regions with increased accessibility and 6054 regions with decreased accessibility in the hg38 genome, to identify enriched motifs.

#### Analysis of AML patient gene expression data

Gene expression data from AML patients were retrieved using the St. Jude Cloud PeCan tool (https://pecan.stjude.cloud/), which provides access to the St. Jude Cloud data repository^23^. Raw count data were normalized using DESeq2, followed by further data processing in R. Visualizations were generated using the ggplot2^110^ package.

### Statistical analysis

For Cleavage Under Targets and Tagmentation (CUT&Tag), RNA sequencing (RNA-seq), genome-wide CRISPR screen, Gene Ontology (GO) term analyses, assay for transposase-accessible chromatin using sequencing (ATAC-seq), chromatin immunoprecipitation DNA sequencing (ChIP-seq) and gene set enrichment analyses published statistical packages were used as referenced in the respective methods sections. Otherwise, the Prism software (version 6.0.1, GraphPad, USA) was used for statistical analyses, and data are shown as mean ± SD. The unpaired Student’s *t* test or the Mann–Whitney test were used for *P* value determination. Results were considered significant when *P* < 0.05. *P* values are indicated in each figure. The individual sample size is reported in figure legends.

Schematic figures were generated with Adobe Illustrator CS6 (Adobe, USA) or BioRender.com.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The publicly available *Tet-Off* RNA-seq data used in this study are available in the Gene Expression Omnibus (GEO) database under accession code GSE134784^10^. The raw ATAC-seq data from primary pediatric AML samples obtained from the Yokohama City University (YCU)^19^ are not available due to data privacy laws. The processed ATAC-seq count data are available on Zenodo under 10.5281/zenodo.14943880. The publicly available ATAC-seq data from 15 primary pediatric AML samples obtained from the St. Anna Children’s Cancer Research Institute (CCRI) used in this study are available in the GEO database under accession code GSE282258. The mapping of sample names to GEO accessions is provided in Supplementary Data 1. The genome-wide CRISPR-screen, RNA (QUANT)-seq, nascent (SLAM)-seq, Cut&Tag and ATAC-seq cell line data generated in this study have been deposited in the GEO database under accession code GSE255808. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## References

[1] Bolouri, H. et al. The molecular landscape of pediatric acute myeloid leukemia reveals recurrent structural alterations and age-specific mutational interactions. *Nat. Med.***24**, 103–112 (2018).29227476 10.1038/nm.4439PMC5907936

[2] Michmerhuizen, N. L., Klco, J. M. & Mullighan, C. G. Mechanistic insights and potential therapeutic approaches for NUP98-rearranged hematologic malignancies. *Blood***136**, 2275–2289 (2020).10.1182/blood.2020007093PMC770247432766874

[3] Gough, S. M., Slape, C. I. & Aplan, P. D. NUP98 gene fusions and hematopoietic malignancies: common themes and new biologic insights. *Blood***118**, 6247–6257 (2011).21948299 10.1182/blood-2011-07-328880PMC3236115

[4] Rasouli, M. et al. NUP98 oncofusions in myeloid malignancies: an update on molecular mechanisms and therapeutic opportunities. *HemaSphere***8**, e70013 (2024).39323480 10.1002/hem3.70013PMC11423334

[5] Van Zutven, L. J. C. M. et al. Identification of NUP98 abnormalities in acute leukemia: JARIDIA (12p13) as a new partner gene. *Genes Chromosom. Cancer***45**, 437–446 (2006).16419055 10.1002/gcc.20308

[6] De Rooij, J. et al. NUP98/JARID1A is a novel recurrent abnormality in pediatric acute megakaryoblastic leukemia with a distinct HOX gene expression pattern. *Leukemia***27**, 2280–2288 (2013).23531517 10.1038/leu.2013.87

[7] Bertrums, E. J. M. et al. Comprehensive molecular and clinical characterization of NUP98 fusions in pediatric acute myeloid leukemia. *Haematologica***108**, 0390–6078 (2023).10.3324/haematol.2022.281653PMC1038827736815378

[8] Noort, S. et al. The clinical and biological characteristics of NUP98-KDM5A in pediatric acute myeloid leukemia. *Haematologica***106**, 0390–6078 (2020).10.3324/haematol.2019.236745PMC784957832381579

[9] Wang, G. G. et al. Haematopoietic malignancies caused by dysregulation of a chromatin-binding PHD finger. *Nature***459**, 847–851 (2009).19430464 10.1038/nature08036PMC2697266

[10] Schmoellerl, J. et al. CDK6 is an essential direct target of NUP98 fusion proteins in acute myeloid leukemia. *Blood***136**, 387–400 (2020).32344427 10.1182/blood.2019003267PMC7115844

[11] Terlecki-Zaniewicz, S. et al. Biomolecular condensation of NUP98 fusion proteins drives leukemogenic gene expression. *Nat. Struct. Mol. Biol.***28**, 190–201 (2021).33479542 10.1038/s41594-020-00550-wPMC7116736

[12] Xu, H. et al. NUP98 fusion proteins interact with the NSL and MLL1 complexes to drive leukemogenesis. *Cancer Cell***30**, 863–878 (2016).27889185 10.1016/j.ccell.2016.10.019PMC5501282

[13] Ahn, J. H. et al. Phase separation drives aberrant chromatin looping and cancer development. *Nature***595**, 591–595 (2021).34163069 10.1038/s41586-021-03662-5PMC8647409

[14] Heikamp, E. B. et al. The menin-MLL1 interaction is a molecular dependency in NUP98-rearranged AML. *Blood***139**, 894–906 (2022).10.1182/blood.2021012806PMC883247634582559

[15] Kasper, L. H. et al. CREB binding protein interacts with nucleoporin-specific FG repeats that activate transcription and mediate NUP98-HOXA9 oncogenicity. *Mol. Cell. Biol.***19**, 764–776 (1999).9858599 10.1128/mcb.19.1.764PMC83933

[16] Bai, X. T. et al. Trans-repressive effect of NUP98-PMX1 on PMX1-regulated c-FOS gene through recruitment of histone deacetylase 1 by FG repeats. *Cancer Res.***66**, 4584–4590 (2006).16651408 10.1158/0008-5472.CAN-05-3101

[17] Chandra, B. et al. Phase separation mediates NUP98 fusion oncoprotein leukemic transformation. *Cancer Discov.***12**, 1152–1169 (2022).34903620 10.1158/2159-8290.CD-21-0674PMC8983581

[18] Jevtic, Z. et al. SMARCA5 interacts with NUP98-NSD1 oncofusion protein and sustains hematopoietic cells transformation. *J. Exp. Clin. Cancer Res.***41**, 34 (2022).35073946 10.1186/s13046-022-02248-xPMC8785526

[19] Yamato, G. et al. Genome-wide DNA methylation analysis in pediatric acute myeloid leukemia. *Blood Adv.***6**, 3207–3219 (2022).35008106 10.1182/bloodadvances.2021005381PMC9198913

[20] Olsson, I., Bergh, G., Ehinger, M. & Gullberg, U. Cell differentiation in acute myeloid leukemia. *Eur. J. Haematol.***57**, 1–16 (1996).8698118 10.1111/j.1600-0609.1996.tb00483.x

[21] Agarwal, A. et al. Differentiation of leukemic blasts is not completely blocked in acute myeloid leukemia. *Proc. Natl. Acad. Sci. USA***116**, 24593–24599 (2019).31754026 10.1073/pnas.1904091116PMC6900505

[22] Mansisidor, A. R. & Risca, V. I. Chromatin accessibility: methods, mechanisms, and biological insights. *Nucleus***13**, 236 (2022).36404679 10.1080/19491034.2022.2143106PMC9683059

[23] McLeod, C. et al. St. Jude Cloud—a pediatric cancer genomic data sharing ecosystem. *Cancer Discov.***11**, 1082 (2021).33408242 10.1158/2159-8290.CD-20-1230PMC8102307

[24] Nabet, B. et al. The dTAG system for immediate and target-specific protein degradation. *Nat. Chem. Biol.***14**, 431–441 (2018).29581585 10.1038/s41589-018-0021-8PMC6295913

[25] Winter, G. E. et al. Selective target protein degradation via phthalimide conjugation. *Science***348**, 1376 (2015).25999370 10.1126/science.aab1433PMC4937790

[26] Lavallée, V. P. et al. Identification of MYC mutations in acute myeloid leukemias with NUP98-NSD1 translocations. *Leukemia***30**, 1621–1624 (2016).26859078 10.1038/leu.2016.19

[27] Herzog, V. A. et al. Thiol-linked alkylation of RNA to assess expression dynamics. *Nat. Methods***14**, 1198–1204 (2017).28945705 10.1038/nmeth.4435PMC5712218

[28] Muhar, M. et al. SLAM-seq defines direct gene-regulatory functions of the BRD4-MYC axis. *Science***360**, 800–805 (2018).29622725 10.1126/science.aao2793PMC6409205

[29] Olsen, S. N. et al. MLL::AF9 degradation induces rapid changes in transcriptional elongation and subsequent loss of an active chromatin landscape. *Mol. Cell***82**, 1140–1155 (2022).10.1016/j.molcel.2022.02.013PMC904433035245435

[30] Xia, Z. B. et al. The MLL fusion gene, MLL-AF4, regulates cyclin-dependent kinase inhibitor CDKN1B (p27kip1) expression. *Proc. Natl. Acad. Sci. USA***102**, 14028–14033 (2005).16169901 10.1073/pnas.0506464102PMC1236570

[31] Nagel, S., Pommerenke, C., Meyer, C. & Macleod, R. A. F. Nkl homeobox genes nkx2-3 and nkx2-4 deregulate megakaryocytic-erythroid cell differentiation in aml. *Int. J. Mol. Sci.***22**, 11434 (2021).34768865 10.3390/ijms222111434PMC8583893

[32] Tran, T. M. et al. The RNA-binding protein IGF2BP3 is critical for MLL-AF4-mediated leukemogenesis. *Leukemia***36**, 68–79 (2021).10.1038/s41375-021-01346-7PMC872728734321607

[33] Fan, J., Zhuang, M., Fan, W. & Hou, M. RNA N6-methyladenosine reader IGF2BP3 promotes acute myeloid leukemia progression by controlling stabilization of EPOR mRNA. *PeerJ***11**, e15706 (2023).37663284 10.7717/peerj.15706PMC10474828

[34] Heuser, M. et al. MN1 overexpression induces acute myeloid leukemia in mice and predicts ATRA resistance in patients with AML. *Blood***110**, 1639–1647 (2007).17494859 10.1182/blood-2007-03-080523

[35] Lei, H. et al. CRISPR screening identifies CDK12 as a conservative vulnerability of prostate cancer. *Cell Death Dis*. **12**, 740 (2021).10.1038/s41419-021-04027-6PMC831636734315855

[36] Houles, T. et al. CDK12 is hyperactivated and a synthetic-lethal target in BRAF-mutated melanoma. *Nat. Commun.***13**, 1–16 (2022).36309522 10.1038/s41467-022-34179-8PMC9617877

[37] Filippone, M. G. et al. CDK12 promotes tumorigenesis but induces vulnerability to therapies inhibiting folate one-carbon metabolism in breast cancer. *Nat. Commun*. **13**, 2642 (2022).10.1038/s41467-022-30375-8PMC909889435550508

[38] Iniguez, A. B. et al. EWS/FLI confers tumor cell synthetic lethality to CDK12 inhibition in Ewing sarcoma. *Cancer Cell***33**, 202–216.e6 (2018).29358035 10.1016/j.ccell.2017.12.009PMC5846483

[39] Valerio, D. G. et al. Histone acetyltransferase activity of MOF is required for MLL-AF9 leukemogenesis. *Cancer Res.***77**, 1753 (2017).28202522 10.1158/0008-5472.CAN-16-2374PMC5501293

[40] Hoshii, T. et al. A non-catalytic function of SETD1A regulates cyclin K and the DNA DAMAGE Response. *Cell***172**, 1007–1021.e17 (2018).29474905 10.1016/j.cell.2018.01.032PMC6052445

[41] Schmoellerl, J. et al. EVI1 drives leukemogenesis through aberrant ERG activation. *Blood***141**, 453–466 (2023).36095844 10.1182/blood.2022016592

[42] Mucenski, M. L. et al. A functional c-myb gene is required for normal murine fetal hepatic hematopoiesis. *Cell***65**, 677–689 (1991).1709592 10.1016/0092-8674(91)90099-k

[43] Lieu, Y. K. & Reddy, E. P. Conditional c-myb knockout in adult hematopoietic stem cells leads to loss of self-renewal due to impaired proliferation and accelerated differentiation. *Proc. Natl. Acad. Sci. USA***106**, 21689–21694 (2009).19955420 10.1073/pnas.0907623106PMC2787467

[44] Trempenau, M. L. et al. The histone demethylase KDM5C functions as a tumor suppressor in AML by repression of bivalently marked immature genes. *Leukemia***37**, 593 (2023).36631623 10.1038/s41375-023-01810-6PMC9991918

[45] Palanichamy, J. K. et al. RNA-binding protein IGF2BP3 targeting of oncogenic transcripts promotes hematopoietic progenitor proliferation. *J. Clin. Invest.***126**, 1495–1511 (2016).26974154 10.1172/JCI80046PMC4811152

[46] Fan, Z. et al. CDK13 cooperates with CDK12 to control global RNA polymerase II processivity. *Sci. Adv*. **6**, eaaz5041 (2020).10.1126/sciadv.aaz5041PMC719035732917631

[47] Dubbury, S. J., Boutz, P. L. & Sharp, P. A. CDK12 regulates DNA repair genes by suppressing intronic polyadenylation. *Nat***564**, 141–145 (2018).10.1038/s41586-018-0758-yPMC632829430487607

[48] Magnuson, B. et al. CDK12 regulates co-transcriptional splicing and RNA turnover in human cells. *iScience***25**, 105030 (2022).36111258 10.1016/j.isci.2022.105030PMC9468413

[49] Jiang, B. et al. Structure-activity relationship study of THZ531 derivatives enables the discovery of BSJ-01-175 as a dual CDK12/13 covalent inhibitor with efficacy in Ewing sarcoma. *Eur. J. Med. Chem.***221**, 113481 (2021).33945934 10.1016/j.ejmech.2021.113481PMC12442338

[50] Chang, Y. et al. Development of an orally bioavailable CDK12/13 degrader and induction of synthetic lethality with AKT pathway inhibition. *Cell Rep. Med.***5**, 101752 (2024).39353441 10.1016/j.xcrm.2024.101752PMC11513842

[51] Jiang, B. et al. Discovery and resistance mechanism of a selective CDK12 degrader. *Nat. Chem. Biol.***17**, 675–683 (2021).33753926 10.1038/s41589-021-00765-yPMC8590456

[52] Quereda, V. et al. Therapeutic targeting of CDK12/CDK13 in triple-negative breast cancer. *Cancer Cell***36**, 545–558.e7 (2019).31668947 10.1016/j.ccell.2019.09.004

[53] Joshi, P. M., Sutor, S. L., Huntoon, C. J. & Karnitz, L. M. Ovarian cancer-associated mutations disable catalytic activity of CDK12, a kinase that promotes homologous recombination repair and resistance to cisplatin and poly(ADP-ribose) polymerase inhibitors. *J. Biol. Chem.***289**, 9247–9253 (2014).24554720 10.1074/jbc.M114.551143PMC3979363

[54] Zuber, J. et al. Toolkit for evaluating genes required for proliferation and survival using tetracycline-regulated RNAi. *Nat. Biotechnol.***29**, 79 (2011).21131983 10.1038/nbt.1720PMC3394154

[55] Kirstetter, P. et al. Modeling of C/EBPalpha mutant acute myeloid leukemia reveals a common expression signature of committed myeloid leukemia-initiating cells. *Cancer Cell***13**, 299–310 (2008).18394553 10.1016/j.ccr.2008.02.008

[56] Savoy, L. et al. CDK12/13 dual inhibitors are potential therapeutics for acute myeloid leukemia. *Br. J. Haematol*. **202**, 195–198 (2023).10.1111/bjh.18843PMC1033063837182843

[57] Bösken, C. A. et al. The structure and substrate specificity of human Cdk12/Cyclin K. *Nat. Commun*. **5**, 3505 (2014).10.1038/ncomms4505PMC397312224662513

[58] Zhang, T. et al. Covalent targeting of remote cysteine residues to develop CDK12 and 13 inhibitors. *Nat. Chem. Biol.***12**, 876 (2016).27571479 10.1038/nchembio.2166PMC5033074

[59] Paull, T. T. et al. A critical role for histone H2AX in recruitment of repair factors to nuclear foci after DNA damage. *Curr. Biol.***10**, 886–895 (2000).10959836 10.1016/s0960-9822(00)00610-2

[60] Bazinet, A. & Assouline, S. A review of FDA-approved acute myeloid leukemia therapies beyond ‘7 + 3’. *Expert Rev. Hematol.***14**, 185–197 (2021).33430671 10.1080/17474086.2021.1875814

[61] McNeer, N. A. et al. Genetic mechanisms of primary chemotherapy resistance in pediatric acute myeloid leukemia. *Leukemia***33**, 1934–1943 (2019).30760869 10.1038/s41375-019-0402-3PMC6687545

[62] Wang, G. G., Cai, L., Pasillas, M. P. & Kamps, M. P. NUP98–NSD1 links H3K36 methylation to Hox-A gene activation and leukaemogenesis. *Nat. Cell Biol.***9**, 804–812 (2007).17589499 10.1038/ncb1608

[63] Nagel, S. & Drexler, H. G. Deregulated NKL homeobox genes in B-cell lymphoma. *Cancers (Basel)***11**, 1–15 (2019).10.3390/cancers11121874PMC696644331779217

[64] Villarese, P. et al. TCRα rearrangements identify a subgroup of NKL-deregulated adult T-ALLs associated with favorable outcome. *Leukemia***32**, 61–71 (2017).28592888 10.1038/leu.2017.176

[65] Wang, Q. F. et al. MLL fusion proteins preferentially regulate a subset of wild-type MLL target genes in the leukemic genome. *Blood***117**, 6895–6905 (2011).21518926 10.1182/blood-2010-12-324699PMC3128481

[66] Chu, Y. et al. Six1 regulates leukemia stem cell maintenance in acute myeloid leukemia. *Cancer Sci.***110**, 2200 (2019).31050834 10.1111/cas.14033PMC6609858

[67] Zhang, L. S. et al. Installation of a cancer promoting WNT/SIX1 signaling axis by the oncofusion protein MLL-AF9. *EBioMedicine***39**, 145 (2019).10.1016/j.ebiom.2018.11.039PMC635455830528456

[68] Liu, N. et al. Direct promoter repression by BCL11A controls the fetal to adult hemoglobin switch. *Cell***173**, 430 (2018).29606353 10.1016/j.cell.2018.03.016PMC5889339

[69] Sunami, Y. et al. BCL11A promotes myeloid leukemogenesis by repressing PU.1 target genes. *Blood Adv.***6**, 1827–1843 (2022).34714913 10.1182/bloodadvances.2021004558PMC8941473

[70] Xutao, G. et al. BCL11A and MDR1 expressions have prognostic impact in patients with acute myeloid leukemia treated with chemotherapy. *Pharmacogenomics***19**, 343–348 (2018).29469608 10.2217/pgs-2017-0157

[71] Mancarella, C. & Scotlandi, K. IGF2BP3 from physiology to cancer: novel discoveries, unsolved issues, and future perspectives. *Front. Cell Dev. Biol.***7**, 363 (2020).32010687 10.3389/fcell.2019.00363PMC6974587

[72] Liu, X. et al. Targeting IGF2BP3 in Cancer. *Int. J. Mol. Sci*. **24**, 9423 (2023).10.3390/ijms24119423PMC1025360537298373

[73] Wu, W., Yu, S. & Yu, X. Transcription-associated cyclin-dependent kinase 12 (CDK12) as a potential target for cancer therapy. *Biochim. Biophys. Acta - Rev. Cancer***1878**, 188842 (2023).36460141 10.1016/j.bbcan.2022.188842

[74] Blazek, D. et al. The Cyclin K/Cdk12 complex maintains genomic stability via regulation of expression of DNA damage response genes. *Genes Dev.***25**, 2158 (2011).22012619 10.1101/gad.16962311PMC3205586

[75] Kotsantis, P., Petermann, E. & Boulton, S. J. Mechanisms of oncogene-induced replication stress: jigsaw falling into place. *Cancer Discov.***8**, 537 (2018).29653955 10.1158/2159-8290.CD-17-1461PMC5935233

[76] Bowry, A., Kelly, R. D. W. & Petermann, E. Hypertranscription and replication stress in cancer. *Trends Cancer***7**, 863–877 (2021).34052137 10.1016/j.trecan.2021.04.006

[77] Curti, L. et al. CDK12 controls transcription at damaged genes and prevents MYC-induced transcription-replication conflicts. *Nat. Commun.***15**, 1–18 (2024).39155303 10.1038/s41467-024-51229-5PMC11330984

[78] Yang, Y. et al. Transcription and DNA replication collisions lead to large tandem duplications and expose targetable therapeutic vulnerabilities in cancer. *Nat. Cancer***5**, 1885–1901 (2024).10.1038/s43018-024-00848-4PMC1167122039558146

[79] Sanjana, N. E., Shalem, O. & Zhang, F. Improved vectors and genome-wide libraries for CRISPR screening. *Nat. Methods***11**, 783 (2014).25075903 10.1038/nmeth.3047PMC4486245

[80] Michlits, G. et al. Multilayered VBC score predicts sgRNAs that efficiently generate loss-of-function alleles. *Nat. Methods***17**, 708–716 (2020).32514112 10.1038/s41592-020-0850-8

[81] Fellmann, C. et al. An optimized microRNA backbone for effective single-copy RNAi. *Cell Rep.***5**, 1704–1713 (2013).24332856 10.1016/j.celrep.2013.11.020

[82] Kodali, S. et al. RNA sequestration in P-bodies sustains myeloid leukaemia. *Nat. Cell Biol*. **26**, 1745–1758 (2024).10.1038/s41556-024-01489-6PMC1204295839169219

[83] Skucha, A. et al. MLL-fusion-driven leukemia requires SETD2 to safeguard genomic integrity. *Nat. Commun*. **9**, 1983 (2018).10.1038/s41467-018-04329-yPMC595986629777171

[84] Zuber, J. et al. RNAi screen identifies Brd4 as a therapeutic target in acute myeloid leukaemia. *Nat***478**, 524–528 (2011).10.1038/nature10334PMC332830021814200

[85] Schmitz, M. et al. Xenografts of highly resistant leukemia recapitulate the clonal composition of the leukemogenic compartment. *Blood***118**, 1854–1864 (2011).21670474 10.1182/blood-2010-11-320309

[86] Schmidt, L. et al. CEBPA-mutated leukemia is sensitive to genetic and pharmacological targeting of the MLL1 complex. *Leukemia***33**, 1608–1619 (2019).30679799 10.1038/s41375-019-0382-3PMC6612510

[87] Shashikant, T. & Ettensohn, C. A. Genome-wide analysis of chromatin accessibility using ATAC-seq. *Methods Cell Biol.***151**, 219–235 (2019).30948010 10.1016/bs.mcb.2018.11.002PMC7259819

[88] de Almeida, M. et al. AKIRIN2 controls the nuclear import of proteasomes in vertebrates. *Nature***599**, 491–496 (2021).34711951 10.1038/s41586-021-04035-8

[89] Di Tommaso, P. et al. Nextflow enables reproducible computational workflows. *Nat. Biotechnol.***35**, 316–319 (2017).28398311 10.1038/nbt.3820

[90] Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nat. Methods***9**, 357–359 (2012).22388286 10.1038/nmeth.1923PMC3322381

[91] Li, W. et al. MAGeCK enables robust identification of essential genes from genome-scale CRISPR/Cas9 knockout screens. *Genome Biol.***15**, 554 (2014).25476604 10.1186/s13059-014-0554-4PMC4290824

[92] Schmieder, R. & Edwards, R. Quality control and preprocessing of metagenomic datasets. *Bioinformatics***27**, 863–864 (2011).21278185 10.1093/bioinformatics/btr026PMC3051327

[93] Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics***29**, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[94] Li, H. et al. The sequence alignment/map format and SAMtools. *Bioinformatics***25**, 2078–2079 (2009).19505943 10.1093/bioinformatics/btp352PMC2723002

[95] Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics***30**, 923–930 (2014).24227677 10.1093/bioinformatics/btt656

[96] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. **15**, 550 (2014).10.1186/s13059-014-0550-8PMC430204925516281

[97] Warnes, G. et al. gplots: Various R Programming Tools for Plotting Data. *CRAN.* R package version 3.2.0, https://CRAN.R-project.org/package=gplots (2024).

[98] Conesa, A., Nueda, M. J., Ferrer, A. & Talón, M. maSigPro: a method to identify significantly differential expression profiles in time-course microarray experiments. *Bioinformatics***22**, 1096–1102 (2006).16481333 10.1093/bioinformatics/btl056

[99] Subramanian, A. et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. USA***102**, 15545–15550 (2005).16199517 10.1073/pnas.0506580102PMC1239896

[100] Xie, Z. et al. Gene set knowledge discovery with enrichr. *Curr. Protoc.***1**, e90 (2021).33780170 10.1002/cpz1.90PMC8152575

[101] Kolberg, L. et al. g:Profiler—interoperable web service for functional enrichment analysis and gene identifier mapping (2023 update). *Nucleic Acids Res.***51**, W207–W212 (2023).37144459 10.1093/nar/gkad347PMC10320099

[102] Tang, D. et al. SRplot: A free online platform for data visualization and graphing. *PLoS ONE***18**, e0294236 (2023).37943830 10.1371/journal.pone.0294236PMC10635526

[103] Krueger, F. et al. FelixKrueger/TrimGalore: v0.6.10, *Zenodo*. 10.5281/zenodo.7598955 (2023).

[104] Neumann, T. et al. Quantification of experimentally induced nucleotide conversions in high-throughput sequencing datasets. *BMC Bioinformatics.***20**, 258 (2019).31109287 10.1186/s12859-019-2849-7PMC6528199

[105] Li, H. & Durbin, R. Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics***25**, 1754–1760 (2009).19451168 10.1093/bioinformatics/btp324PMC2705234

[106] Ramirez, F., Dundar, F., Diehl, S., Gruning, B. A. & Manke, T. deepTools: a flexible platform for exploring deep-sequencing data. *Nucleic Acids Res.***42**, W187–W191 (2014).24799436 10.1093/nar/gku365PMC4086134

[107] Zhang, Y. et al. Model-based analysis of ChIP-Seq (MACS). *Genome Biol.***9**, R137 (2008).18798982 10.1186/gb-2008-9-9-r137PMC2592715

[108] Ross-Innes, C. et al. Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. *Nature***481**, 389–393 (2012).10.1038/nature10730PMC327246422217937

[109] Carroll, T. & Barrows, D. profileplyr 10.18129/B9.BIOC.PROFILEPLYR.

[110] Wickham, H. Ggplot2: Elegant Graphics for Data Analysis. *Use R! CN - QA90.W53* 2009 (Springer, 2009).

[111] Robinson, J. T. et al. Integrative genomics viewer. *Nat. Biotechnol.***29**, 24–26 (2011).21221095 10.1038/nbt.1754PMC3346182

[112] Reichl, S. et al. Ultimate ATAC-seq Data Processing & Analysis Pipeline: v0.1.1, *Zenodo*. 10.5281/ZENODO.6346319 (2022).

[113] Casteels, T. et al. SMNDC1 links chromatin remodeling and splicing to regulate pancreatic hormone expression. *Cell Rep.***40**, 111288 (2022).36044849 10.1016/j.celrep.2022.111288

[114] Chen, S., Zhou, Y., Chen, Y. & Gu, J. fastp: an ultra-fast all-in-one FASTQ preprocessor. *Bioinformatics***34**, i884–i890 (2018).30423086 10.1093/bioinformatics/bty560PMC6129281

[115] Faust, G. G. & Hall, I. M. *SAMBLASTER*: fast duplicate marking and structural variant read extraction. *Bioinformatics***30**, 2503–2505 (2014).24812344 10.1093/bioinformatics/btu314PMC4147885

[116] Yu, G., Wang, L.-G. & He, Q.-Y. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics***31**, 2382–2383 (2015).25765347 10.1093/bioinformatics/btv145

[117] Leek, J. T., Johnson, W. E., Parker, H. S., Jaffe, A. E. & Storey, J. D. The sva package for removing batch effects and other unwanted variation in high-throughput experiments. *Bioinformatics***28**, 882–883 (2012).22257669 10.1093/bioinformatics/bts034PMC3307112

[118] Dixon, P. VEGAN, a package of R functions for community ecology. *J. Veg. Sci.***14**, 927–930 (2003).

[119] Oksanen, J. et al. vegan: Community Ecology Package. *CRAN*. R package version 2.6-8, https://CRAN.R-project.org/package=vegan (2024).

[120] Pedersen, T. ggraph: An Implementation of Grammar of Graphics for Graphs and Networks. *CRAN*. R package version 2.2.1, https://CRAN.R-project.org/package=ggraph (2024).

[121] Heinz, S. et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell***38**, 576 (2010).20513432 10.1016/j.molcel.2010.05.004PMC2898526

# Supplementary material for: Transcriptional and epigenetic rewiring by the NUP98::KDM5A fusion oncoprotein directly activates CDK12
**Source:** Nat Commun. 2025 May 19;16:4656. doi: 10.1038/s41467-025-59930-9

## **Inventory of Supplementary Information**

- Supplementary Figures and Supplementary Figure Legends
- Uncropped scans of Supplementary Figures 2H and 3B

**A**

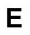| Rank | Motif                                                                               | p-value | % of targets | % of background | best match (TF family) |
|------|-------------------------------------------------------------------------------------|---------|--------------|-----------------|------------------------|
| 1    |  | 1e-152  | 30.35%       | 9.08%           | GATA-2 (GATA)          |
| 2    |  | 1e-48   | 10.36%       | 3.06%           | JunB (AP-1)            |
| 3    | 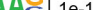 | 1e-39   | 33.63%       | 20.66%          | RUNX1 (RUNX)           |
| 4    |  | 1e-23   | 10.67%       | 4.95%           | TFAP4 (bHLH-ZIP)       |

| Rank | Motif | p-value | % of targets | % of background | best match (TF family) |
|------|-------|---------|--------------|-----------------|------------------------|
| 1    |       | 1e-747  | 35.86%       | 8.64%           | PU.1 (ETS)             |
| 2    |       | 1e-307  | 9.53%        | 1.23%           | IRF8 (IRF)             |
| 3    |       | 1e-251  | 24.25%       | 9.36%           | RUNX1 (RUNX)           |
| 4    |       | 1e-97   | 6.51%        | 1.84%           | CEBPD (C/EBP)          |

**C**

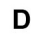

Expression of genes associated with 1921 more accessible regions

| Cell Line           | Group      | Median | Q1   | Q3    | Min  | Max   | Outliers                                        |
|---------------------|------------|--------|------|-------|------|-------|-------------------------------------------------|
| UBTF alteration     | non-NUP98r | ~7.8   | ~4.5 | ~10.5 | ~3.5 | ~19.5 | None                                            |
|                     | NUP98r     | None   | None | None  | None | None  | None                                            |
| KMT2A rearrangement | non-NUP98r | ~7.8   | ~4.5 | ~10.5 | ~3.5 | ~22.5 | ~19.0, ~19.5, ~20.0, ~20.5, ~21.0, ~21.5, ~22.0 |
|                     | NUP98r     | None   | None | None  | None | None  | None                                            |
| CBFβ::MYH11         | non-NUP98r | ~7.8   | ~4.5 | ~10.5 | ~3.5 | ~20.5 | ~19.5, ~20.0, ~20.5                             |
|                     | NUP98r     | None   | None | None  | None | None  | None                                            |
| DEK::NUP214         | non-NUP98r | ~7.8   | ~4.5 | ~10.5 | ~3.5 | ~19.5 | ~19.0, ~19.5                                    |
|                     | NUP98r     | None   | None | None  | None | None  | None                                            |
| RUNX1::RUNX1T1      | non-NUP98r | ~7.8   | ~4.5 | ~10.5 | ~3.5 | ~22.5 | ~19.0, ~19.5, ~20.0, ~20.5, ~21.0, ~21.5, ~22.0 |
|                     | NUP98r     | None   | None | None  | None | None  | None                                            |
| CEBPA alteration    | non-NUP98r | ~7.8   | ~4.5 | ~10.5 | ~3.5 | ~19.0 | None                                            |
|                     | NUP98r     | None   | None | None  | None | None  | None                                            |
| CBFA2T3::GLIS2      | non-NUP98r | ~7.8   | ~4.5 | ~10.5 | ~3.5 | ~19.5 | ~19.0, ~19.5                                    |
|                     | NUP98r     | None   | None | None  | None | None  | None                                            |
| NUP98 rearrangement | non-NUP98r | ~7.8   | ~4.5 | ~10.5 | ~3.5 | ~19.0 | ~20.5, ~21.0                                    |
|                     | NUP98r     | ~8.0   | ~4.5 | ~10.5 | ~3.5 | ~19.0 | ~20.5, ~21.0                                    |
| NPM1 alteration     | non-NUP98r | ~7.8   | ~4.5 | ~10.5 | ~3.5 | ~19.5 | ~19.0, ~19.5                                    |
|                     | NUP98r     | None   | None | None  | None | None  | None                                            |
| MECOM rearrangement | non-NUP98r | ~8.2   | ~5.0 | ~10.5 | ~3.5 | ~18.5 | None                                            |
|                     | NUP98r     | None   | None | None  | None | None  | None                                            |
| NUP98::KDM5A        | non-NUP98r | ~8.2   | ~4.5 | ~10.5 | ~3.5 | ~18.5 | None                                            |
|                     | NUP98r     | ~8.5   | ~4.5 | ~10.5 | ~3.5 | ~18.5 | None                                            |

### **Supplementary Figure 1. Epigenomic analysis of AML patient data reveals *NUP98* fusion-specific patterns**

**(A)** Principal component analysis of ATAC-seq data with FAB type and **(B)** fusion oncoprotein annotation for pediatric AML samples. **(C)** ATAC-seq profile plots showing 6054 less accessible regions in *NUP98* fusion-expressing AML vs. GMPs. **(D)** Expression of genes associated with the 1921 more accessible regions in pediatric AML patients from the St. Jude Cloud data repository. Data are presented as boxplots where the center line represents the median, the bounds of the box indicate the first (25th percentile) and third (75th percentile) quartiles and the whiskers extend to 1.5 \* inter-quartile range from the hinges. Data points beyond this range are shown as individual dots and represent outliers. **(E)** ChIP-seq signal of *NUP98::KDM5A* chromatin binding at mouse homologs of genes associated with the 1921 more accessible regions (Wilcoxon rank sum test with continuity correction). Data are presented as boxplots where the center line represents the median, the bounds of the box indicate the first (25th percentile) and third (75th percentile) quartiles and the whiskers extend to 1.5 \* inter-quartile range from the hinges. Data points beyond this range are shown as individual dots and represent outliers. **(F)** *De novo* motif enrichment analysis of transcription factor binding motifs in the 1921 more and 6054 less accessible regions in *NUP98*-rearranged AML vs. GMP. (HSPC, Hematopoietic Stem and Progenitor Cell, HSC, Hematopoietic Stem Cell, GMP, Granulocyte-Monocyte Progenitor). Source data are provided as a Source Data file.

## Supplementary Figure 2

**A**

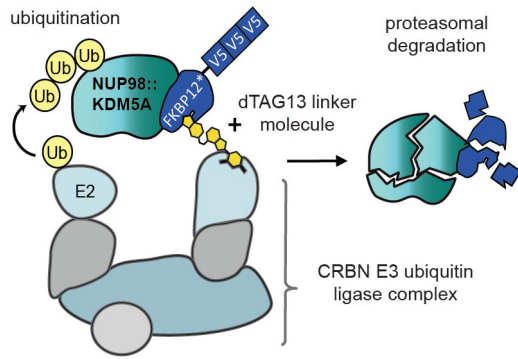

**B**

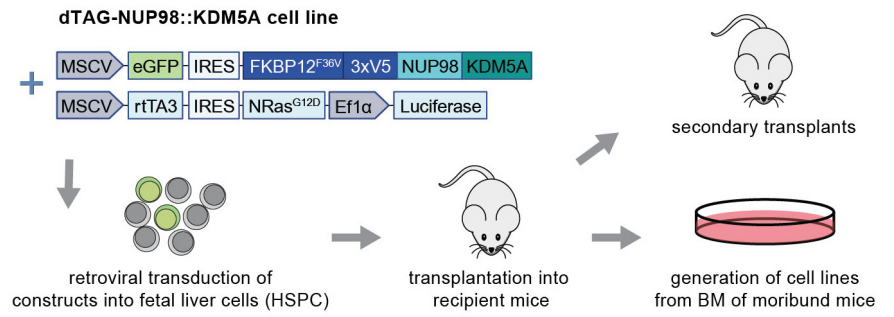

**C**

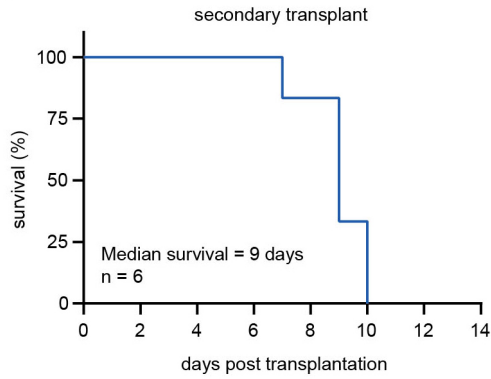

**D**

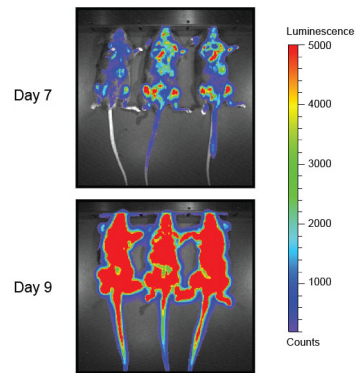

**E**

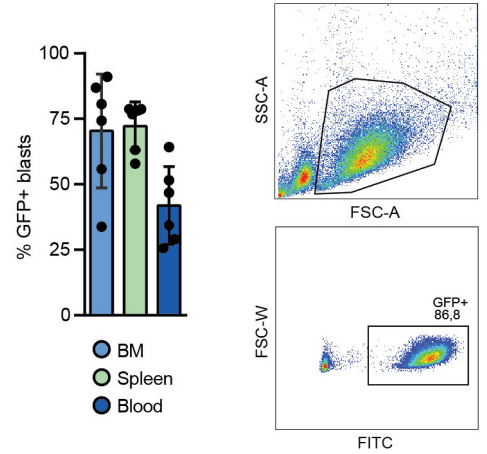

**F**

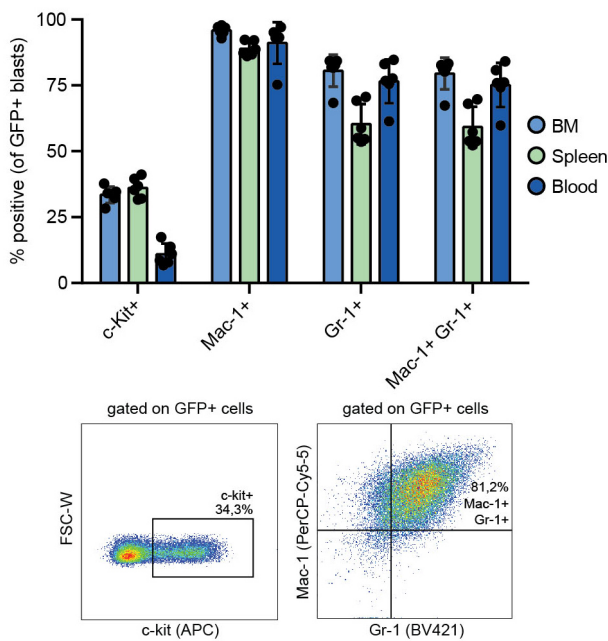

**G**

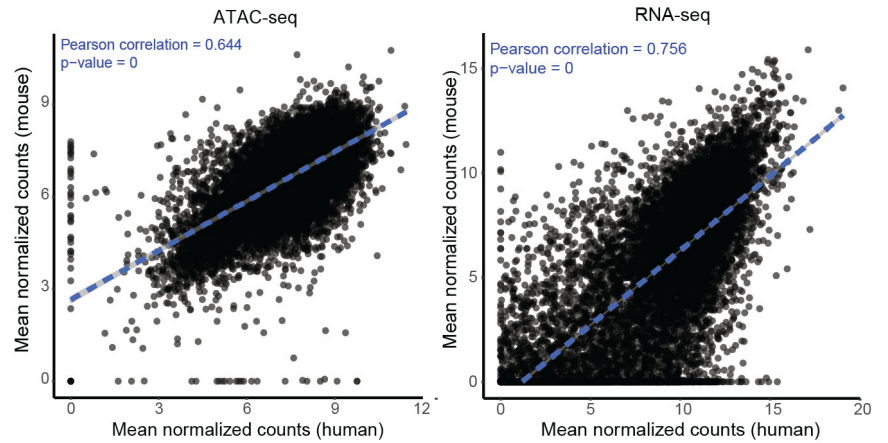

**H**

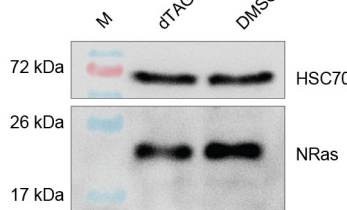

**I**

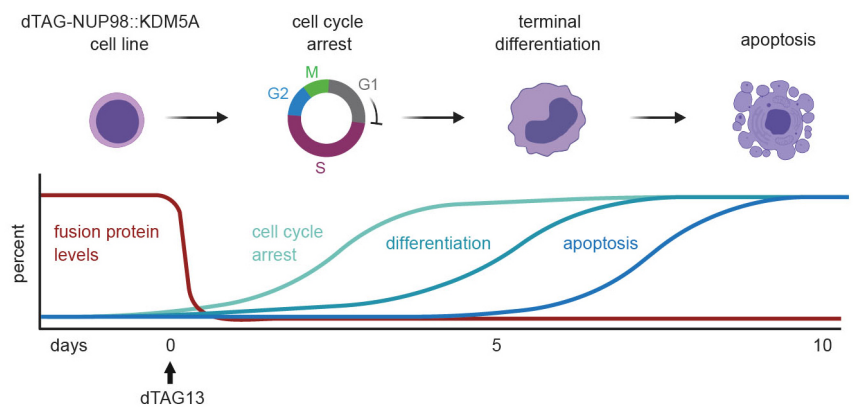

## Supplementary Figure 2. Establishment of a ligand-inducible NUP98::KDM5A degradation AML model

(A) Schematic overview of the dTAG-NUP98::KDM5A model. (B) Scheme of used constructs and development of the dTAG-NUP98::KDM5A model. (C) Kaplan-Meier curve of recipient mice transplanted with dTAG-NUP98::KDM5A + *Nras*<sup>G12D</sup> fetal liver cells (n = 6). (D) Live-imaging of bioluminescence signal in recipient mice transplanted with dTAG-NUP98::KDM5A + *Nras*<sup>G12D</sup> fetal liver cells at day 7 and day 9 post transplantation. (E) Flow cytometric analysis of bone marrow, spleen and blood from moribund mice showing the percentage of GFP-positive blasts (n = 6, mean ± SD) (F) and the percentage of c-Kit, Mac-1 and Gr-1 surface marker-expressing GFP-positive blasts including representative flow cytometry plots (n = 6, mean ± SD). (G) Pearson correlation of ATAC-seq and RNA-seq data between NUP98::KDM5A patient samples and dTAG-NUP98::KDM5A cells. (H) Western blot analysis of dTAG-NUP98::KDM5A cells treated with dTAG13 (35 nM, 24h) using antibodies against NRas and HSC70. M = protein marker, (n = 1). (I) Schematic overview summarizing the data from cell cycle, differentiation and apoptosis analysis over time after dTAG13-induced degradation of NUP98::KDM5A. (CRBN, cereblon, HSPC, Hematopoietic Stem and Progenitor Cell, BM, bone marrow, kDa, kilodalton, SSC-A, side scatter area, FSC-w, forward scatter width, FITC, Fluorescein isothiocyanate). Parts of the figure were created in BioRender. Grebien, F. (2025) <https://BioRender.com/n74j643>. Source data are provided as a Source Data file.

Supplementary Figure 3

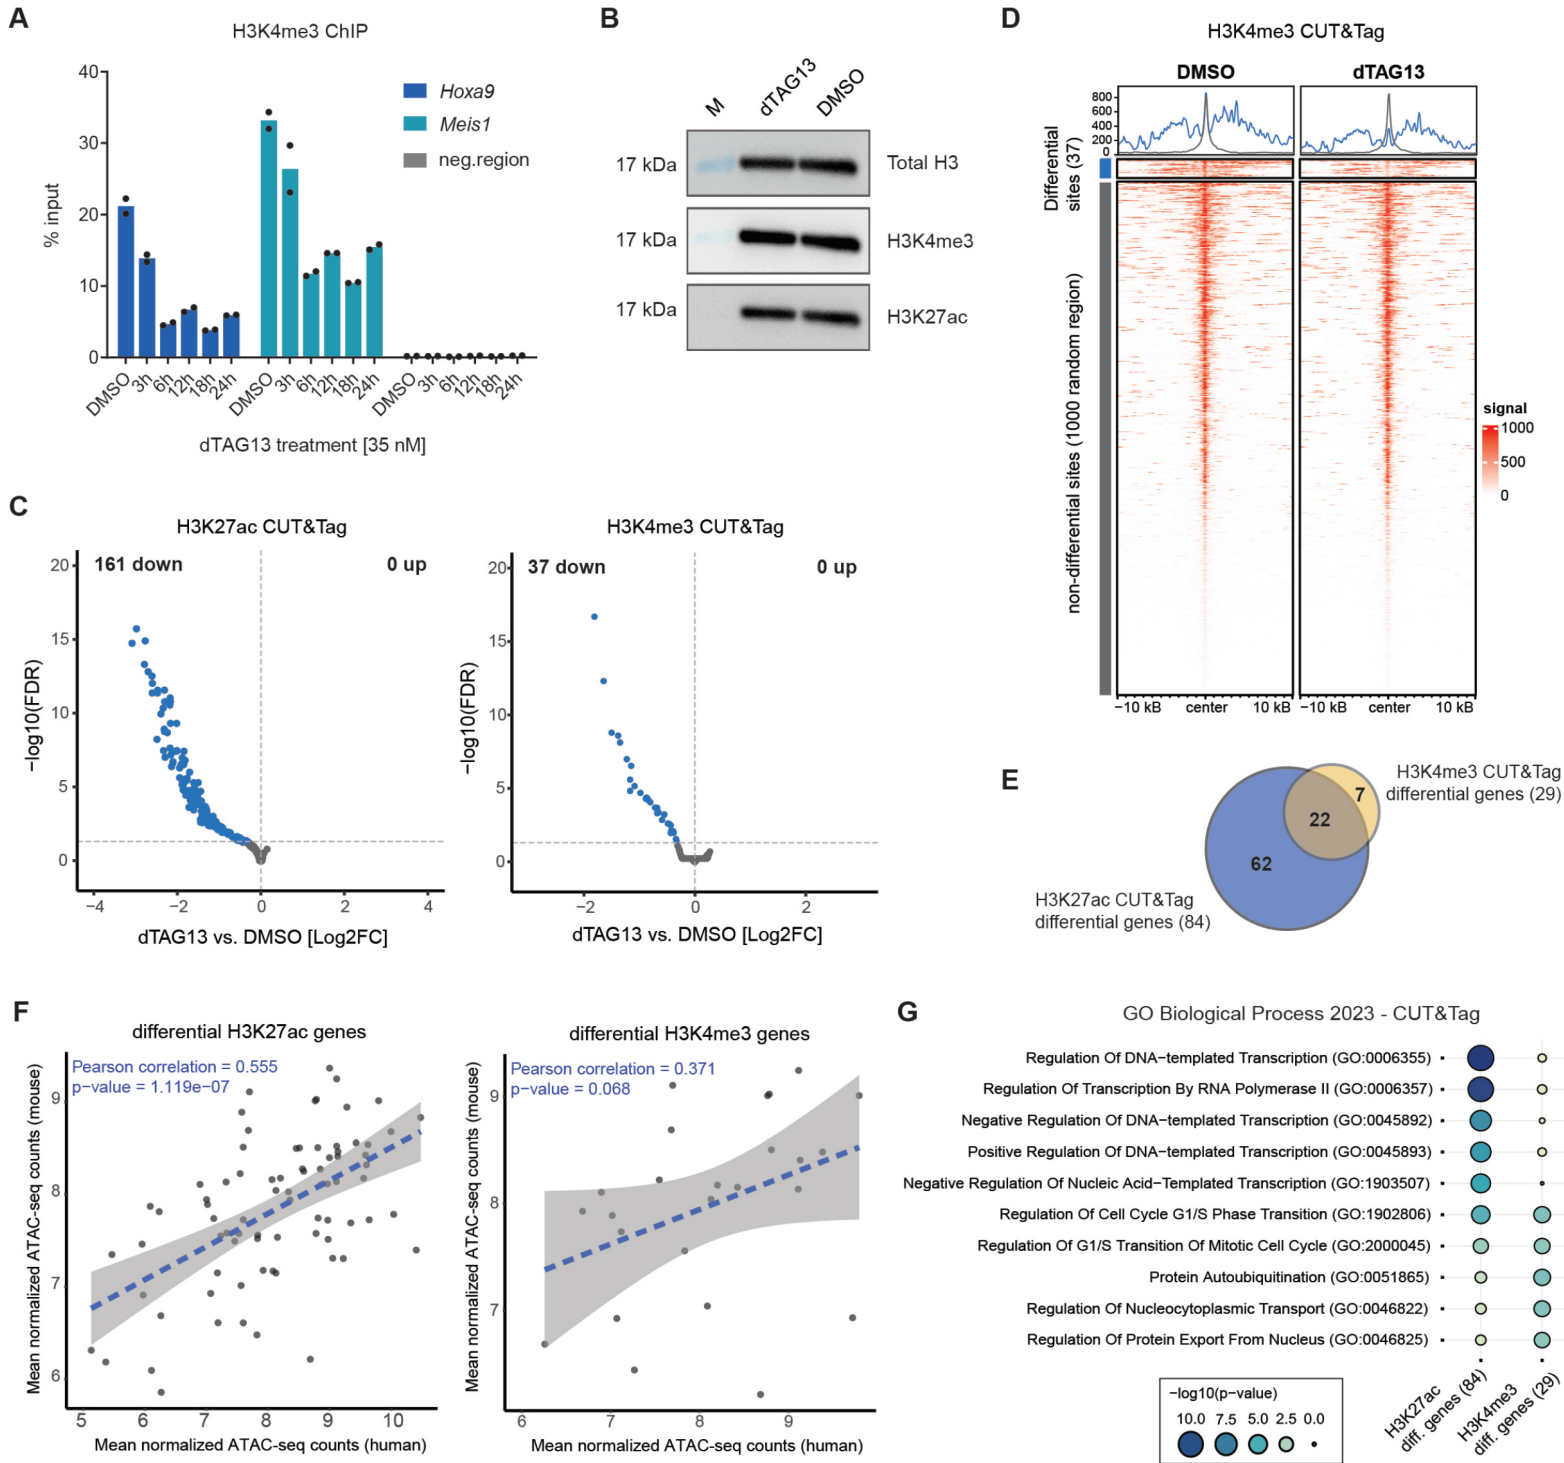

### **Supplementary Figure 3. NUP98::KDM5A maintains activating H3K27ac and H3K4me3 marks**

**(A)** H3K4me3 ChIP-qPCR in dTAG-NUP98::KDM5A cells for *Hoxa9* and *Meis1* promoter regions and a negative region after treatment with dTAG13 for indicated time points compared to DMSO (n = 2 technical replicates). **(B)** Western blot analysis of dTAG-NUP98::KDM5A cells treated with dTAG13 (35 nM, 24h) using antibodies against total H3, H3K27ac and H3K4me3. M = protein marker, (n = 1). **(C)** Volcano plot of H3K27ac and H3K4me3 CUT&Tag data in dTAG-NUP98::KDM5A cells showing log<sub>2</sub>FC and  $-\log_{10}(\text{FDR})$  values after 8h of dTAG13 treatment compared to DMSO (n = 3, statistical analysis and p-value calculations were performed using DiffBind). **(D)** Heatmaps and profile-plots of H3K4me3 CUT&Tag data of dTAG13 (35 nM) and DMSO-treated dTAG-NUP98::KDM5A cells showing significantly downregulated sites compared to 1000 random sites with no significant changes (n = 3, FDR < 0.05). **(E)** Intersection of CUT&Tag data showing the overlap of genes with differential H3K27ac and H3K4me3 signals after dTAG13 treatment compared to DMSO. **(F)** Pearson correlation of ATAC-seq data between NUP98::KDM5A patient samples and dTAG-NUP98::KDM5A cells showing the 84 differential H3K27ac and 29 differential H3K4me3 genes (the dashed line represents the linear regression fit and the shaded region around the line shows the 95% confidence interval). **(G)** Gene ontology analysis of CUT&Tag data showing top enriched terms of genes with differential H3K27ac and H3K4me3 signals after dTAG13 treatment compared to DMSO (GO Biological Process 2023). Source data are provided as a Source Data file.

Supplementary Figure 4

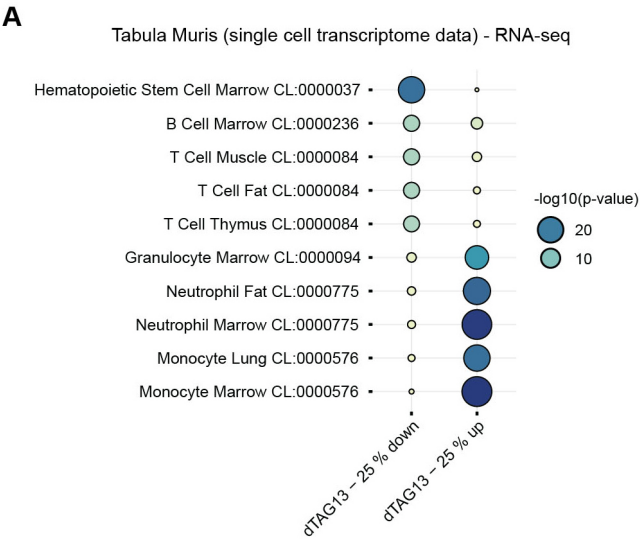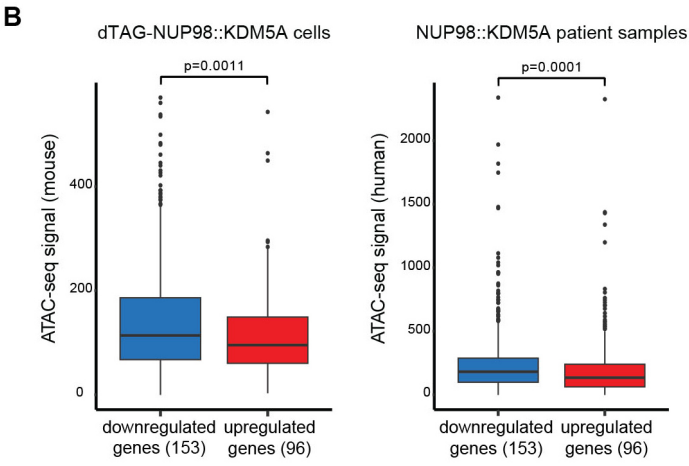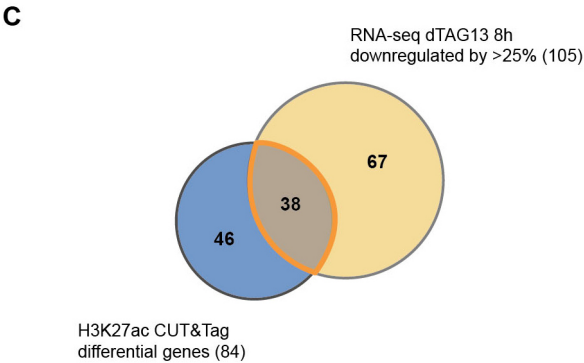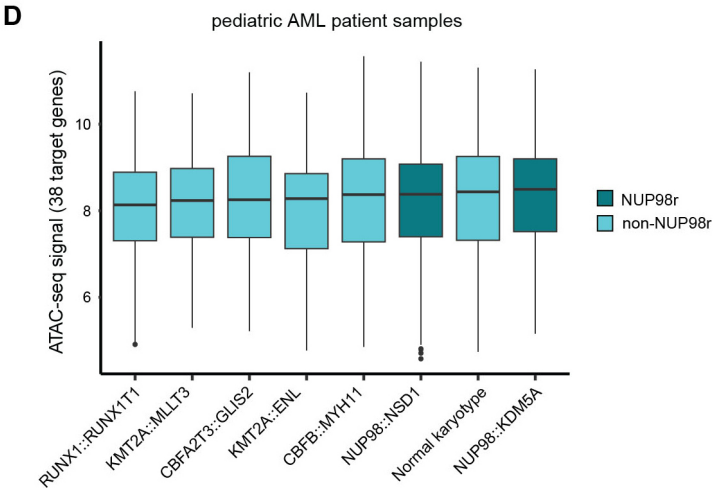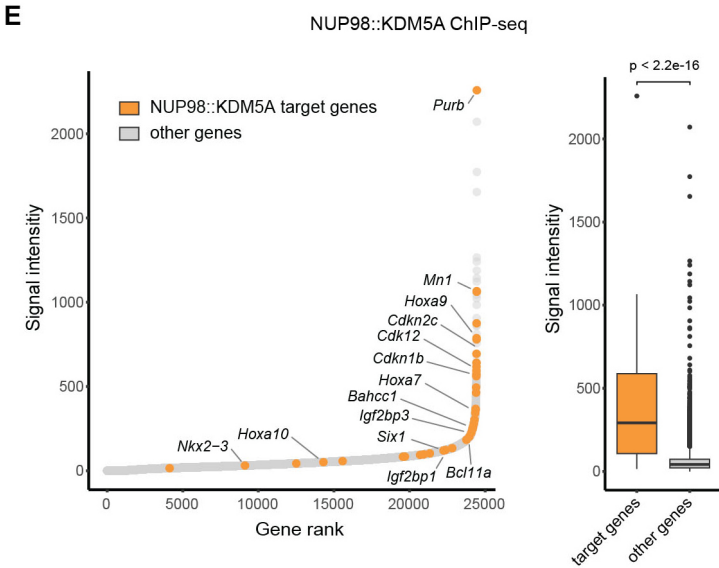

#### **Supplementary Figure 4. NUP98::KDM5A degradation induces global gene expression changes**

**(A)** Gene ontology analysis of RNA-seq data showing top enriched terms of the 25% up- and downregulated genes after dTAG13 treatment compared to DMSO (Tabula Muris). **(B)** ATAC-seq signal of regions associated with 153 downregulated and 96 upregulated genes after 24h dTAG13 treatment in dTAG-NUP98::KDM5A cells and NUP98::KDM5A patient samples (Wilcoxon rank sum test). **(C)** Intersection of H3K27ac CUT&Tag data and RNA-seq data showing the overlap of genes with differential H3K27ac signals and the 25% downregulated genes after dTAG13 treatment compared to DMSO, revealing 38 NUP98::KDM5A target genes. **(D)** ATAC-seq signal of regions associated with the 38 NUP98::KDM5A target genes in pediatric AML patient samples. **(E)** Hockey stick plot of ChIP-seq data of global NUP98::KDM5A chromatin binding in a HA-NUP98::KDM5A-expressing cell line with anti-HA antibody (left). All genes were ranked according to their normalized read signal, including a quantitative box plot representation (right, Wilcoxon rank sum test with continuity correction). For (B,D,E right): Data are presented as boxplots where the center line represents the median, the bounds of the box indicate the first (25th percentile) and third (75th percentile) quartiles and the whiskers extend to 1.5 \* inter-quartile range from the hinges. Data points beyond this range are shown as individual dots and represent outliers. Source data are provided as a Source Data file.

## Supplementary Figure 5

**A**

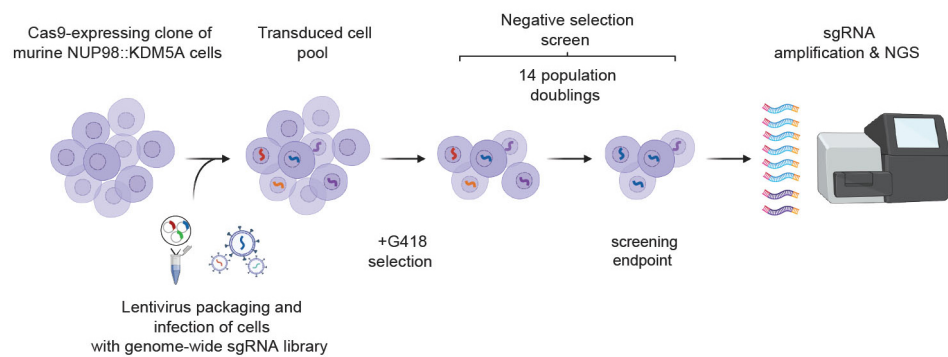

**B**

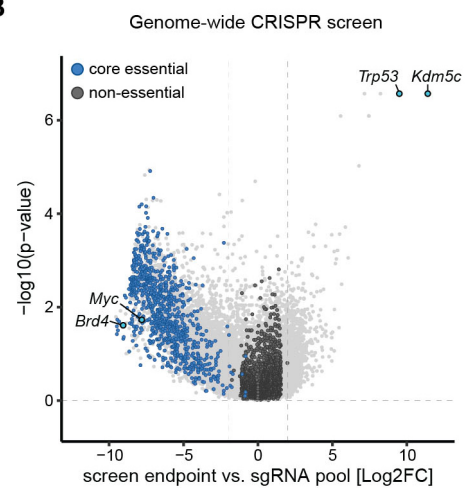

**Supplementary Figure 5. Workflow of a genome-wide CRISPR/Cas9 loss-of-function screen in a NUP98::KDM5A-dependent cell line**

**(A)** Schematic overview of the workflow of a genome-wide CRISPR loss-of-function screen in a Cas9-expressing clone of a NUP98::KDM5A-dependent cell line. **(B)** Volcano plot of genome-wide CRISPR/Cas9 screen data showing the log<sub>2</sub>FC and  $-\log_{10}(\text{p-value})$  values of mean sgRNA abundance at the screen endpoint vs. the sgRNA pool, highlighting core-essential and non-essential genes (differential regions were identified using the R package DiffBind, applying DESeq2). 

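In this volcano plot each point is a gene, the horizontal axis gives the log2FC of its sgRNAs at the endpoint against the plasmid pool, and the vertical axis grows as the p-value falls. Core-essential genes are needed by most cell types and should lose their sgRNAs, and non-essential genes are not needed in the cells studied and should keep them. The same contrast was measured with proteasome subunits, of which 31 of 33 were depleted. Over all 33 the values ran from -9.71 for Psma7 to -1.74 for Psmd8, which did not pass the threshold, with a median of -7.84 (-4.74 with the floor). The area under the ROC curve for proteasome subunits was 0.950 (95% bootstrap interval 0.915 to 0.976) against 243 vomeronasal receptor genes and 0.961 (0.931 to 0.986) against 116 genes of tissue-restricted families. Against the 3 olfactory receptor genes it was 0.960 (0.859 to 1).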

Parts of the figure were created in BioRender. Grebien, F. (2025). <https://BioRender.com/m67n802>. Source data are provided as a Source Data file.

# Supplementary Figure 6

**A**

NUP98::KDM5A patient samples

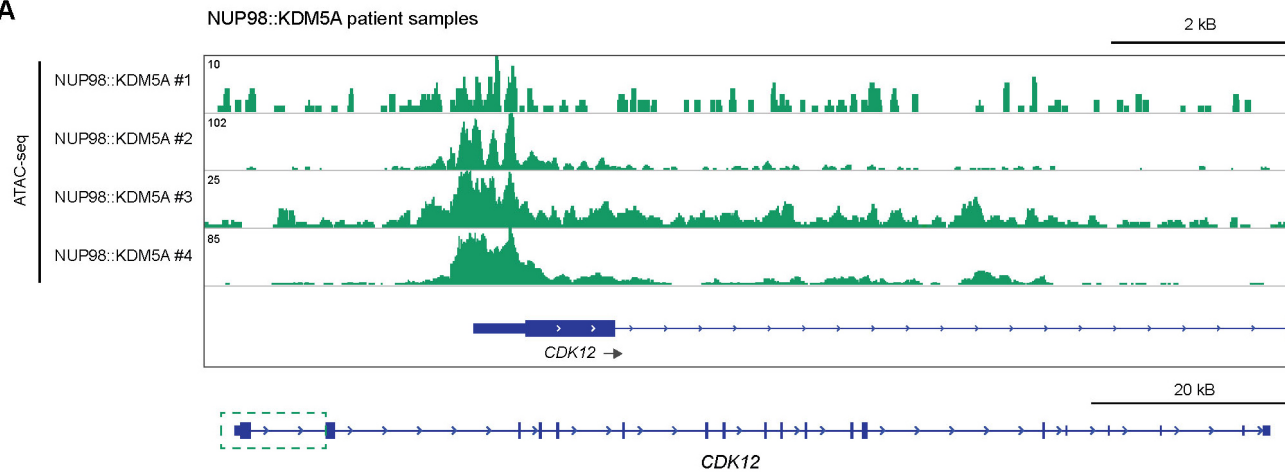

**B**

KMT2A::MLLT3

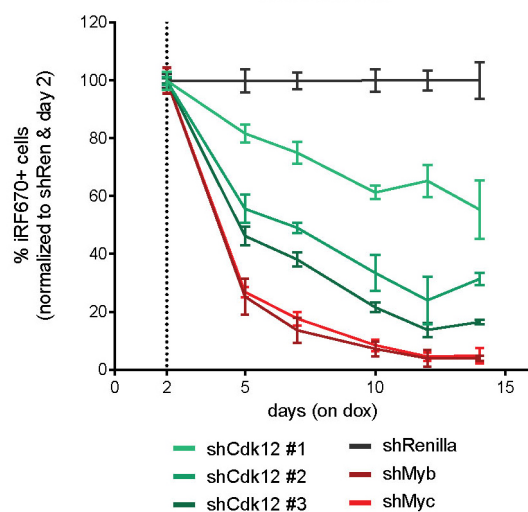

**C**

CEBPA N/N mutant

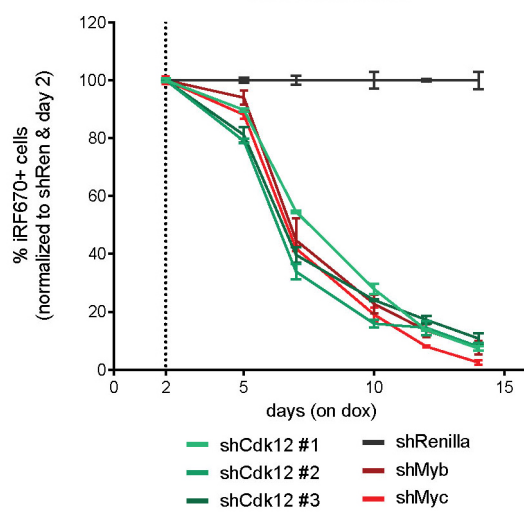

**D**

CD45.2

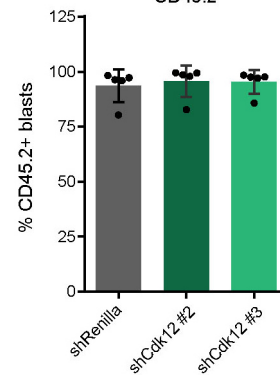

**E**

Live

Single cells

CD45.2 (AML cells)

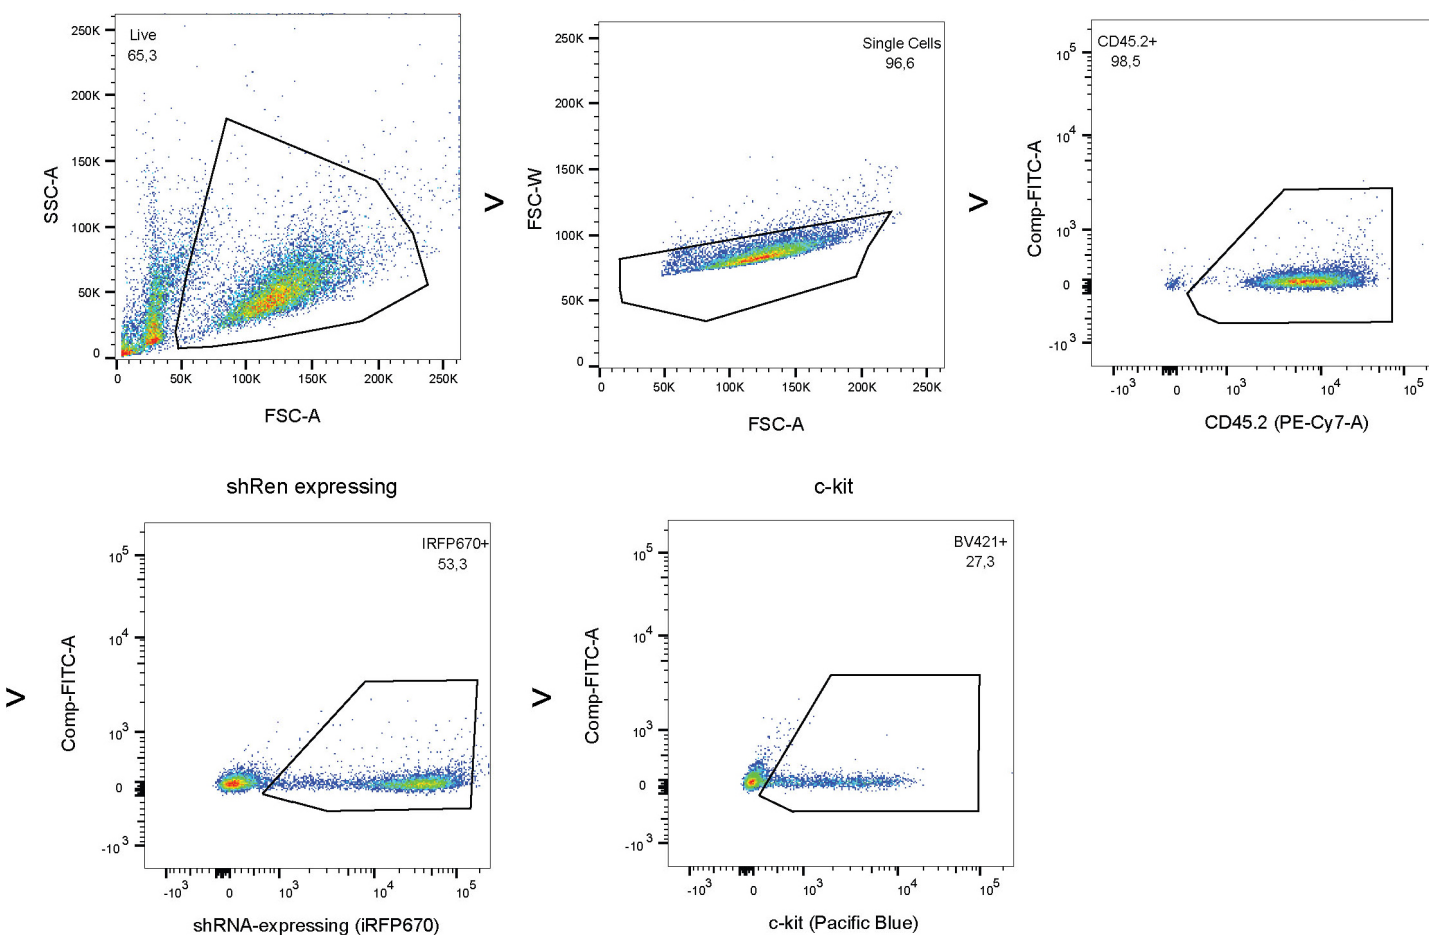

### **Supplementary Figure 6. CDK12 in AML patient samples and murine AML cell lines**

**(A)** Representative IGV tracks of ATAC-seq data from NUP98::KDM5A patient samples showing the *CDK12* locus. **(B)** Competition-based proliferation assay upon doxycycline-inducible shRNA-mediated knockdown of *Cdk12* in a murine KMT2A::MLLT3 AML cell line **(C)** and a murine N-terminal CEBPA mutant (*Cebpa*<sup>p30/p30</sup>) AML cell line, showing percentage of iRFP670-positive cells over 14 days (n = 3). **(D)** Flow cytometric analysis of BM of recipient mice showing the percentage of CD45.2 surface marker expression (n = 5, mean ± SD). **(E)** Gating strategy for plots shown in Figure 6G. Source data are provided as a Source Data file.

Supplementary Figure 7

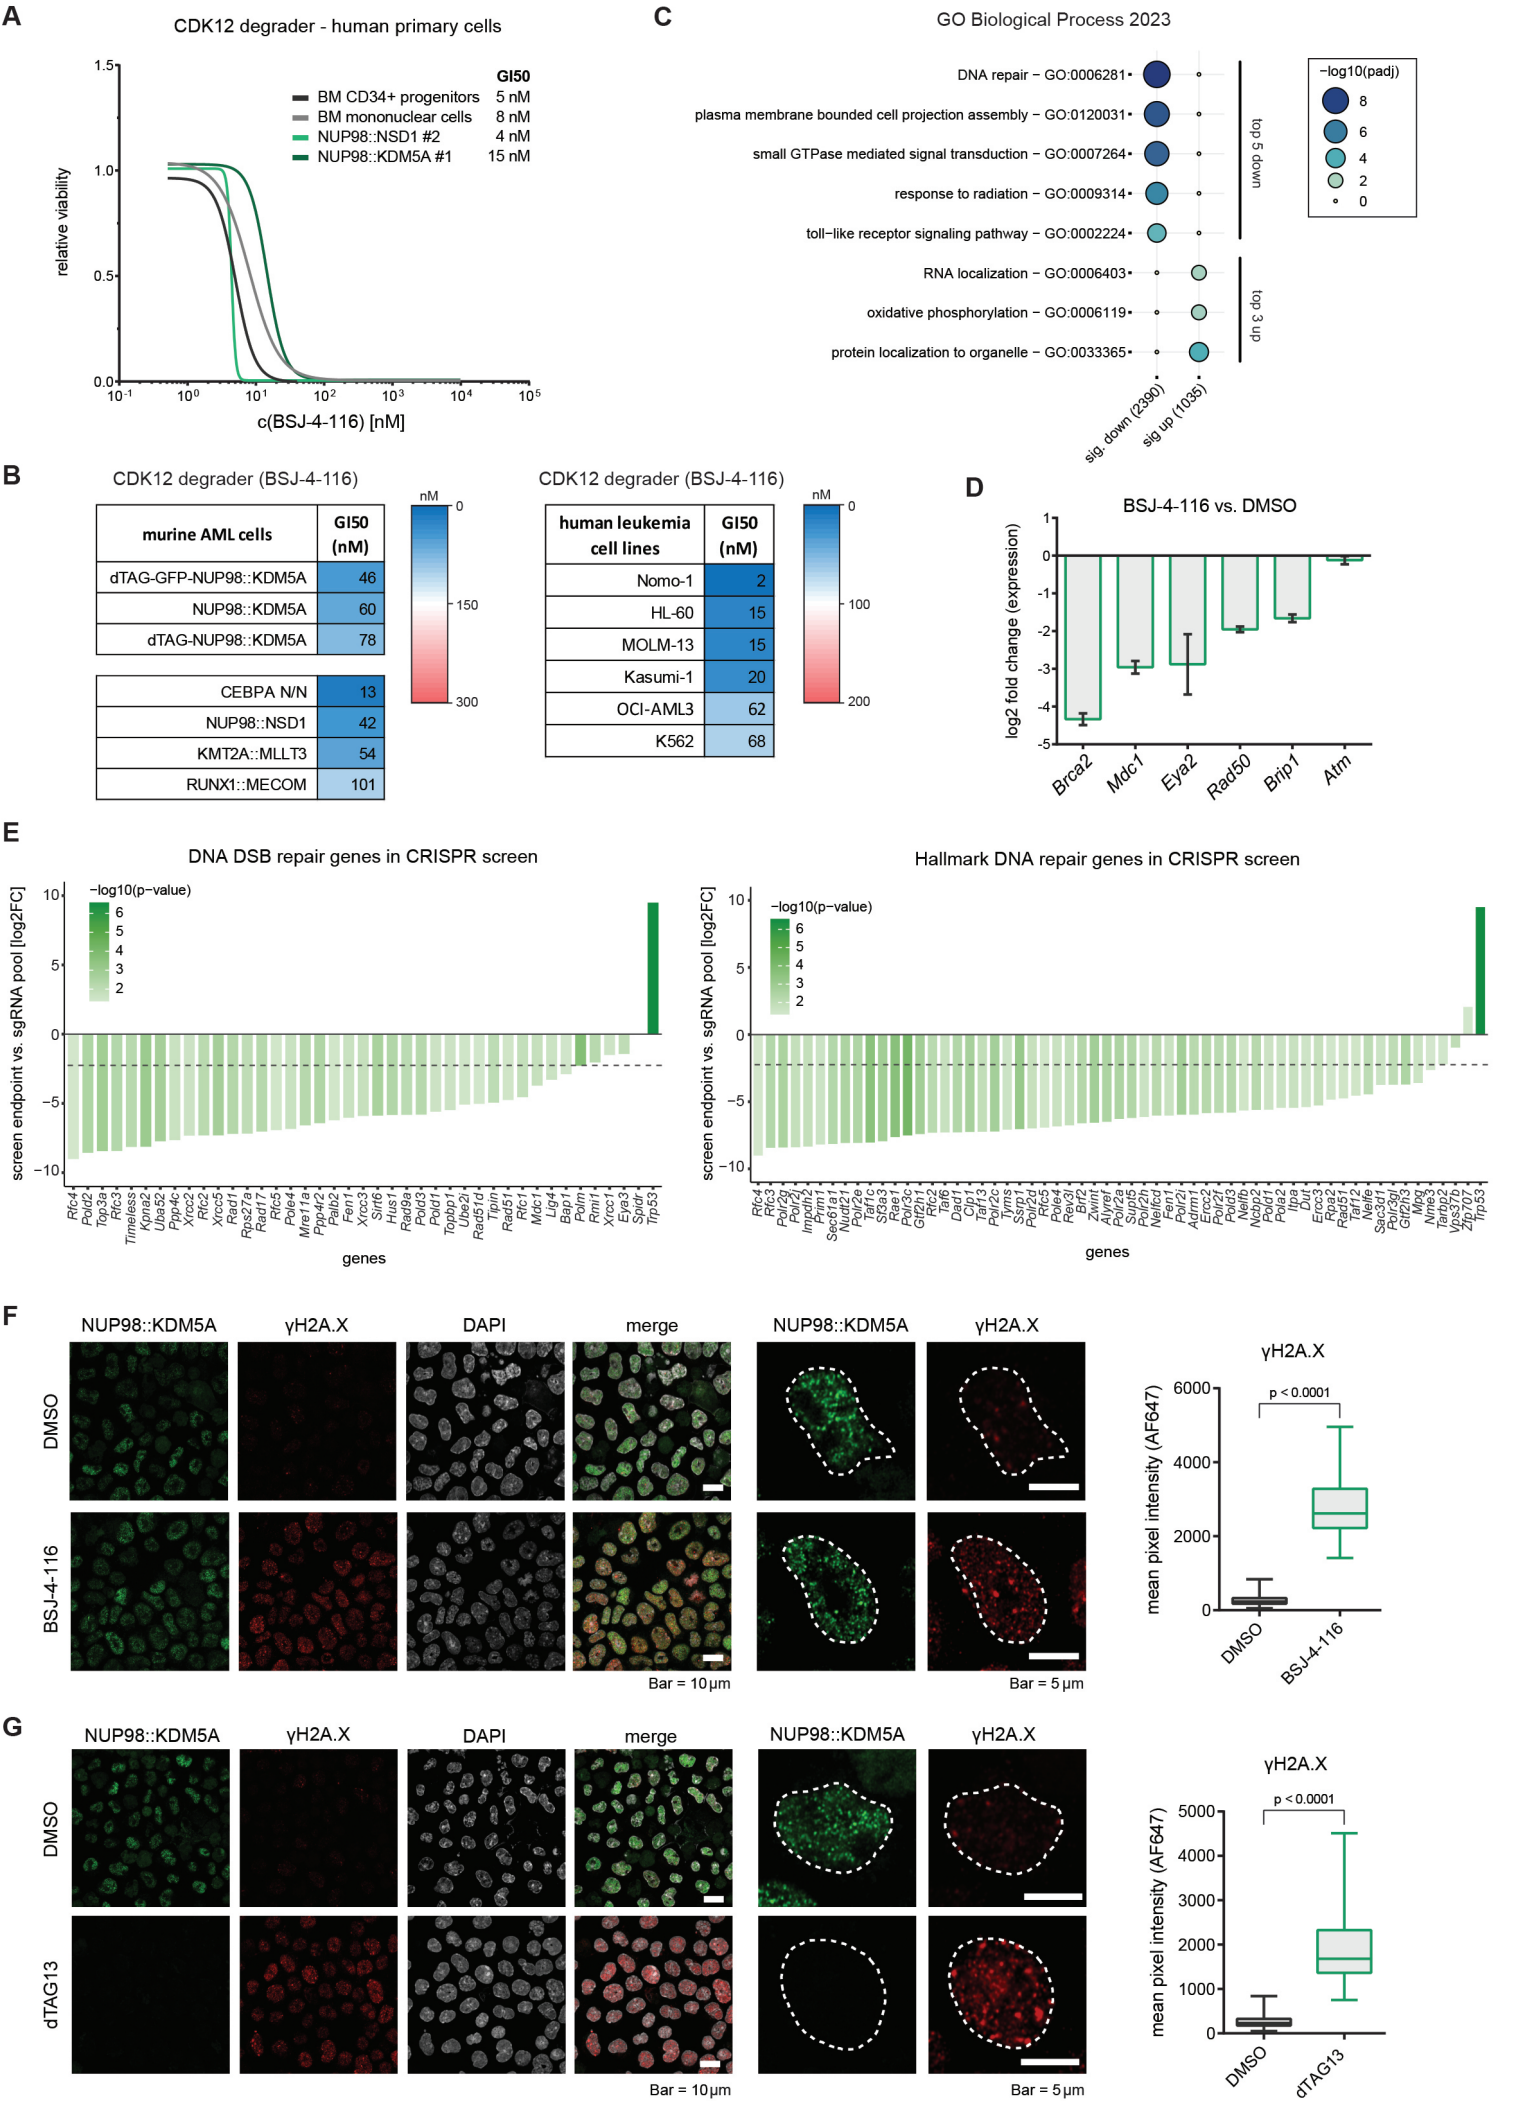

**Supplementary Figure 7. CDK12 dependency in NUP98::KDM5A-driven leukemia involves DNA repair**

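In the rank test of sgRNAs, 30 of 124 DNA repair genes (24.2%) had a permutation p under 0.05 toward depletion, against 11.2% of all genes, and 2 had one toward enrichment, Dclre1c and the nucleotide excision repair nuclease gene Ercc5 at 2.09. In 26 of the depleted repair genes every sgRNA was below 0. Among them, Wdr48, a cofactor of the deubiquitinase USP1 that acts on FANCD2, had -8.07 ± 2.39 (SD, n = 6, adjusted permutation p = 0.0246) and Gtf2h4 had -6.95. Brca2 had a permutation p of 0.0363 (adjusted p = 0.358), while Rad50 and Mdc1 had 0.204 and 0.308 in the same permutation test. The hallmark and Reactome gene sets themselves were not used here, so these counts are over 5 lists written by hand.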

**(A)** Viability assay of primary human NUP98-rearranged AML cells, healthy donor BM MNC and CD34+ progenitors treated with indicated concentrations of BSJ-4-116 for 3 days. **(B)** GI50 values from cell viability assays of murine AML cells and human leukemia cell lines treated with BSJ-4-116 for 3 days. **(C)** Gene ontology analysis of BSJ-4-116 vs. DMSO RNA-seq data (GO Biological Process 2023). **(D)** RNA-seq data of dTAG-NUP98::KDM5A cells treated with BSJ-4-116 (100 nM, 4h) compared to DMSO showing log<sub>2</sub>(FC) values of selected DNA damage repair genes (n = 4, mean ± SD). **(E)** Data from the NUP98::KDM5A genome-wide CRISPR screen showing genes of the hallmark DNA repair gene set and genes of the Reactome DNA double strand break repair gene set with significant log<sub>2</sub>FC values (p < 0.05). **(F)** Representative images of γH2A.X immunofluorescence staining of dTAG-GFP-NUP98::KDM5A cells treated with BSJ-4-116 (100 nM, 4h) Representative images of n = 8 samples. **(G)** or dTAG13 (35 nM, 72h), and quantification of γH2A.x signal. Midline represents the median, bounds of the box represent the interquartile range (Q1 to Q3), and whiskers represent minimum and maximum values. (DMSO: n = 125 nuclei (technical replicates), dTAG13: n = 134 nuclei (technical replicates), unpaired t-test, right). Representative images of n = 8 samples. Source data are provided as a Source Data file.

Supplementary Figure 8

A

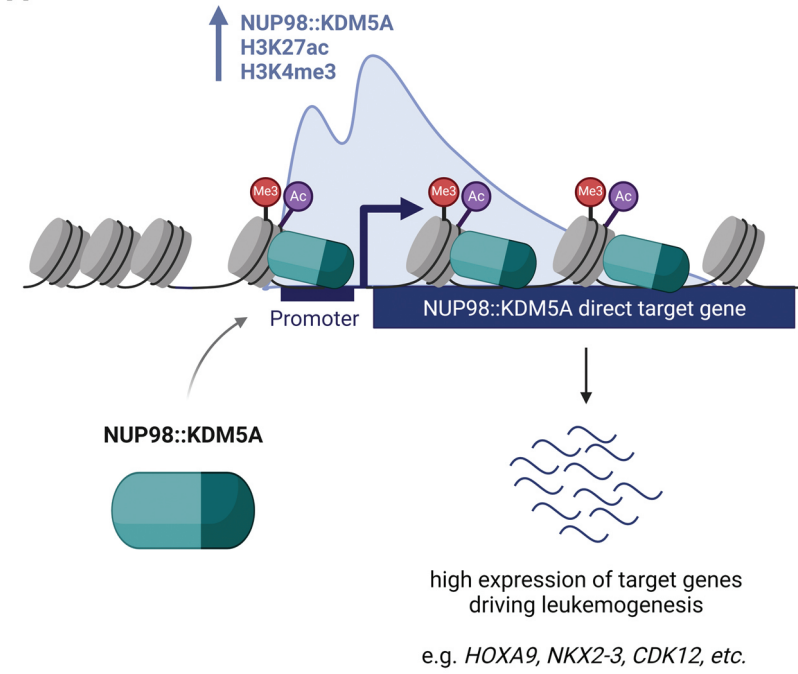

B

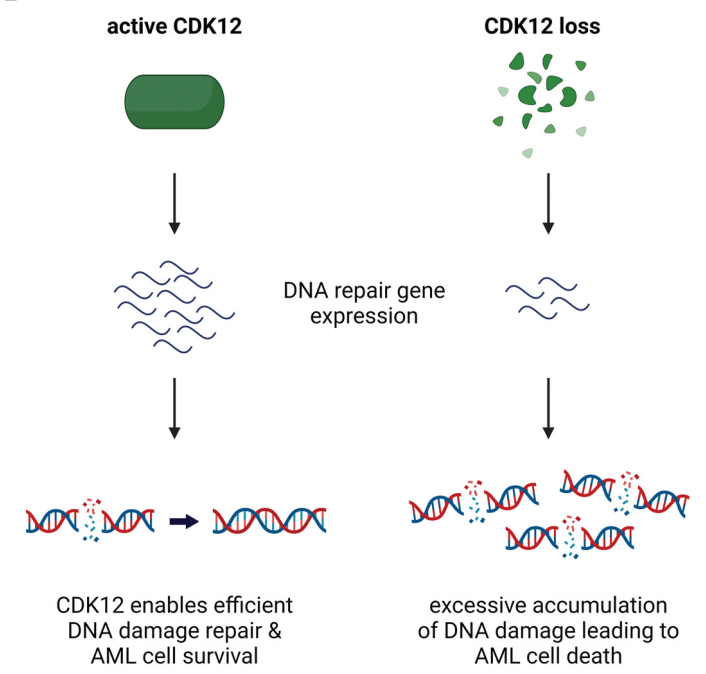

**Supplementary Figure 8. Transcriptional and epigenetic rewiring by the NUP98::KDM5A fusion oncoprotein directly activates CDK12 and involves DNA repair**

**(A)** Direct target genes of NUP98::KDM5A are bound by the fusion oncoprotein and are marked by activating H3K27ac and H3K4me3 histone modifications, thereby maintaining high expression of target genes driving leukemogenesis. **(B)** The direct NUP98::KDM5A target CDK12 enables efficient transcription of DNA repair genes and thus prevents excessive accumulation of DNA damage that might occur due to oncogene-induced replication stress, which is a described source of genomic instability. Parts of the figure were created in BioRender. Grebien, F. (2025) <https://BioRender.com/c87k575>.

Uncropped scans of blots in Supplementary Figure 2H and Supplementary Figure 3B

NRAS

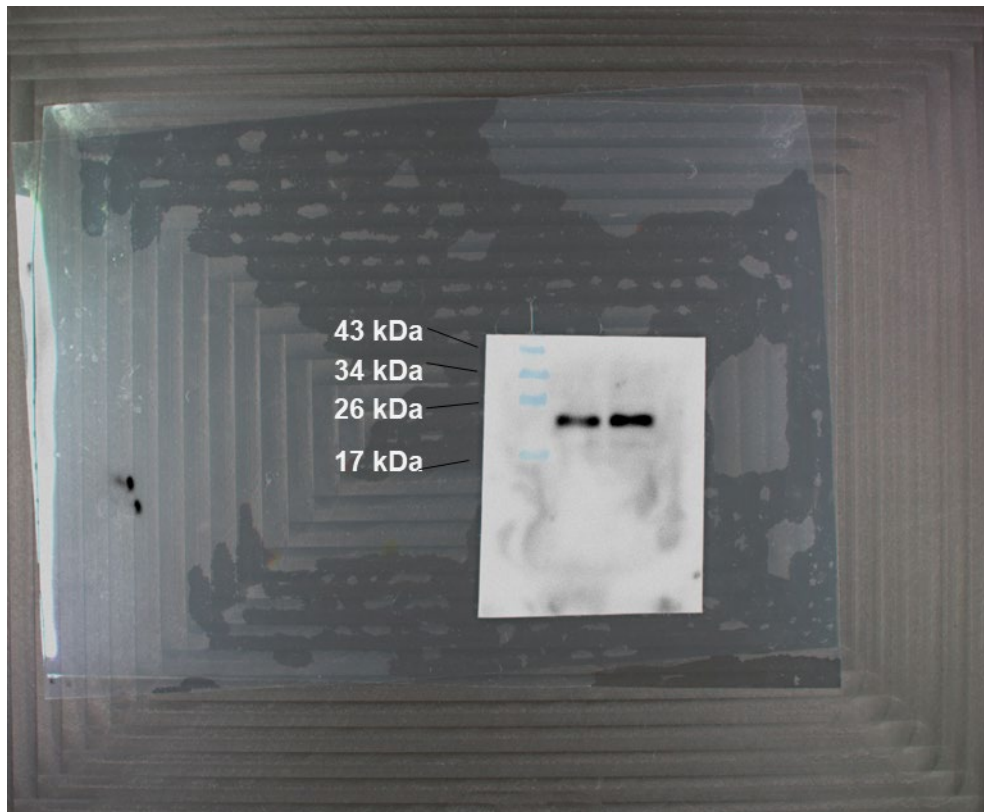

H3 and HSC70

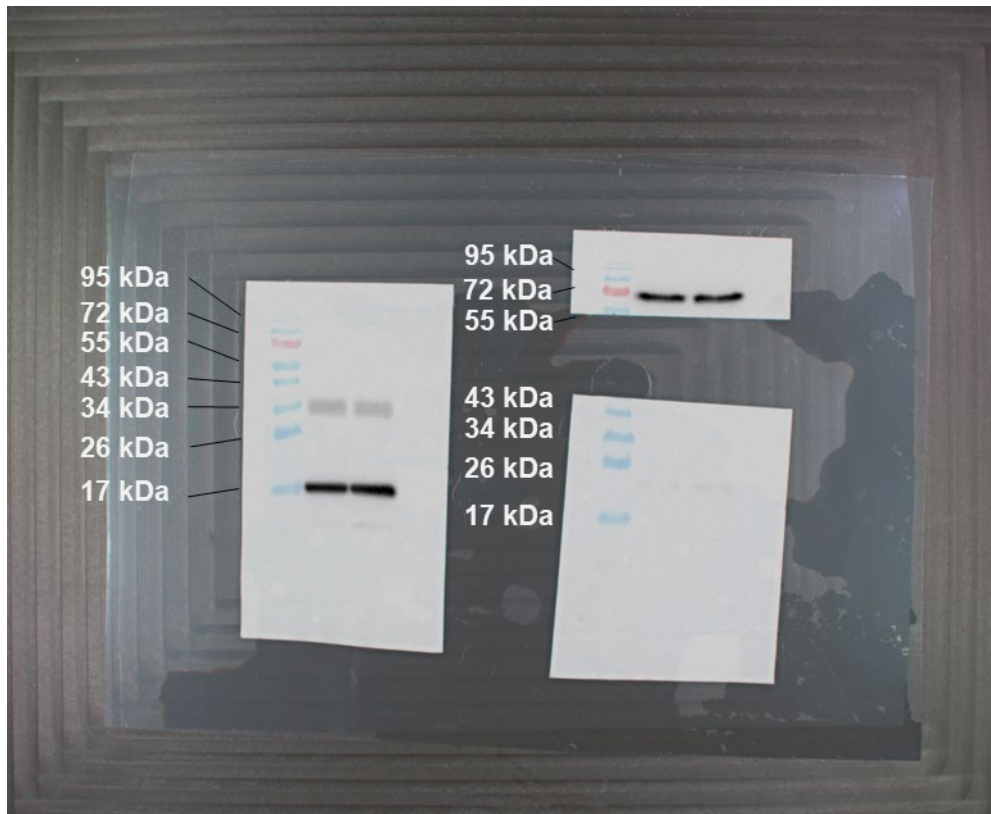

H3K27ac

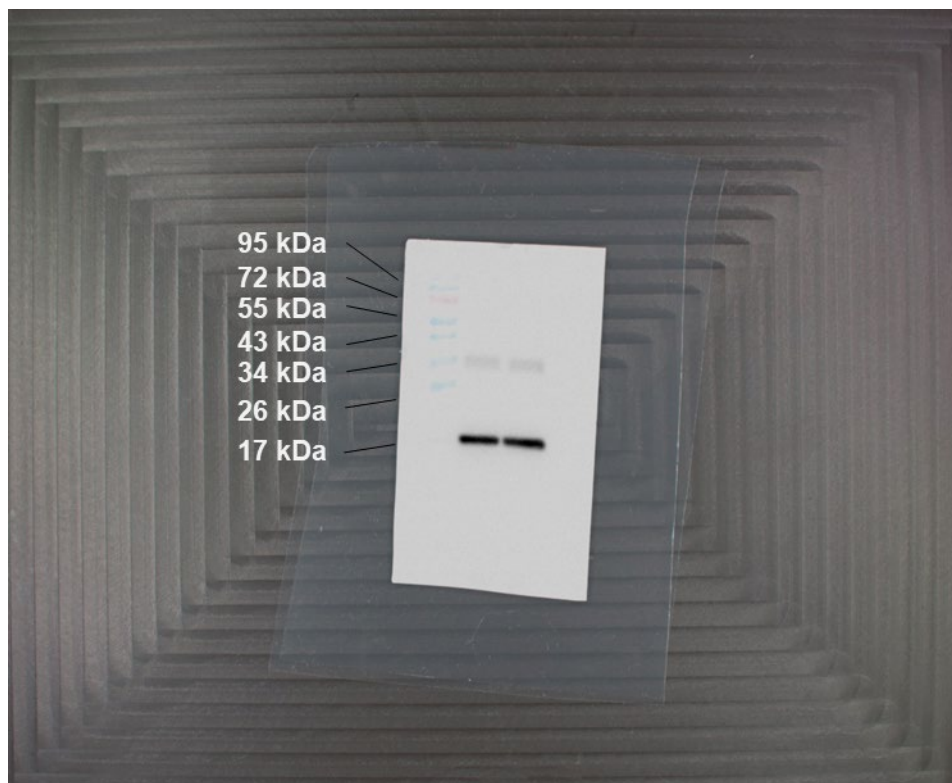

H3K4me3

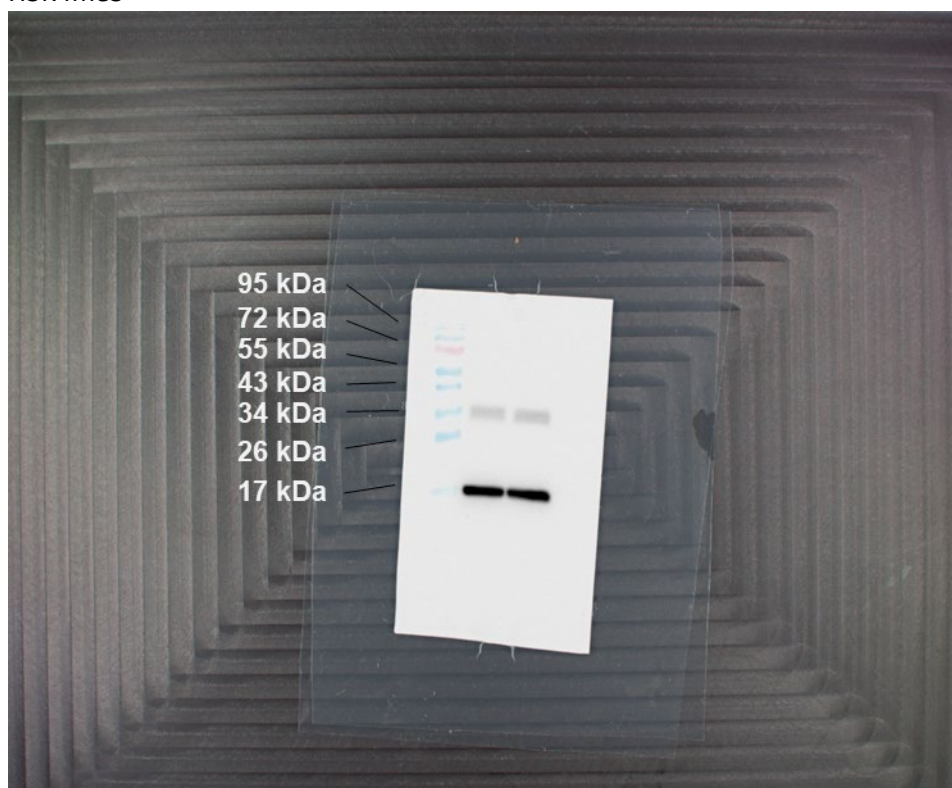

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Transcriptional and epigenetic rewiring by the NUP98::KDM5A fusion oncoprotein directly activates CDK12
**Source:** Nat Commun. 2025 May 19;16:4656. doi: 10.1038/s41467-025-59930-9
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>Genome wide CRISPR screen data was obtained with an Illumina HiSeqV4, nascent RNA-seq data with an Illumina NovaSeq SP and RNA-seq and CUT&amp;Tag data with an Illumina NextSeq2000 machine.</p> <p>Whole-body fluorescence imaging was performed with an IVIS optical imaging system (PerkinElmer, USA) using Living Image software.</p> <p>Flow cytometry: Samples were measured either with a FACS Canto II flow cytometer (BD Biosciences, Germany) using BD FACSDiva Software (v7.0) or an IntelliCyt IQueScreener Plus (BioScience, Sartorius Group, Germany) using Forecyt standard Edition 7.0 (R2) (7.0.7035).</p> <p>Cell viability: Determined using the CellTiter-Glo® Luminescent Cell Viability Assay (Promega, USA), on a Spark multimode microplate reader (TECAN, Switzerland) using SparkControl software (v2.3)</p> <p>Cytospins: Photographs were taken on a Zeiss Imager Z.1 microscope and images were processed using Zeiss ZEN software (Zeiss, Jena, Germany).</p> <p>Immunofluorescence microscopy: Images were acquired using an inverted confocal microscope with Airyscan super-resolution capability Zeiss LSM 880 Airyscan (Zeiss, Jena, Germany) and a 63x oil objective (Zeiss 63x/1.40 Plan-Apochr., Oil, DIC III) in Airyscan mode and Zen Black software.</p> <p>Real-time PCR analysis were performed on a Bio-Rad CFX96-Real-Time PCR Detection System.</p> |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Data analysis

Bioinformatic analysis of the genome wide CRISPR screen:

Raw .bam files underwent processing using the crispr-process-nf Nextflow pipeline, available at <https://github.com/ZuberLab/crispr-process-nf>, which included barcode trimming, filtering, and alignment using Bowtie2. The crispr-mageck-nf Nextflow pipeline, available at <https://github.com/ZuberLab/crispr-mageck-nf> incorporating MAGeCK, was employed for comprehensive analysis of the CRISPR screen data.

Bioinformatic analysis of the RNA-seq data:

Raw files underwent preprocessing using prinseq-lite (version 0.20.4). Subsequently, alignment against the mouse reference genome (mm10) was performed using STAR (version 2.7.9a). Post-processing and sorting of aligned reads was conducted using samtools (version 1.4). Counts per gene were obtained utilizing featureCounts (version 2.0.3) from the subread package. Normalized expression levels and identification of differentially expressed genes were calculated using the DESeq2 R package. Heatmaps depicting expression patterns were created using the heatmap.2 function from the gplots R package. Time-series plots illustrating dynamic expression changes over time were generated using the maSigPro R library. Gene set enrichment analysis was performed with GSEA software (version 4.3.2). GO-enrichment was performed with EnrichR and g:Profiler (g:GOst) and plots were generated with SR-plot.

Bioinformatic analysis of the nascent RNA-seq data:

Raw .bam files underwent processing using the slamseq Nextflow pipeline, accessible at <https://github.com/nf-core/slamseq>. This pipeline integrates multiple tools including fastqc, trim\_galore and slamdunk available at: <https://github.com/t-neumann/slamdunk>, for quality assessment, adapter trimming, and read mapping. DESeq2 was employed for comparative analysis, facilitating the identification of newly transcribed genes. Heatmaps depicting expression patterns were created using the heatmap.2 function from the gplots R package.

Bioinformatic analysis of the CUT&Tag data:

Raw files underwent preprocessing using prinseq-lite for quality control and filtering. Alignment against either the mouse (mm10) or human (hg38) reference genomes was conducted using BWA (version 0.7.17-r1188). Post-processing and sorting of aligned reads were performed using samtools (version 1.13). The function bamCoverage from Deeptools (version 3.5.1) was utilized to generate BigWig files with a binSize of 10, employing Counts Per Million (CPM) for normalization. Peaks were called using macs2 (version 2.1.0) with the --broad option. Differential CUT&Tag regions were identified using the R package DiffBind, applying DESeq2. Tornado and profile plots were created using the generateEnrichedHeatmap from the profileplyr R package or Deeptools. Read counts per genes were obtained using featureCounts from the subread package. All hockey-stick and scatter plots were generated using ggplot2 in R. Coverage plots were generated with IGV.

Bioinformatic analysis of the ATAC-seq data:

Publicly available AML patient ATAC-seq datasets were obtained from GEO accessions listed in supplementary table 1. Pediatric AML patient data were obtained from the St. Anna Children's Cancer Research Institute (CCRI) and Yokohama City University Hospital.

A modified version of the ATAC-seq Data Processing Pipeline was applied to the raw Bam files, accessible at: [https://github.com/epigen/atacseq\\_pipeline](https://github.com/epigen/atacseq_pipeline). The pipeline utilized fastp for adapter removal and Bowtie2 for read alignment to the GRCh38 (hg38) human reference genome. Duplicate marking was performed with sambalster and aligned BAM files were sorted, indexed, and filtered for ENCODE blacklisted regions using samtools. Peaks were called with macs2 (version 2.1.0) applying the --broad option. Differential ATAC-seq regions were identified with DiffBind and region-to-gene annotation was conducted with ChIPseeker. Counts over exons were obtained using featureCounts and normalization was performed with DESeq2. Principal Component Analysis (PCA) plots were generated using the ggplot2 package in R. For the minimum spanning tree visualization batch correction was done with ComBat and we utilized vegdist from the VEGAN package and ggraph. Tornado and profile plots were created with Deeptools and the differential ATAC-seq regions showcased via heatmaps were generated with DiffBind.

Whole-body fluorescence imaging:

Signal quantification was performed using the Living Image analysis software (PerkinElmer, USA). Living image analysis software Version 4.7.3.

Flow cytometry: Analysis was performed with the FlowJo software v10.8.1 (FlowJo, LLC) or Forecyt standard Edition 7.0 (R2) (7.0.7035).

Immunofluorescence microscopy: Image analysis was performed with Arivis Vision 4D software (Arivis AG, Berlin, Germany).

The Prism 6.0.1 software (Graphpad, USA) and Microsoft Excel 2016 were used for data compilation and for statistical analyses.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The publicly available Tet-Off RNA-seq data used in this study are available in the Gene Expression Omnibus (GEO) database under accession code GSE134784 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134784>].

The raw ATAC-seq data from primary pediatric AML samples obtained from the Yokohama City University (YCU) are protected and are not available due to data privacy laws. The processed ATAC-seq count data are available on Zenodo under DOI 10.5281/zenodo.14943880 [<https://10.5281/zenodo.14943880>].

The publicly available ATAC-seq data from 15 primary pediatric AML samples obtained from the St. Anna Children's Cancer Research Institute (CCRI) used in this study are available in the GEO database under accession code GSE282258 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282258>]. The mapping of sample names to GEO accessions is provided in Supplementary Data 1.

The genome-wide CRISPR-screen, RNA (QUANT)-seq, nascent (SLAM)-seq, Cut&Tag and ATAC-seq cell line data generated in this study have been deposited in the GEO database under accession code GSE255808 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE255808>].

The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | In this study, samples from pediatric AML patients were analyzed, including samples from the biobank of the St. Anna Children's Hospital Vienna, Austria and samples that have been published previously by Yamato, G. et al. ( <a href="https://doi.org/10.1182/bloodadvances.2021005381">https://doi.org/10.1182/bloodadvances.2021005381</a> ). In total, NUP98-rearranged samples from female (n = 4) and male (n = 6) patients were analyzed and NUP98 wild-type samples from female (n = 5) and male (n = 5) patients were analyzed. For the in vivo Cdk12 shRNA knockdown experiment, each cohort contained a balanced number of male and female mice. |
| Reporting on race, ethnicity, or other socially relevant groupings | No socially constructed or socially relevant categorization variables were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Population characteristics                                         | For this study we compared ATAC-seq data from pediatric AML patient samples according to their mutational status of the NUP98 gene: NUP98-rearranged vs. NUP98 wild-type.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Recruitment                                                        | Samples were collected at diagnosis from patients enrolled in the AML-BFM studies. All patients or their respective legal guardians gave written informed consent prior to the study. Samples that were used in this study were selected based on mutational status of the NUP98 gene. In addition to NUP98-rearranged patient samples, NUP98 wild-type AML patient samples with other oncogenic drivers were included in this study for comparison.                                                                                                                                                                                                          |
| Ethics oversight                                                   | Fresh-frozen samples of primary bone-marrow mononuclear cells (MNCs) were obtained from the biobank of the St. Anna Children's Hospital Vienna, Austria. Collection of samples and their use in research was performed with clearance of the appropriate Ethics committee (ethics vote No.1500/2014 of the Ethics Committee of the Medical University Vienna, Vienna, Austria).                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | An appropriate sample size was chosen based on the magnitude and consistency of measurable differences between groups, as well as based on availability and practical reasons and costs. All sample sizes are indicated in the figure legends.                                                                                                                                                                                                                                                                                                                                  |
| Data exclusions | In Fig. 1C and Fig. 1D ATAC-seq signals of patient samples "NUP98::KDM5A #2/3/4" are plotted. We excluded patient sample "NUP98::KDM5A #1" because it substantially differed from the other three consistent NUP98::KDM5A patient samples, as can be seen in Fig. 1E. Otherwise, no data was excluded.                                                                                                                                                                                                                                                                          |
| Replication     | Most experiments were replicated at least two times, except NGS or patients and animal experiments. NGS analyses with patient samples were not replicated due to inavailability of material. Replication of animal experiments was performed in accordance with 3R guidelines. All attempts at replication were successful.                                                                                                                                                                                                                                                     |
| Randomization   | For the in vivo Cdk12 shRNA knockdown experiment, each cohort contained a balanced number of male and female mice. Otherwise, age-matched mice (13-14 weeks old) were randomly distributed into three groups of equal size and transplanted with equal cell numbers of either doxycycline-inducible shRenilla, shCdk12-2 or shCdk12-3 expressing NUP98::KDM5A AML cells. All cohorts were administered with doxycycline (4mg/ml) via the drinking water.<br>Cell culture experiments were not randomized as the experimental groups needed to be known for subsequent analysis. |
| Blinding        | Investigators were not blinded to the group allocation of mice since the knowledge of the genotype of transplanted cells needed to be known for subsequent analysis.                                                                                                                                                                                                                                                                                                                                                                                                            |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample          | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy        | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection          | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions          | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility          | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization            | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |
| Blinding                 | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                                                                                                                                                                           |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Information provided in following order: antigen, name, supplier, catalog number, clone, lot number

#### Flow cytometry:

CD16/CD32, BD Pharmingen™ Purified Rat Anti-Mouse CD16/CD32 (Mouse BD Fc Block™), BD Biosciences, 553142, 2.4G2, 8243696, 1:200

V5-Tag, V5-Tag Rabbit mAb, Cell signaling, 13202S, D3H8Q, 7, 1:400

CD11b, PerCP/Cyanine5.5 anti-mouse/human CD11b Antibody, Biolegend, 101227, M1/70, B404844, 1:200

Ly-6G/Ly-6C, Brilliant Violet 421™ anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody, Biolegend, 108433, RB6-8C5, B318826, 1:200

Ly-6G/Ly-6C, PE/Cyanine7 anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody,, Biolegend, 108416, RB6-8C5, B284962, 1:200

CD117, APC anti-mouse CD117 (c-Kit) Antibody,, Biolegend, 105812, 2B8, B217855, 1:200

Rabbit IgG, F(ab')<sub>2</sub>-Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody Alexa Fluor™ 647, Thermo Fisher Scientific, A-21244, polyclonal, 913922, 1:200

CD45.2, PE/Cyanine7 anti-mouse CD45.2 Antibody, Biolegend, 109829, 104, 1:200

c-KIT, Biotin anti-mouse CD117 (c-Kit) Antibody, Biolegend, 105803, 2B8, 1:200

#### Western blot:

H3K4me3, Anti-Histone H3 (tri methyl K4) antibody - ChIP Grade, Abcam, ab8580, polyclonal, GR3190162-1, 1:1000

H3K27ac, Anti-Histone H3 (acetyl K27) antibody - ChIP Grade, Abcam, ab4729, polyclonal, GR3187597-1, 1:1000

Histone H3, Anti-Histone H3 antibody - Nuclear Marker and ChIP Grade, Abcam, ab1791, polyclonal, GR3198209-1, 1:1000

HSC70, HSPA8/HSC70 antibody, Santa Cruz, sc-7298, monoclonal, B-6, B2117, 1:10 000

Nras, N-Ras antibody, Santa Cruz, sc-31, monoclonal, F155, 1:1000

#### ChIP-qPCR:

H3K4me3, Anti-Histone H3 (tri methyl K4) antibody - ChIP Grade, Abcam, ab8580, polyclonal, GR3190162-1, 1 µg/µl

H3K27ac, Anti-Histone H3 (acetyl K27) antibody - ChIP Grade, Abcam, ab4729, polyclonal, GR3187597-1, 1 µg/µl

#### CUT&Tag:

H3K4me3, Anti-Histone H3 (tri methyl K4) antibody - ChIP Grade, Abcam, ab8580, polyclonal, GR3190162-1, 1 µg

H3K27ac, Anti-Histone H3 (acetyl K27) antibody - ChIP Grade, Abcam, ab4729, polyclonal, GR3187597-1, 1 µg

Rabbit IgG, Rabbit IgG, Diagenode, C15410206, Polyclonal, RIG002B, 1 µg

Rabbit IgG, Rabbit IgG, Diagenode, C01070022, N/A, RIG001 (included in Antibody package for CUT&Tag (anti-rabbit)), 1 µg

Anti-rabbit secondary antibody, Diagenode, Belgium C01070022, N/A, P001 (included in Antibody package for CUT&Tag (anti-rabbit)),

1:100

Immunofluorescence staining:

gamma H2A.X, Anti-gamma H2A.X (phospho S139) antibody, Abcam, ab2893, polyclonal, GR3223242-1, 1:1500

Rabbit IgG, F(ab')<sub>2</sub>-Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody Alexa Fluor™ 647, Thermo Fisher Scientific, A-21244, polyclonal, 913922, 1:1500

## Validation

BD Pharmingen™ Purified Rat Anti-Mouse CD16/CD32 (Mouse BD Fc Block™): The 2.4G2 antibody specifically recognizes a common nonpolymorphic epitope on the extracellular domains of the mouse FcγIII (CD16) and FcγII (CD32) Receptors. It has also been reported to bind the FcγI receptor (CD64) via its Fc domain. 2.4G2 mAb blocks non-antigen-specific binding of immunoglobulins to the FcγIII and FcγII, and possibly FcγI, Receptors in vitro and in vivo. Reactivity: Mouse (QC Testing). Citations: 19, most recent: 10.1042/0300-5127:0290840

V5-Tag Rabbit mAb: V5-Tag (D3H8Q) Rabbit mAb recognizes transfected levels of recombinant protein containing the V5 epitope tag. Species Reactivity: All Species Expected. Citations: 369, most recent: 10.1038/s41467-023-43657-6

F(ab')<sub>2</sub>-Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 647: This Antibody was verified by Relative expression to ensure that the antibody binds to the antigen stated. Citations: 1452, most recent: 10.1038/s41467-024-45760-8

PerCP/Cyanine5.5 anti-mouse/human CD11b Antibody: Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. Verified Reactivity: Mouse, Human, Cynomolgus, Rhesus. Citations: 239, most recent: 10.1038/s41467-022-31993-y

Brilliant Violet 421™ anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody: Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. Verified Reactivity: Mouse. Citations: 21, most recent: 10.1016/j.crmeth.2022.100315

APC anti-mouse CD117 (c-Kit) Antibody: Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. Verified Reactivity: Mouse. Citations: 105, most recent: 10.1186/s40164-022-00329-3

PE/Cyanine7 anti-mouse Ly-6G/Ly-6C (Gr-1): Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. Verified Reactivity: Mouse. Citations: 63, most recent: 10.1038/s41467-022-33349-y

Anti-gamma H2A.X (phospho S139) antibody: Validated in ICC/IF, WB and tested in Human, Mouse, Rat samples. Cited in 307 publications.

Anti-Histone H3 (tri methyl K4) antibody - ChIP Grade: Validated in ChIP, WB, PepArr, IHC-P, ICC/IF and tested in Human, Cow, Synthetic peptide - Human samples; predicted: mouse. Cited in 1671 publications.

Anti-Histone H3 (acetyl K27) antibody - ChIP Grade: Validated in IHC-P, ChIP, WB, PepArr, ICC/IF and tested in Human, Rat, Cow, Mouse, Synthetic peptide - Human samples. Cited in 1443 publications.

Rabbit IgG: The negative Ctrl IgG from rabbit has been extensively validated in chromatin immunoprecipitation assays (ChIP). It contains a spectrum of the IgG subclasses present in serum of healthy animals. The negative Ctrl IgG is intended for use as a negative control in ChIP, CUT&Tag, MeDIP, IF and other experiments performed with specific antibodies made in rabbit. Most recent citation: 10.1158/1541-7786.MCR-22-0916

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Cells for establishment of the NUP98::KDM5A patient-derived xenograft model were derived from a female patient. Primary patient cells used for drug sensitivity assay in Fig. 6D were derived from a male patient. All murine cell line models were established from murine fetal liver cells and sex was not determined after establishment of the cell lines.

Human cell lines were obtained from DSMZ: Nomo-1 (ACC 542), HL-60 (ACC 3), MOLM-13 (ACC 554), Kasumi-1 (ACC 220), OCI-AML3 (ACC 582) and K562 (ACC 10)

Platinum-E (Cell Biolabs, San Diego, USA)  
Lenti-X 293T (Takara, Paris, France)

### Authentication

Human cell lines were validated using STR profiling. Primary cell lines were not authenticated, since testing is not applicable for primary samples and primary cell lines.

### Mycoplasma contamination

All cell lines were routinely tested for mycoplasma contamination and confirmed negative.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.       |
| Specimen deposition                                                                                                                             | Indicate where the specimens have been deposited to permit free access by other researchers.                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided. |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                               |
| Ethics oversight                                                                                                                                | Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | For establishment of murine AML cell lines, fetal liver cells were transduced with oncogene-expressing plasmids and transplanted into recipient mice. For this, male and female C57BL/6J.SJL mice at the age of 10-12 weeks were used. For the characterization of the dTAG-NUP98::KDM5A in vivo model (Supplementary Fig. 2) secondary transplants were performed with female C57BL/6J.SJL mice (n=6) at the age of 10-12 weeks. For in vivo shRNA-induced knockdown of Cdk12 (Fig. 6) murine NUP98::KDM5A AML cells with shRNA-expressing plasmids were transplanted into recipient mice. For this, male and female C57BL/6J.SJL mice (n=15) at the age of 13-14 weeks were used. Mice were kept in specific opportunistic pathogen free quality (SOPF) under stringent controlled standard conditions, in individually ventilated cages, fed with Sniff Haltungsfutter CHOW standard 10mm pellets (Catalog-No. V1534-000), ad libitum. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on sex        | Male and female recipient mice were used in this study for transplantation and establishment of murine AML models. For the in vivo Cdk12 shRNA knockdown experiment, each cohort contained a balanced number of male and female mice.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | All animal studies were approved by the Ethics and Animal Welfare Committee of the University of Veterinary Medicine, Vienna in accordance with the University's guidelines for Good Scientific Practice and authorized by the Austrian Federal Ministry of Education, Science and Research (ref BMBWF 68.205/0199-V/3b/2018, 2022-0.874.042) in accordance with current legislation. Sex was not considered in the study design because no sex bias for NUP98::KDM5A-driven AML has been reported.                                                                                                                                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                   |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.                            |
| Study protocol              | Note where the full trial protocol can be accessed OR if not available, explain why.                              |
| Data collection             | Describe the settings and locales of data collection, noting the time periods of recruitment and data collection. |
| Outcomes                    | Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                         |
|-----------------------|-------------------------------------------------------------------------|
| Seed stocks           | Not applicable (see above in Materials & experimental systems section). |
| Novel plant genotypes | Not applicable (see above in Materials & experimental systems section). |
| Authentication        | Not applicable (see above in Materials & experimental systems section). |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <i>For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.</i>                                         |
| Files in database submission                                       | <i>Provide a list of all files available in the database submission.</i>                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <i>Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.</i> |

### Methodology

|                  |                                                                                                                                                                                    |
|------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates       | <i>Describe the experimental replicates, specifying number, type and replicate agreement.</i>                                                                                      |
| Sequencing depth | <i>Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.</i> |
| Antibodies       | <i>Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.</i>                                |

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Peak calling parameters | <i>Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.</i>                            |
| Data quality            | <i>Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.</i>                                 |
| Software                | <i>Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.</i> |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

For intracellular flow cytometry:

Murine AML cell lines were harvested, then washed with PBS and stained with Zombie Aqua Fixable Viability Dye (1:1000, BioLegend, San Diego, USA) for 10 minutes. After PBS wash, cells were fixed with 2% phosphate-buffered formaldehyde solution (Roti-Histofix 4,5%, Carl Roth, Karlsruhe, Germany) for 15 min. After washing with PBS, cells were permeabilized with 0.2% TritonX-100 (PanReac AppliChem, Darmstadt, Germany) in PBS supplemented with 10% FBS for 15 min, followed by incubation in 0.1% TritonX-100 in PBS supplemented with 10% FBS for 30 min. Next, cells were incubated with anti-mouse CD16/CD32 antibody (1:200, Mouse BD Fc Block, clone 2.4G2, BD Biosciences, Heidelberg, Germany) for 10 minutes, followed by the direct addition of the 2x primary antibody staining solution (1:400 final dil.) in 0.1% TritonX-100 buffer (V5-Tag, clone D3H8Q, Cell signaling, Danver, USA) and incubation for 45 min. After a wash with 0.1% TritonX-100 buffer, cells were incubated in secondary antibody staining solution (Anti-rabbit IgG AF647, #A-21246, Thermo Fisher Scientific, Waltham, MA, USA) for 45 min. All incubation steps were performed at room temperature with light protection. Stained cells were washed twice with 0.1% TritonX-100 buffer before analysis.

For flow cytometry - cell surface markers:

For characterization of ex-vivo-isolated leukemia blasts, cells from bone marrow and spleen were washed with PBS and resuspended in PBS with 0.5% FCS, followed by staining for 30 min with dilutions (1:200) of the following antibodies (all from Biolegend, San Diego, CA, USA): anti-mouse CD11b/Mac-1 PerCPCy5.5 (clone M1/70), anti-mouse Gr-1/Ly-6C BV421 (clone RB6-8C5) and anti-mouse CD117/c-Kit APC (clone 2B8). Myeloid differentiation was monitored by measurement of surface marker expression as described above using the following antibodies (all from Biolegend, San Diego, CA, USA): anti-mouse CD11b/Mac-1 PerCPCy5.5 (clone M1/70), anti-mouse Gr-1/Ly-6C PeCy7 (clone RB6-8C5) and anti-mouse CD117/c-Kit APC (clone 2B8).

For flow cytometry - apoptosis:

Apoptosis analysis was performed using the Annexin V AF647 Conjugate (#A23204, Invitrogen, eBioscience, Thermo Fisher Scientific) according to the manufacturer's instructions.

For flow cytometry - cell cycle analysis:

For cell cycle analysis, cells were fixed in 70% Ethanol for 30 min before staining with propidium iodide solution for 30 min.

For competitive cell proliferation assays:

To assess the effect of shRNA-mediated gene knockdown on cell proliferation, rtTA3-expressing murine AML cells were transduced with doxycycline-inducible lentiviral shRNA/IRFP670 expression vectors and IRFP670-positive cells were monitored at regular intervals by flow cytometry.

#### Instrument

For intracellular staining: Stained samples were measured using a FACS Canto II flow cytometer (BD Biosciences), and analyzed with the FlowJo software (FlowJo, LLC).

For flow cytometry: Samples were either measured using a FACS Canto II flow cytometer (BD Biosciences), and analyzed with the FlowJo software (FlowJo, LLC), or measured using an IntelliCyt IQueScreener Plus (BioScience, Sartorius Group, Germany).

For competitive proliferation assays: Cells were monitored at regular intervals using an IntelliCyt IQueScreener Plus (BioScience, Sartorius Group, Germany)

#### Software

FACSDIVA, FlowJo, ForeCyt

#### Cell population abundance

No cell sorting was applied, therefore not applicable.

## Gating strategy

For all flow cytometry experiments the following gating steps were performed first:

- 1.) FSC-area vs SSC-area was used to discriminate cells from debris.
- 2.) FSC-area vs width was used to discriminate singlets.

followed by:

For intracellular staining:

- 3.) ZombieAqua negative cells were used to discriminate live from dead cells
- 4.) V5-AF647+ cells were used to monitor NUP98::KDM5A fusion protein levels

For flow cytometry - cell surface markers:

- 3.) Gates defining positive and negative populations for specific cell surface markers were set according to unstained controls.

For flow cytometry - apoptosis:

- 3.) AnnexinV-AF647+ cells were used to identify apoptotic cells and the gate was set according to unstained controls.

For flow cytometry - cell cycle analysis:

- 3.) G1, S and G2/M cell cycle phases were identified in histograms of DNA content according to propidium iodide intensity

For competitive proliferation assays:

- 3.) iRFP670+ cells were used to identify shRNA-expressing cells.

For flow cytometry - analysis of ex-vivo isolated AML blasts:

- 3.) CD45.2-PE-Cy7+ cells were used to identify transplanted AML blasts and the gate was set according to unstained controls.
- 4.) iRFP670+ cells were used to identify shRNA-expressing cells and the gate was set according to iRFP670- controls.
- 5.) c-Kit-BV421+ cells were used to identify surface marker expression and the gate was set according to unstained controls.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence & imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐

Used

☐

Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

## Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

## Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

## Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

## Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

## Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity

☐ ☐ Graph analysis

☐ ☐ Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

## Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

## Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

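The data are read values of single guide RNAs (sgRNAs) from 1 genome-wide CRISPR/Cas9 dropout screen in a murine NUP98::KDM5A leukemia clone that expresses Cas9. They comprise 1 library of the cells at 14 population doublings and 1 library of the sgRNA plasmid pool. The authors trimmed barcodes, filtered the reads and aligned them with Bowtie2 in the crispr-process-nf pipeline, and analysed the screen with MAGeCK in the crispr-mageck-nf pipeline. The submitters' processing notes name mm10, and the versions of Bowtie2 and MAGeCK are not given in the sources used here. The deposited values are a signal, the reads of each sgRNA multiplied by 1 size factor per library. The design written before the data were examined assumed read counts. Dividing the deposited values by the value of 1 read gave whole reads for 100% of the values in both libraries, within 0.01 of a read, and the deposited scaling equals the median-ratio scaling that had been chosen in advance. The deposited table holds only sgRNAs with at least 50 plasmid reads. The plasmid pool had 127466805 reads and the endpoint 53986351. PCR reads without molecular identifiers are not independent molecules, so floors from read counts cover counting error only.

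For each sgRNA, log2 of the scaled endpoint value over the scaled plasmid value was taken with a pseudocount of 1. The value of a gene is the median over its sgRNAs, and its SD and n are over the same sgRNAs, which are repeated perturbations in a single culture and not replicates of the screen. Genes whose value fell by more than 2.25 were called depleted and genes over 2.25 enriched. The legend of Fig. 5 speaks of the mean sgRNA abundance, and the mean over sgRNAs was run as an alternative. With 1 library per condition no count model could be fitted, on the scaled values or on the recovered reads. A fold for genes whose median sgRNA had 0 endpoint reads is a lower bound, computed with fewer than 3 reads set to 3 in each sgRNA, and list medians are also given with this floor. As a second criterion, the ranks of each gene's sgRNAs were tested by robust rank aggregation over the top 0.25 of ranks, as in MAGeCK, with permutation p-values from 1e+06 draws for each number of sgRNAs, one-sided in each direction and adjusted by the Benjamini-Hochberg method. These p-values compare the sgRNAs of a gene with the other sgRNAs of the same libraries and not the conditions. The order of sgRNAs with 0 endpoint reads in this test rests on their plasmid reads. The median of each gene list was set against 10000 random lists of the same size, drawn within 20 bins of plasmid abundance, which describes these libraries. Intervals of areas under the ROC curve are percentiles of 2000 bootstrap draws of genes, and intervals of shares are exact binomial intervals.

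Before the data were examined, the tests, the alternatives, the rule for named genes and 42 gene lists were fixed. Of these lists, 37 were written by hand, and the others came from the paper's text and its Supplementary Data 5 and 6. The named genes are every gene the paper names for the screen and its repair genes Brca2, Rad50, Mdc1, Atm and Brip1, up to 8 other direct targets with the largest changes, the 10 lowest and 10 highest genes with at least 4 sgRNAs all of the same sign, and the 3 lowest and 3 highest members of each list. Some of these genes are not reported here. Values shown in the paper's figures for Myc, Trp53, Kdm5c, repair genes and another gene had been seen when the rule was written. The counts of depleted and enriched genes and the values of 5 genes, Myc, Myb, Trp53 and Kdm5c among them, were seen while the scaling was checked, before any further alternative or test was chosen, and the median was kept as planned. Olfactory receptor genes had been chosen as a class that these cells do not use, but only 3 are in the table, so 4 tissue-restricted families were picked by symbol after the data were examined, without looking at their values.

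Possible Cas9 target sites were taken as the 20 bases before an NGG motif on either strand of the coding exons of GRCm38.p6, with GENCODE annotation. A site counted as shared when it also lay in the transcript of another gene and occurred at more than 1 place in the genome. The second condition was added after first percentages had been seen and before the correlation was computed. The sequences of the sgRNAs were not used here. Of the 18302 gene identifiers, 18287 were matched to symbols in the RefSeq table of GRCm38.p6 and 15 were not. The gene values, the thresholds, the rank test, the random lists and the area under the ROC curve were tested on a simulated screen, and the search for target sites on a made-up sequence. The other steps were not tested in this way. The work used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

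The alternatives set in advance were thresholds of 2 and 3, the rank test as a second criterion at a p under 0.05 or an adjusted p under 0.1, genes with at least 4 sgRNAs, total-count scaling, centring on olfactory receptor genes, at least 200 plasmid reads, a pseudocount of 10, the mean over sgRNAs, each gene without its most extreme sgRNA, other gene classes and unmatched random lists. The alternatives added after the data were examined were centring on the tissue-restricted families, a floor of 3 endpoint reads, leaving out 4134 sgRNAs marked as fill-up, and the settings of the rank test. The authors' lists of core essential genes, non-essential genes and repair gene sets were not used here.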

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

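In this part, the comparison of vomeronasal receptor genes with other families was a test chosen only after the results had been seen, as were the tissue-restricted families used for comparison. The lists of linker histone H1 genes and of core histone genes on chromosome 13 were also added after the data were examined.

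Among the 10 highest genes with at least 4 sgRNAs all above 0, 8 are not discussed in the paper. H1f4, a linker histone, had a log2FC of 8.54 ± 1.92 (SD, n = 6 sgRNAs) and H1f3, another, had 6.03 ± 2.14 (SD, n = 6). Spop, a substrate adaptor of a cullin ubiquitin ligase, and Cramp1l, a chromatin protein, both had 7.19 (SD 1.93 and 2.29, n = 6 each). Psip1, which encodes the chromatin reader LEDGF, had 7.13 ± 2.34 (SD, n = 5), and the zinc finger gene Zfp687 had 6.51 ± 1.79 (SD, n = 6). Smchd1, a chromosomal protein of X inactivation, had 6.14 ± 2.74 (SD, n = 5), and Fubp3, a gene for a nucleic acid binding protein, had 5.75 ± 2.64 (SD, n = 6).

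The first pattern is the set of 1023 genes over 2.25. Genes that these cells are not known to use pass this threshold too, since 9 of 116 genes of the tissue-restricted families (7.76%, exact 95% interval 3.61 to 14.2) were enriched, against 5.59% of all genes. Chance spread of sgRNAs among clones may therefore account for much of the set, although no gene of these families exceeded 2.88. The scaling of the libraries stays open as well, since centring on these families gave 55.3% of the count of 1023 but lowers each gene alike by 0.355, which reflects only how many genes lie near the threshold and does not decide the point. No biological explanation was tested, as the design holds a single condition.

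The second pattern is that 57 of 243 vomeronasal receptor genes (23.5%, exact 95% interval 18.3 to 29.3) were depleted, against 19.6% of all genes. The count lay at the 81.7th percentile of matched random lists, which held 51.3 depleted genes on average. It was 31 without the most extreme sgRNA of each gene, 43 with a pseudocount of 10 or with 0 to 2 reads set to 3, and 75 with the mean over sgRNAs. With total-count scaling it was 151, and 51 of the 116 genes of the tissue-restricted families were then depleted. The median of the class, -0.47, lay at the 0.265th percentile of the random lists. The class as a whole was thus lower than other genes, while the count was not clearly higher. These genes are close copies of each other, so an sgRNA could cut several of them. Across 242 of the genes, which are not independent replicates, Spearman's rho between the percent of possible target sites shared with another gene and the log2FC was -0.14 (95% interval -0.27 to -0.00434), and depleted genes shared a median of 60.5% of sites against 52.3% in the others. The interval spans the bounds set for and against this explanation. Chance spread stays open too, since the share depleted was 1.81 times the 12.9% (interval 7.42 to 20.4) found in the tissue-restricted families.

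The third pattern is the enrichment of 4 of the 10 linker histone H1 genes, H1f2 at 4.70 ± 5.46 (SD, n = 5, with an sgRNA at -5.15), H1f5 at 5.50, H1f3 and H1f4. Cutting of the histone cluster in general is argued against by the 21 core histone genes of chromosome 13, which had a median of -5.44 (quartiles -6.54 to -2.69). That median was -2.69 with 0 to 2 reads set to 3 and -2.13, with 10 of 21 genes depleted, without the most extreme sgRNA of each gene, and no core histone gene was enriched in these settings. It remains possible that sgRNAs cut several H1 genes at once and cannot be told apart from single losses, since a median of 32.8% of the possible target sites in H1f3, H1f4 and H1f5 also lay in another H1 gene (42.3%, 32.8% and 8.85%, and 34.9% in H1f2, which was not in that median) and the sequences of the sgRNAs were not used. That loss of linker histones favors growth of these cells is thus only a hypothesis.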

How the results depend on the processing

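Of the settings named here, centring on the tissue-restricted families, the floor of 3 reads, leaving out fill-up sgRNAs, the tissue-restricted class and the changed settings of the rank test were chosen only after the data were examined. Counts within 1.5 times those reported are given as ranges. Depleted genes, 3590 as reported, ranged from 2690 to 4088 apart from 1975 and 1170 with the rank test at p under 0.05 and at adjusted p under 0.1 and 9269 with total-count scaling. Enriched genes, 1023 as reported, ranged from 751 to 1527 apart from 285 at a threshold of 3, 60 with the rank test at adjusted p under 0.1, 33 with total-count scaling, 2055 after centring on the olfactory receptor genes, 656 with the mean over sgRNAs and 566 after centring on the tissue-restricted families. Direct targets depleted, 11 as reported, were 3 and 2 with the rank test at p and adjusted p, 21 with total-count scaling, 7 without each gene's most extreme sgRNA and 9 to 11 otherwise. Direct targets enriched, 3 as reported, were 0 with the rank test at adjusted p, 1 with total-count scaling, 5 after centring on the olfactory receptor genes and 2 or 3 otherwise. DNA repair genes depleted, 48 as reported, were 28 and 19 with the rank test, 86 with total-count scaling and 39 to 53 otherwise. The rank criterion lowers each count by construction, and a higher threshold does as well. For the other changes the cause was not tested. The separation of ribosomal protein and olfactory receptor genes, an area under the ROC curve of 1 as reported, was 0.995 with total-count scaling, 0.986 with a pseudocount of 10, 0.989 against vomeronasal receptors, 0.975 against tissue-restricted families and 0.960 for proteasome subunits. The log2 fold change of 1110059E24Rik turned to 1.32 and that of Bahcc1 to -0.17 without the most extreme sgRNA, Bahcc1 also to -0.17 with at least 200 plasmid reads, and the log2 fold change of Bicral to -0.0671 with total-count scaling, and the cause was not tested. Of 258 named genes, 74 moved by over 1 SD with total-count scaling, 66 with a pseudocount of 10, 14 after centring on olfactory receptor genes, 8 after centring on tissue-restricted families, 1 with at least 200 plasmid reads, 1 without fill-up sgRNAs and 0 with the mean. The median of all genes shifted by -2.39 with total-count scaling, 0.451 and -0.355 after the 2 centrings, -0.536 with the mean and 0.21 without the most extreme sgRNA. The rank test called 1127 to 1206 genes depleted at adjusted p under 0.1. Of 46 lists and classes, 28 had a median under the 2.5th percentile, with matched and with unmatched random lists. The planned run without a filter on plasmid reads was not made, because the table holds no sgRNA under 50 plasmid reads. A count test on the recovered reads, 100% of them whole, could not be fitted with 1 library against 1. No paired analysis was possible because each condition has 1 library. Depth limits the low end, where 1385 genes have only a bound.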

Differences from the paper's values

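The paper counts 645 genes whose knockout gave a proliferative advantage, against 1023 here with the median over sgRNAs at the same threshold of 2.25. The legend of Fig. 5 speaks of the mean sgRNA abundance. The mean over sgRNAs gave 656, the closest count among the alternatives run, so the summary over sgRNAs can account for most of this difference. Of the alternatives set before the data were examined, the rank test at p under 0.05 (751) and the mean over sgRNAs (656) gave counts within 1.5 times the paper's. Thresholds of 2 (1527) and 3 (285), the rank test at adjusted p under 0.1 (60), genes with at least 4 sgRNAs (983), total-count scaling (33), centring on olfactory receptor genes (2055), at least 200 plasmid reads (1108), a pseudocount of 10 (981) and each gene without its most extreme sgRNA (1113) did not. Centring on the tissue-restricted families (566), chosen after the values had been seen, also came within that range and kept Trp53, Kdm5c, Mxi1 and Tnrc18, the genes that the paper names, over 2.25.

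The paper's count of depleted genes is 4105, against 3590 here, a difference within 1.5 times, and the mean over sgRNAs gave 4088. The paper lists 12 essential direct targets, and 10 of these passed the threshold here. Slmap at -1.89 and Bcl11a at -1.37 did not, while 1110059E24Rik at -3.19, which is not among the paper's 12, did. The mean over sgRNAs called Slmap (-3.30) but not Bcl11a (-2.24) and left out 1110059E24Rik (-1.22), and total-count scaling called both Slmap (-4.27) and Bcl11a (-3.75). Of the 3 enriched direct targets here, the paper names Mxi1 and Tnrc18 and not Bahcc1 at 2.59, which did not pass with the mean over sgRNAs (1.83), without the most extreme sgRNA, with at least 200 plasmid reads or with total-count scaling. The values of Myc, Trp53 and Kdm5c lay within 1 SD of those read by eye from Fig. 5A.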

Other observations

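Single genes of oncogenic signaling had calls that the text of the paper does not discuss. The authors' own gene values behind Fig. 5A were not used here and may include these genes. The genes in these paragraphs outside the 3 lowest and highest of each list were named after their values had been seen. Among 21 activators of RAS-MAPK signaling, 5 were depleted, Nras itself at -8.45 ± 0.64 (SD, n = 6 sgRNAs, all at 0 reads) and the genes that process RAS proteins, Fntb at -6.95, Fnta at -6.57, Rce1 at -6.22 and Icmt at -6.18. Another 4 were enriched, among them the kinase genes Braf at 3.06 ± 1.34 (SD, n = 6) and Mapk3 at 2.75 and also Shoc2 at 2.36, and the list median was -0.26, at the 7.33rd percentile of random lists, which held 3.71 depleted genes on average. It was 0.20 after centring on olfactory receptor genes and -2.65 with total-count scaling, under which 12 genes were depleted and none was enriched. Of 19 negative regulators of the pathway, 7 were depleted, among them Nf1, a RAS GTPase-activating protein, at -7.77 ± 4.19 (SD, n = 5) and the ERK phosphatase gene Dusp6 at -6.19 ± 4.35 (SD, n = 6), and none was enriched (median -0.25, at the 27.7th percentile, with 4.03 depleted in random lists). These counts were 3 and 1 without the most extreme sgRNA (median 0.24), 6 and 1 with at least 200 plasmid reads, 7 and 1 after centring on olfactory receptor genes, and 5 and 0 with a pseudocount of 10 or with 0 to 2 reads set to 3. These cells carry exogenous mutant Nras, and whether the Nras sgRNAs also cut that construct is not known. Of 20 activators of PI3K and mTOR signaling, 8 were depleted (median -1.34, or -0.78 without the most extreme sgRNA), including Rptor at -8.47 ± 3.97 (SD, n = 6), and Pik3cd was enriched at 2.86. Of 17 negative regulators of mTORC1, 7 were depleted (median -0.62), including Flcn at -8.43 ± 0.43 (SD, n = 6) and Tsc1 at -8.23 ± 2.52 (SD, n = 6). Cdk6, at least 55.6-fold lower (n = 6), and its partner Ccnd3 at -8.72 ± 1.96 (SD, n = 6) were depleted while Cdk4 had 2.74 ± 4.88 (SD, n = 5) but 0.72 with the mean over sgRNAs, in a list of 22 cell cycle kinases and cyclins with 10 depleted and 2 enriched (median -1.96), or 7 and 1 (median -1.17) without the most extreme sgRNA.

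Mediator and 4 groups of chromatin genes had more members depleted than enriched. Of 30 Mediator subunits 24 were depleted (median -7.21, or -4.41 with 0 to 2 reads set to 3), whereas Cdk8 at 5.26 ± 4.21 (SD, n = 6) and Cdk19 at 3.38 ± 2.08 (SD, n = 6), the alternative kinases of its kinase module, were enriched. Med12 at -8.40 and Med13 at -7.72, of the same module, were depleted. Of 18 menin and MLL complex members 12 were depleted (median -4.33), or 8 (median -2.06) without the most extreme sgRNA of each gene, including Cxxc1 at -8.84, Kmt2a, which encodes MLL1, at -8.02 and Men1, which encodes menin, at -2.26 (-1.72 with 0 to 2 reads set to 3), and Psip1, a partner of menin, was the only one enriched. SWI/SNF had 16 of 25 genes depleted (median -4.70), or 12 (median -1.83) without the most extreme sgRNA, with Smarcc1 at -8.49, and only Bicral enriched at 2.33, a value that turned negative with total-count scaling. The acetyltransferase complexes of KAT6, KAT7 (HBO1) and KAT8 (NSL and MSL) had 12 of 20 depleted (median -3.37), with Kat8 at -8.19 ± 0.76 (SD, n = 6). Only Msl3 of the MSL complex was enriched, at 3.17, and it was at 2.00 without its most extreme sgRNA, where 10 of the 20 were depleted (median -2.28). Of 29 polycomb genes 11 were depleted and 4 enriched (median -0.92, at the 0.525th percentile of random lists), or 8 and 3 (median -0.41) without the most extreme sgRNA, with Pcgf1 at -8.23. In the KDM5 family, Kdm5a at -4.27 ± 3.65 (SD, n = 6) was depleted and Kdm5b at -1.72 was not. This contrast depends on the processing, since 2 of the 4 family members were depleted with the mean over sgRNAs or with total-count scaling. Nup98 had -7.13, with 5 of 6 sgRNAs below 0 as for Kdm5a. Whether sgRNAs against these genes cut the fusion construct is not known.

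Cytokine receptors and JAK-STAT members mostly lay between the thresholds (21 of 27, median 1.04, or -1.36 with total-count scaling), with Ptpn6, the phosphatase SHP-1, depleted at -5.57 and Stat6 enriched at 3.80. Of the 27, 2 were depleted and 4 enriched. These counts were 8 and 0 with total-count scaling, 3 and 1 with the mean over sgRNAs and 2 and 1 without the most extreme sgRNA. Of 33 tumor suppressor genes mutated in myeloid leukemia, 9 were depleted and 6 enriched (median 0.26, or -0.70 with the mean over sgRNAs). Genes that the paper's Supplementary Data 5 lists as changed after 24 h of dTAG13, which degrades the fusion, were seldom depleted with the deposited scaling. Of 93 genes higher after dTAG13, 6 were depleted and 4 enriched, against 18.2 depleted in random lists, and of 138 genes lower after dTAG13, 13 were depleted and 8 enriched, against 28.1. Their medians were 0.32 and 0.43, or -2.07 and -1.96 with total-count scaling, under which 39 and 55 were depleted and none was enriched. Centring on olfactory receptor genes gave 10 and 18 enriched, with 5 and 12 depleted. Centring on the tissue-restricted families gave 2 and 2 enriched, with 6 and 15 depleted. Without the most extreme sgRNA of each gene 9 and 9 were enriched and 5 and 7 depleted. The mean over sgRNAs gave 1 and 6 enriched, with 6 and 13 depleted. Of the 36 genes with both changed H3K27ac and expression, 10 were depleted and 4 enriched (median -0.28). These counts were 6 and 3 without the most extreme sgRNA (median 0.15) and 21 and 0 with total-count scaling. After centring on the tissue-restricted families they were 10 and 1.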
